# Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells

**DOI:** 10.1038/cr.2017.82

**Published:** 2017-06-16

**Authors:** Fan Guo, Lin Li, Jingyun Li, Xinglong Wu, Boqiang Hu, Ping Zhu, Lu Wen, Fuchou Tang

**Keywords:** epigenome, single-cell COOL-seq, multi-omics sequencing, mouse preimplantation embryos, reprogramming

## Abstract

Single-cell epigenome sequencing techniques have recently been developed. However, the combination of different layers of epigenome sequencing in an individual cell has not yet been achieved. Here, we developed a single-cell multi-omics sequencing technology (single-cell COOL-seq) that can analyze the chromatin state/nucleosome positioning, DNA methylation, copy number variation and ploidy simultaneously from the same individual mammalian cell. We used this method to analyze the reprogramming of the chromatin state and DNA methylation in mouse preimplantation embryos. We found that within < 12 h of fertilization, each individual cell undergoes global genome demethylation together with the rapid and global reprogramming of both maternal and paternal genomes to a highly opened chromatin state. This was followed by decreased openness after the late zygote stage. Furthermore, from the late zygote to the 4-cell stage, the residual DNA methylation is preferentially preserved on intergenic regions of the paternal alleles and intragenic regions of maternal alleles in each individual blastomere. However, chromatin accessibility is similar between paternal and maternal alleles in each individual cell from the late zygote to the blastocyst stage. The binding motifs of several pluripotency regulators are enriched at distal nucleosome depleted regions from as early as the 2-cell stage. This indicates that the *cis*-regulatory elements of such target genes have been primed to an open state from the 2-cell stage onward, long before pluripotency is eventually established in the ICM of the blastocyst. Genes may be classified into homogeneously open, homogeneously closed and divergent states based on the chromatin accessibility of their promoter regions among individual cells. This can be traced to step-wise transitions during preimplantation development. Our study offers the first single-cell and parental allele-specific analysis of the genome-scale chromatin state and DNA methylation dynamics at single-base resolution in early mouse embryos and provides new insights into the heterogeneous yet highly ordered features of epigenomic reprogramming during this process.

## Introduction

Single-cell sequencing technologies have greatly facilitated the dissection of the heterogeneity of populations of cells^1,2,3,4,5,6,7,8,9^. Recently, we and others have developed single-cell epigenome sequencing technologies that include single-cell DNA methylome sequencing (scRRBS and scBS), single-cell Hi-C, single-cell ChIP-seq, single-cell DamID, single-cell DNaseI-seq and single-cell ATAC-seq, to dissect the epigenetic heterogeneity of cell populations^10,11,12,13,14,15,16,17,18^. Moreover, we and other groups have developed single-cell DR-seq, single-cell M&T-seq and single-cell Trio-seq methods that can simultaneously analyze genome-transcriptome, DNA methylome-transcriptome and genome-transcriptome-DNA methylome data from individual cells^19,20,21^. However, the simultaneous measurement of all the different layers of epigenomic information from the same individual cell has not yet been achieved. Here, we report the development of a single-cell multi-omics sequencing technology called single-cell COOL-seq (Chromatin Overall Omic-scale Landscape Sequencing), which can simultaneously analyze the chromatin state, nucleosome positioning, DNA methylation, copy number variation (CNVs) and ploidy from the same single cell.

During mouse preimplantation development, a global epigenetic event reprogrammes the highly differentiated gametes to totipotent embryos. This is highlighted by global DNA demethylation^22,23,24,25,26,27,28,29,30,31,32,33,34,35,36,37,38^. However, the epigenomic heterogeneity between individual cells of mouse preimplantation embryos has never been addressed. Here, we used the single-cell COOL-seq technique to analyze mouse preimplantation embryos at seven consecutive developmental stages (early zygotes when the male and female pronuclei are still separated from each other, late zygotes, 2-cell embryos, 4-cell embryos, 8-cell embryos, morulae and blastocysts) (Supplementary information, Table S1).

## Results

### Development of single-cell COOL-seq technology

A powerful epigenome sequencing technology known as NOMe-seq (Nucleosome Occupancy and Methylome Sequencing) was developed several years ago^39,40,41,42,43,44^. However, it requires hundreds of thousands of cells as starting material. Here we have combined NOMe-seq and PBAT-seq (Post-Bisulfite Adaptor Tagging Sequencing) methods and systematically modified them by serial titration assays to improve the sensitivity to provide robust output at single-cell resolution (Figure 1A and 1B, Supplementary information, Figure S1 and Data S1). We are also able to spike in the same quantity of lambda DNA into each single-cell sample to determine the ploidy of the cell. In total, we sequenced 24 single mouse embryonic stem (ES) cells and pooled counterpart cells (bulk cells). As a control, we also performed *in vitro* DNA methylation of naked genomic DNA of individual ES cells (Figure 1B).

We could show that the single-cell COOL-seq technique provides highly digitized data on DNA methylation at single-base resolution (Supplementary information, Figure S2A and S2B). When we compared our scCOOL-seq-generated DNA methylation data of single ES cells and single oocytes arrested in meiosis II (MII oocytes) with a published DNA methylation data set of single mouse ES cells and MII oocytes generated by scBS^16^ (Supplementary information, Figure S2C), we found a robust and highly accurate detection of DNA methylation at single-base resolution by the scCOOL-seq method (Supplementary information, Figure S2C). The characteristic patterns of open chromatin and nucleosome positioning at promoter regions were also clearly detected in our scCOOL-seq analysis of 24 ES cells, but not of 10 single control ES cells with naked genomic DNA (Figure 1B; marked with black). Using scCOOL-seq, we could detect 67 168 nucleosome depleted regions (NDRs) from the aggregated scCOOL-seq data of all 24 ES cells (Supplementary information, Table S1). Of these 67 168 NDRs, 36 071 were consistent with DNaseI-seq data from the bulk ES cells (Supplementary information, Figure S2D). The NDRs identified only in the scCOOL-seq data set but not in the DNaseI-seq data set still displayed a clear enrichment for H3K4me1 and H3K4me3 (Supplementary information, Figure S2E). They also showed clear depletion of nucleosomes, as indicated by MNase-seq analysis (Supplementary information, Figure S2E). Although the average number of GCH sites covered in an individual cell is 10% of that of the bulk cells under current sequencing depth (∼2× (6.0 Gb) coverage), more GCH sites can be recovered by merging the single-cell data together whereupon the characteristic patterns of chromatin accessibility at both promoters and NDRs can be faithfully reproduced in analyses of merged single ES cells (Figure 1C and Supplementary information, Figure S3). The NDRs detected in single ES cells showed significant enrichment in the CpG islands (CGIs), DNaseI-hypersensitive sites (DHS), CTCF-binding sites, H3K4me3-marked promoters and enhancers, but were depleted at repetitive elements such as LINEs, SINEs and LTRs (Supplementary information, Figures S2F, S2G and S4). Chromatin accessibility around gene promoter regions was highly associated with gene expression and CpG density by scCOOL-seq, as expected (Supplementary information, Figure S4C and S4D). 

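RNA-seq of bulk ES cells was performed on 3 libraries made with an mRNA library kit. For each library, the authors deposited the RPKM (reads per kilobase of transcript, scaled to the size of the library) of 23080 genes, listed by symbol. The aligner, the gene annotation and the genome build behind the RNA-seq values are not given in the sources used here. The labels number the libraries 1 to 3 and do not state whether they came from separate cultures. The legend of Figure S4C states that the bulk cells and the scCOOL-seq cells shared a batch, which leaves this open. Each RPKM is a number of reads divided by the length of the gene and by a divisor shared by all genes of the library, so the reads could be recovered from the values. All 16751 genes with a value above 0 in any RNA-seq library of ES cells gave whole reads, with a largest distance of 1.28e-06 from a whole number. Replicates 1, 2 and 3 held 1834472, 1260189 and 1296785 reads on genes and detected 14432, 13949 and 13975 genes with RPKM above 0. Between pairs of these libraries, the Pearson correlation across genes of log2(RPKM + 1) was 0.985 to 0.987. The chi-square statistic per degree of freedom, over genes with at least 10 reads in the pair, was 1.12 to 1.15, where sampling noise alone gives 1. All 3 pairs differed by about the same amount and none held identical values, so the libraries were kept as 3 replicates, but their SD covers little beyond the sampling of reads. The mean RPKM of the 3 libraries was used for each gene, without filtering.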

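The scCOOL-seq libraries behind the accessibility of promoters were not analysed here. Instead, the promoter classes that the paper lists for ES cells in Table S3 were set beside the bulk expression groups of Figure S4C, which are bounded at RPKM values of 0.1, 1 and 10. The copy of Table S3 used here holds the first 1998 of 16197 rows, from 0610005C13Rik to Atat1 in order of symbol. It is not a random part, since symbols that open with a digit come first, and its values may differ from those of the whole table. Of these genes, 409 have homogeneously open promoters (open in most individual cells), 125 have divergent promoters (open in some cells and closed in others), 147 have homogeneously closed promoters, and 1317 have no class in ES cells. Among classified genes, homogeneously open promoters made up 34 of 150 silenced genes (22.7%, exact 95% binomial interval 16.2% to 30.2%) and 58 of 127 genes with low expression (45.7%, 36.8% to 54.7%). They made up 125 of 183 genes with intermediate expression (68.3%, 61.0% to 75.0%) and 192 of 221 genes with high expression (86.9%, 81.7% to 91.0%). The share of homogeneously closed promoters fell from 56.7% of silenced genes to 31.5%, 8.74% and 2.71% of genes with low, intermediate and high expression. Divergent promoters made up 20.7%, 22.8% and 23.0% of the first 3 groups and 10.4% of genes with high expression. The intervals cover counting error over these genes only, and no test was made on this part of the table. With each replicate left out in turn, the open share ranged most among genes with low expression, from 42.1% to 51.4%. It was 24.3% to 27.2% of silenced genes, 65.7% to 68.9% of genes with intermediate expression and 86.8% to 87.1% of genes with high expression. Grouping genes by their mean in single ES cells instead of bulk moved the open share most among genes with low expression, to 55.1%.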

By performing scCOOL-seq, we could determine the positional information for 826 524 nucleosomes from the aggregated scCOOL-seq data of all 24 ES cells (Supplementary information, Table S1). The nucleosome positions detected in single ES cells were consistent with those determined by MNase-seq analysis of bulk ES cells and the characteristic pattern of nucleosome positioning around CTCF binding sites could also be reproduced in the manner expected (Supplementary information, Figure S5). To further confirm the robust and accurate detection of both open and closed chromatin by the scCOOL-seq method, we validated the chromatin status of selected genomic loci using a low-input and locus-specific chromatin status analysis method named liDNaseI-qPCR^34^ (Supplementary information, Figure S6). Thus, our scCOOL-seq method can be readily used to determine both chromatin accessibility and nucleosome positioning.

Due to the still relatively low coverage of current epigenome sequencing technologies, the current corresponding pipeline used for identifying potential *cis*-regulatory elements in bulk cells will poorly define genomic features in single-cell sequencing data with a sparse nature. Thus, evaluation of the robustness and analysis of cellular variation across individual cells is impractical by current strategies used with bulk cells. However, this problem can be resolved by using the genomic features defined first in the aggregated (merged) single-cell data set and then by quantifying the variance among individual cells in these regions^10,11,13,15^. Considering this, we developed an updated pipeline for scCOOL-seq to robustly measure genomic features across individual cells with high accuracy (Supplementary information, Figure S7A and S7B). We found that in each individual cell, an average of 49.2% of the corresponding regions of promoter NDRs, 49.3% of the corresponding regions of proximal NDRs, 38.5% of the corresponding regions of distal NDR and 28.6% of the corresponding regions of nucleosomes defined in merged single-cell samples can be covered (Supplementary information, Figure S7C). Moreover, in each individual cell, over 70% of the covered regions corresponding to promoter NDRs defined in merged single ES cell samples were also detected as open chromatin (Supplementary information, Figure S7D). Furthermore, in each individual cell, over 80% of covered regions corresponding to nucleosomes defined in merged single ES cell samples were also detected as closed chromatin (Supplementary information, Figure S7D). These data suggested high accuracy and robust detection of chromatin status (open or closed chromatin) across individual cells by the scCOOL-seq method.

By applying the updated pipeline for scCOOL-seq, genes can be classified into three different types based on the heterogeneity of the chromatin accessibility of the gene promoter regions in each individual cell within a cell population: genes with homogeneously open promoters between individual cells; genes with homogeneously closed promoters between individual cells; and the heterogeneously open/closed mixed state genes (divergent genes) when comparing individual cells (Figure 1D) (see the Materials and Methods section for further details). We first tested this classification in mouse ES cells, and we found that the genes with homogeneously open promoters were on average more active in transcription compared to those with divergent and homogeneously closed promoters (Figure 1E). Moreover, the homogeneously open genes in general showed less variability of gene expression among different individual ES cells (Figure 1E, they showed a much lower coefficient of variation (CV) in single-cell RNA-seq analysis). 

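Expression in individual ES cells was measured by single-cell RNA-seq of 16 cells with Smart-seq2, a method that copies polyadenylated RNA from end to end and amplifies the cDNA before the library is made. The authors deposited 1 RPKM value per gene and cell, for the same genes as in bulk ES cells. The labels name no culture for the cells, so the 16 cells were taken as 1 sample. No test between promoter classes was made from them, and the spread over cells is given as a range. Recovered reads on genes ranged from 1790784 to 2885232 per cell, with a median of 2315906. Between 9312 and 10902 genes had RPKM above 0 in a cell, with a median of 9868.5. For a gene of median length (2692 bases), 1 read was worth an RPKM of 0.201 to 0.390, so values below this range rest on longer genes or on an average with cells at 0. The expression of a gene was taken as log2(mean RPKM over the 16 cells + 1), and genes listed at 0 in all cells were kept. Promoter classes were those of the part of Table S3 described for bulk ES cells, and all 681 classified genes were found by symbol.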

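Genes with homogeneously open promoters had a median log2(mean RPKM + 1) of 2.96, with quartiles of 0.72 and 4.91. Divergent genes had a median of 0.74 (quartiles 0.06 and 1.96), and homogeneously closed genes a median of 0 (quartiles 0 and 0.25). The difference between open and divergent genes was 2.22 on this scale and stayed between 2.10 and 2.32 with each cell left out in turn. A pseudocount of 0.1 in place of 1 moved it most, to 3.16, and it was 1.47 among genes with a mean RPKM of at least 1. A mean RPKM above 1 was found for 71.6% of open genes (exact 95% binomial interval 67.0% to 76.0%), 44.8% of divergent genes (35.9% to 54.0%) and 12.9% of closed genes (7.96% to 19.4%). In single cells, the median log2(RPKM + 1) of open genes was 2.17 to 3.12, while the medians of divergent and closed genes were 0 in all 16 cells. The share of genes detected in a cell was 60.1% to 71.9% for open, 33.6% to 46.4% for divergent and 8.16% to 17.0% for closed genes, in this order in 16 of 16 cells.

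**Figure D1:**
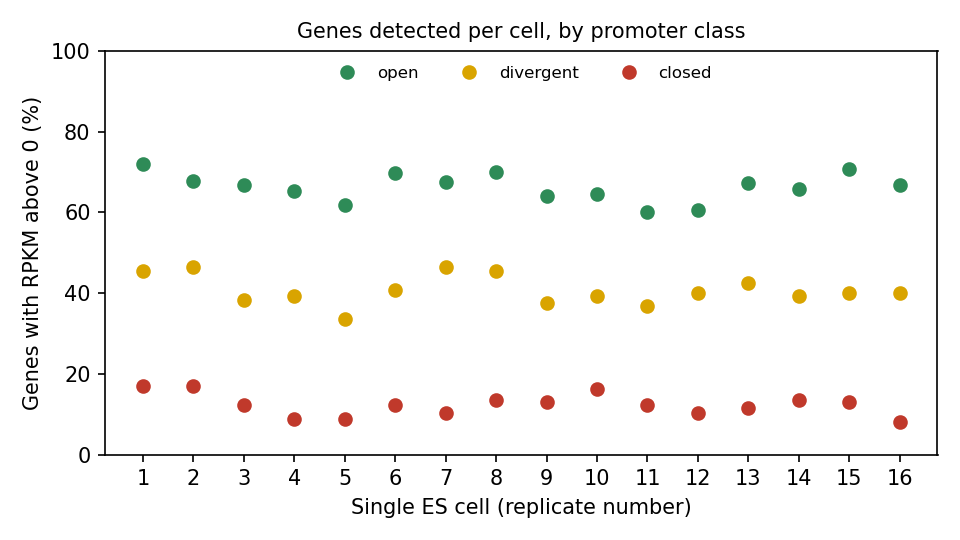
Share of genes with RPKM above 0 (%) in each of the 16 single ES cells, for genes with homogeneously open, divergent and homogeneously closed promoters in the part of Table S3 used here. Each point is 1 cell and class; the open genes lie between 60.1% and 71.9%, above the divergent genes (33.6% to 46.4%) and the closed genes (8.16% to 17.0%).

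In bulk ES cells, the medians over open, divergent and closed genes were 3.31, 1.29 and 0. The 3 bulk replicates gave 3.18 to 3.27 for open and 1.15 to 1.25 for divergent genes. Of the genes printed in Figure 1H, 30 of 33 open genes and 6 of 15 divergent genes had a mean RPKM above 1 in single cells. Pou5f1 (chromosome 17 from 35642982 to 35647721, in the NCBIM37 annotation matched by symbol), an open gene of Figure 1H, had a mean RPKM of 1209 over the 16 cells, with a range of 644 to 2029, and 1278 ± 12.5 (SD, n = 3) in bulk. The open genes with a mean RPKM of at most 1 were Sox11 (0.988), Zbtb5 (0.796) and Bmp2 (0.0117). Bmp2 (chromosome 2, 133377895 to 133388621) was detected in 1 of 16 cells and listed at 0 in bulk. Cdx1 (chromosome 18, 61178516 to 61195853), a divergent gene of Figure 1H, was detected in all 16 cells with a mean RPKM of 129, and had 54.2 ± 6.66 (SD, n = 3) in bulk. The paper used the expression of the classes in single ES cells (Figure 1E) to test its classification of promoters, and states that the homogeneously open class was on average the more active in transcription.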

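The CV of each gene was the SD (with n - 1) of its RPKM over the 16 cells divided by the mean, for the genes detected in at least 1 cell. The paper's text does not state the scale on which its CV was computed. The median CV was 0.847 over 379 open genes (quartiles 0.556 and 1.76), 1.75 over 98 divergent genes (0.790 and 2.87) and 2.74 over 62 closed genes (1.69 and 4). A gene detected in 1 of 16 cells has a CV of 4, the largest value that 16 cells allow. A CV above 1 was found for 43.3% of open, 67.3% of divergent and 91.9% of closed genes. The median CV of divergent genes exceeded that of open genes by 0.902, and by 0.722 to 0.956 with each cell left out in turn. Among the settings for the CV, computing it over the 3 bulk libraries moved this difference most, to 0.102. That CV is a spread between libraries of pooled cells and does not measure variability between cells. The order reversed with the SD of log2(RPKM + 1) in place of the CV. Its median over all genes of a class was 0.813 for open, 0.604 for divergent and 0 for closed genes. The value for closed genes is fixed by the 85 of 147 that are listed at 0 in all cells. By mean RPKM, closed genes had a lower SD than open genes up to 1 (0.368 against 0.573). From 1 to 10 both had 1.27, and above 10 the 3 closed genes had a higher one (1.07 against 0.803). Giving a CV of 0 to genes listed at 0 in all cells changed the order of the classes, with medians of 0.799 for open, 1.09 for divergent and 0 for closed genes. The cells differed in the share of reads taken by the 45S pre-rRNA gene Rn45s, and the difference was 0.638 among the 8 cells with more than 25% of reads on this gene and 0.475 among the other 8. A smaller difference goes with fewer cells, since 100 random sets of 8 of the 16 cells, drawn after the data were seen, gave 0.307 to 0.887 (median 0.578).

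**Figure D2:**
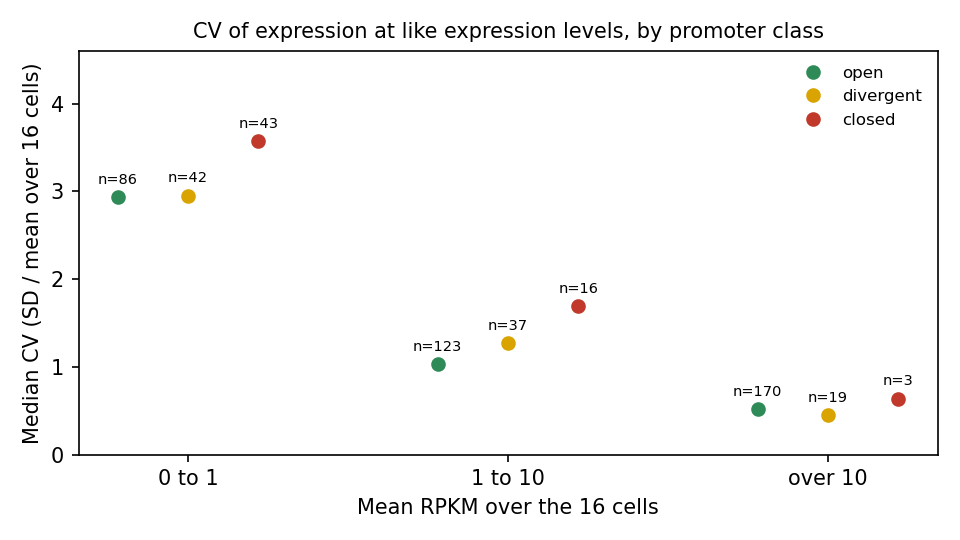
Median CV over the 16 single ES cells of genes with homogeneously open, divergent and homogeneously closed promoters, for genes with a mean RPKM above 0 and up to 1, above 1 and up to 10, and above 10. Each point is the median of the number of genes printed beside it; the medians of all classes are highest (2.93 to 3.58) in the lowest group and lowest (0.447 to 0.639) in the highest group.

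The CV fell with the level of expression in each class, and the classes differed in level within these groups too: among genes with a mean RPKM from 1 to 10, the median of the mean RPKM was 4.18 for open, 2.37 for divergent and 1.98 for closed genes. Among genes with a mean RPKM up to 1, the median CV was 2.93 for 86 open, 2.95 for 42 divergent and 3.58 for 43 closed genes. Among genes with a mean RPKM from 1 to 10, it was 1.03 for 123 open, 1.28 for 37 divergent and 1.69 for 16 closed genes. Above 10, it was 0.517 for 170 open, 0.447 for 19 divergent and 0.639 for 3 closed genes. The difference between divergent and open genes was 0.0215 in the lowest group, where leaving out 1 cell gave -0.282 to 0.357, 0.247 in the middle group (0.107 to 0.277) and -0.0699 in the highest group (-0.108 to -0.0522). Its sign changed in the lowest group among the 8 cells with more than 25% of reads on Rn45s (-0.260), in the middle group among the other 8 (-0.0501) and in the highest group when genes were grouped by their bulk mean (0.0473). With the SD of log2(RPKM + 1) in place of the CV, it was -0.0808 in the lowest and -0.149 in the middle group. Closed genes exceeded open genes by 0.646 in the lowest group, but by -0.0320 when genes were grouped by their bulk mean. By the rule of ranking genes with a mean RPKM of at least 10, the CV was highest for Chac1 (2.57), Id2 (2.21), Ddit3 (2.03), Gdf15 (2.02) and Klhl13 (2.02). It was lowest for Rps3a1 (0.0936), Rpl7 (0.107), Atp5f1 (0.108), Npm1 (0.108) and Rpl4 (0.112). The high values rest on few cells: Klhl13 had an RPKM of 216 in cell 9 and at most 53.0 in any other cell, and Id2 had 239 in cell 15 and at most 83.1 in any other.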

The majority (82.8%) of homogeneously open genes were marked with H3K4me3, whereas 52.9% of divergent genes were marked with both H3K4me3 and H3K27me3 (Figure 1F). Furthermore, the promoter regions of divergent genes were in general depleted of endogenous DNA methylation in each individual cell, and so the chromatin accessibility of promoters of these genes did not correlate with their endogenous DNA methylation levels within each individual cell (Figure 1G). This indicates that factors other than DNA methylation are determinants of the heterogeneity of the open versus closed chromatin states of the promoter regions of these genes. GO analysis of the divergent genes in the mESCs showed that these genes were specifically enriched for GO terms such as cell development and organ/tissue morphogenesis (Figure 1H), indicating a link between the heterogeneity of promoter status and functional states of mESCs.

### DNA methylation dynamics and heterogeneity of mouse preimplantation embryos revealed by single-cell COOL-seq

Next, we used our well-defined single-cell COOL-seq technology to explore the dynamics of chromosome remodeling and epigenomic heterogeneity in mouse preimplantation embryos. In total, we analyzed 223 single cells from the oocyte stage to the blastocyst stage as well as 9 bulk samples of sperm cells (Figure 2A). The sperm DNA, which was heavily methylated compared to the oocytes, underwent dramatic DNA demethylation shortly after fertilization (80.3% median level in the sperm and 38.3% in the early male pronuclei, *P* = 1.4 × 10^−11^) (Figure 2B and 2C). The maternal genome also displayed a mild reduction in DNA methylation (32.4% in the oocyte and 27.8% in the early female pronuclei, *P* = 6.3 × 10^−5^) (Figure 2B and 2C). This phenomenon was consistent with recent studies indicating that both parental genomes undergo active and passive demethylation before the first cleavage of mouse embryos^24,25,27,30^. Moreover, the male pronuclei and female pronuclei partially retained their parental features and displayed strong heterogeneity compared to the oocytes (Figure 2D). More importantly, we found that at the 2-cell embryo stage, DNA methylation heterogeneity within an embryo is much lower than that between different embryos (Figure 2E) (*P* = 1.2 × 10^−16^), indicating that the DNA methylation reprogramming between the blastomeres within the same 2-cell embryo is highly synchronized, probably due to the highly synchronized cell cycle of the blastomeres within the same embryo.

Moreover, we calculated the variation of DNA methylation globally and at specific genomic elements such as exon, intron, promoters, CGIs, repetitive elements and NDRs among individual cells of the same developmental stage (Supplementary information, Figure S8). As controls, the regions with the highest DNA methylation variance in ES cells are at poised enhancers (H3K4me1), repetitive elements (SINEs, LINEs, LTRs and satellites) and heterochromatin (H3K9me3), wheras the regions with the lowest DNA methylation variance in ES cells are at promoters and CGIs (Supplementary information, Figure S8). These results in ES cells were in accord with recently published data of scBS of mouse ES cells^16^. Interestingly, we found that the DNA methylation levels of the proximal NDRs were less heterogeneous among individual cells than those of distal NDRs both in preimplantation embryos at the same developmental stage and in ES cells. This indicates that these presumptive distal regulatory elements may show the first sign of development-specific DNA methylation during preimplantation development (Supplementary information, Figure S8).

Previous studies have reported a major step of *de novo* DNA methylation upon implantation of mouse blastocysts^45,46^. However, in the mouse preimplantation embryos, the *de novo* DNA methylation-related proteins were clearly localized to the nucleus across the cleavage stage^23,47,48^. We found that there were a total of 33 153 unique WCG sites with *de novo* methylation during the development of preimplantation embryos under our stringent criteria (Figure 2F). Additionally, 89 CGIs were methylated *de novo* from the late zygote stage to the morula stage (Figure 2G).

### Chromatin remodeling dynamics during mouse preimplantation development

The chromatin accessibility of promoter regions is known to be highly associated with expression levels of the corresponding genes. We therefore asked whether the chromatin accessibility of gene promoters can be used to separate different types of cells. Both unsupervised hierarchical clustering and t-SNE (t-Distributed Stochastic Neighbor Embedding) analysis clearly showed that cells at the same developmental stage were clustered together but separated from cells at other developmental stages (Figure 3A and 3B). Thus, we merged single-cell data from the same developmental stage and performed the downstream analysis. We analyzed chromatin accessibility by calculating the averaged GCH methylation level across the gene bodies and their flanking regions (Figure 3C and 3D). The gametes were less accessible around transcription start site (TSS) (TSS ± 500 bp) compared to fertilized and cleavage embryos (GCH methylation level of 1.0% in sperm, 18.0% in oocyte and 25.4% in pronucleus; oocyte versus female pronucleus, *P* = 3.5 × 10^−4^). There was also a clear increase of chromatin accessibility around TSS in the fertilized egg (Figure 3C and 3D). Moreover, the pattern of strongly positioned nucleosomes downstream of the TSS was also conserved in preimplantation embryos, ∼150 bp downstream of the TSS and 180 bp separated from each other, and was absent in the sperm and oocytes but strongly positioned after the 2-cell stage (Figure 3D). We also calculated the averaged GCH methylation level in each single blastomere and found that the most dramatic chromatin remodeling occurred in the paternal genome shortly after fertilization (sperm versus male pronucleus, *P* = 4.2 × 10^−7^) (Supplementary information, Figure S9A).

The open promoters detected in the blastocyst stage were gradually established after fertilization and majority of them maintained their opening throughout preimplantation development once generated (Figure 4A). We next analyzed NDRs in preimplantation embryos. Interestingly, the percentage of the wider proximal NDRs (longer than 300 bp) increased sharply from 2.4% in mature oocytes to 18.5% in late zygotes after fertilization, probably priming for zygotic genome activation at the 2-cell stage (Figure 4B and 4C). These NDRs enriched for presumptive RNA Pol II binding signals and the corresponding genes containing these wider NDRs significantly enriched for GO terms for fundamental biological processes such as metabolic processes, gene expression and cell cycle regulation (Figure 4D and 4E). To explore the effect of transcription in establishing these wider proximal NDRs within the mouse zygote, we blocked RNA Pol II-mediated transcription by its specific inhibitor, α-Amanitin. We found that inhibition of RNA Pol II activity drastically compromised the openness of these wider proximal NDRs (Figure 4F), thus indicating an important role of temporal transcription in chromatin remodeling upon fertilization.

We also asked how the open chromatin regions are potentially regulated by transcription factors. We searched for the motifs of known transcription factors in these NDRs and found that the proximal NDRs were clearly enriched for the binding motifs of the transcription factors for basic transcription machinery, such as Sp1 and E2f4 (Supplementary information, Figure S9B and Table S2). In contrast, the distal NDRs were strongly enriched for the binding motifs of a large set of master transcription factors that act in a developmental stage-specific manner (Figure 5A and Supplementary information, Table S2). For example, distal NDRs in ICM of blastocysts were clearly enriched for the binding sequence of the pluripotency master regulators Oct4, whereas those in TE were enriched for the binding motifs of trophectoderm genes *Cdx2* and *AP2γ* (Figure 5A and Supplementary information, Table S2). We also found that Arnt, whose binding motif was clearly more enriched in distal NDRs at the 2-cell stage, showed a specific localization to the nucleus at the zygote and 2-cell stages (Figure 5A and 5B). Thus Arnt may play a specific role in chromatin remodeling during mouse early embryonic development. Interestingly, the presumptive binding sites of Oct4 and EP300 have been opened from as early as the 4-cell stage, and their target genes were gradually expressed at 4-cell stage onward (Figure 5C and 5D, Supplementary information, Figure S9C and S9D), indicating that they are probably priming factors to convert the enhancer elements of pluripotency target genes into an open state long before the pluripotency is established in ICM at blastocyst stage.

Because our methods can detect both DNA methylation and chromatin accessibility simultaneously, we examined the DNA methylation levels at both NDRs and nucleosomes during preimplantation development (Supplementary information, Figure S10). When the open chromatin in gene promoters was gradually established after fertilization (Figure 4A and Supplementary information, Figure S10A), the promoters were globally hypomethylated during this whole developmental stage (Supplementary information, Figure S10A). The global chromatin accessibilities between proximal and distal NDRs were comparable within each developmental stage, while the average DNA methylation level of distal NDRs was always higher than that of proximal NDRs within each stage (Supplementary information, Figure S10B). This indicates relatively more resistance to DNA demethylation in distal NDRs compared to proximal NDRs. In contrast to ES cells that were hypermethylated in nucleosome-occupied regions, nucleosomes were kept in low DNA methylation levels throughout all of the preimplantation stages (Supplementary information, Figure S10C).

Next, we analyzed the chromatin accessibility of the functional genomic elements in the early embryos (Supplementary information, Figure S11). In general, the chromatin accessibility of different functional genomic elements mirrors that of the global patterns, yet to a variable extent. Interestingly, for the subfamilies of SINEs, the chromatin of the evolutionarily younger Alu/B1 elements was more accessible than their neighboring flanking regions at the 2-cell and 4-cell stage, whereas the chromatin of the evolutionarily older MIR elements was no more accessible than their neighboring flanking regions across the whole preimplantation development (Supplementary information, Figure S12). This points to non-synchronized chromatin remodeling in different subfamilies of SINEs.

### Tracing the dynamics of DNA methylation and chromatin accessibility of parental genomes in each individual cell

The sperm and oocyte that carry distinct profiles in their chromatin would undergo dramatic reprogramming upon fertilization, as shown by this study and also by others^24,25,27,30,46^. However, it remains to be determined whether there is any asymmetry of DNA methylation and chromatin accessibility between the parental genomes in each individual cell of the cleavage embryos. To explore this, we traced the maternal (C57BL/6J) and paternal (129sv) genomes in individual cells by following heterozygous SNPs between C57BL/6J and 129sv mice (see the Materials and Methods section for details). First, we confirmed a high accuracy of tracing of the parental genomes by examining the DNA methylation level of *Impact* ICR, with fully methylated maternal genome and unmethylated paternal genome across the cleavage stages, as expected (Supplementary information, Figure S13A). Next, we asked whether the parental genomes differ in their global DNA methylation level and chromatin accessibility within each individual cell. The paternal genome has a significantly higher level of global DNA methylation than maternal genome in each individual cell before the 2-cell stage (Figure 6A and Supplementary information, Figure S13B). However, the chromatin accessibility between parental genomes was comparable in each individual cell across the whole of the cleavage stages (Figure 6A; Supplementary information, Figure S13C). Moreover, the parental genomes were also comparable in their chromatin accessibility at majority of the promoters (Supplementary information, Figure S13D and S13E), indicating synchronized establishment of open chromatin in both paternal and maternal genomes after fertilization. More interestingly, when we calculated the difference in DNA methylation level between paternal and maternal genomes at different genomic regions, we found that the intergenic regions of the paternal genome showed a higher level of DNA methylation than those of the maternal genome within each individual cell from the late zygote to the 4-cell stage (Figure 6B). By contrast, the intragenic regions (including both exons and introns) of the paternal genome had a lower level of DNA methylation than those of the maternal genome within each individual cell from late zygote stage throughout preimplantation development (Figure 6B). This phenomenon of consistent asymmetry of DNA methylation level between parental genomes was also found in repetitive elements such as LINEs and LTRs, but was not observed in SINEs (Figure 6B). On the contrary, the DNA methylation level of CGIs between parental genomes was comparable in each individual cell during preimplantation development. The difference in chromatin accessibility between the parental genomes remained comparable across the whole of the cleavage stages (Figure 6B). More importantly, for the gene body regions, we found that the asymmetric enrichment of DNA methylation on the maternal alleles is much stronger for the actively transcribed genes than that for unexpressed genes (Figure 6C). We also mated female 129sv with male C57BL/6J (in contrast to female C57BL/6J with male 129sv) and traced the parental genomes in each individual 2-cell and 4-cell blastomere. The consistent asymmetry of DNA methylation between parental genomes was confirmed by their parental-specific origins, rather than allele-specific differences (Figure 6B and 6C). Together, these data indicated that the establishment of chromatin accessibility was highly synchronized between the paternal and maternal genome after fertilization, but there was strong asymmetry of DNA methylation between the parental genomes during preimplantation development, and a favorable enrichment of DNA methylation of the maternal alleles in the gene bodies was especially strong for actively transcribed genes in preimplantation blastomeres.

Because we can analyze the sex chromosomes of an individual cell with scCOOL-seq, we can unambiguously discriminate between male and female embryos. In this way, we analyzed the DNA methylation dynamics and chromatin accessibility of paternal and maternal X chromosomes within the same female blastomere. We found that in the male pronuclei, the DNA demethylation of the X chromosome was slower than that of the autosomes, whereas in female pronuclei, the DNA demethylation speed of the X chromosome and that of the autosomes were comparable (Figure 7). In contrast to the comparable chromatin accessibility between parental X chromosomes after fertilization, the DNA methylation level of the paternal X chromosome was significantly higher than that of maternal X chromosome from the late zygote stage to the 4-cell embryo stage (Figure 7). However, the DNA methylation level of the paternal autosomes was comparable to maternal autosomes during this same developmental period (Figure 7). When the blastocyst stage had been reached, the DNA methylation levels of both parental X chromosomes became comparable (Figure 7). And these were compatible with the fact that the paternal X chromosomes become rapidly inactivated after fertilization and reactivated in the ICM of late blastocyst stage embryos^49,50^.

### Heterogeneity of chromatin accessibility in mouse preimplantation embryos

Because the NDRs within the promoter regions were highly variable among single cells within each stage during preimplantation development (Supplementary information, Figure S8), we analyzed promoter status heterogeneity in preimplantation embryos. We found that in mature oocytes, essentially all genes were homogeneously closed, compatible with the global silencing of transcription in mature oocytes (Figure 8A and Supplementary information, Table S3). After fertilization, homogeneously open genes were gradually established and reached 38.6% of the genes in the ICM (Figure 8A). However, a small proportion of genes were still kept in a homogenously closed state after fertilization. These genes were specifically enriched for GO term of regulation of T-cell activation (Figure 8A). Moreover, we analyzed the expression patterns of these categories of genes and found that throughout preimplantation development, the homogenously open genes had relatively higher levels of RNA expression and showed less variability of gene expression among individual cells, while the closed genes were not expressed (Figure 8B and 8C, Supplementary information, Figure S14). This indicates that within the first 24 h after fertilization, genes from both the maternal and paternal genomes are reprogrammed from relatively closed states to either open or divergent states and are primed for global transcription and expression during zygotic genome activation. The divergent genes in the ICM were specifically enriched for GO terms relating to developmental process and cell differentiation (Figure 8D), while these terms were observed in the homogeneous closed genes before the 4-cell stage and in the divergent genes at the 8-cell stage onward (Supplementary information, Figure S14). The general pattern of NDRs in the ICM was very similar to that in mouse ES cells but differed from that in the TE (Figure 8E). Furthermore, we identified 133 657 differential NDRs between the ICM and TE (Figure 8E). These NDRs can be analysed by unsupervised hierarchical clustering of individual ICM and TE and separated from each other accurately at the single cell level (Figure 8F).

To provide additional insight into how DNA methylation and chromatin changes are linked during early development, we calculated the correlation coefficient among DNA methylation, chromatin accessibility and the corresponding gene's expression level at each developmental stage (Supplementary information, Figure S15A). We found that there is no correlation among these three “omic” parameters in mature oocytes. This is in agreement with the fact that transcription was globally silenced at this stage (Supplementary information, Figure S15A). After fertilization, a clear negative correlation between DNA methylation of promoter regions and the expression of the corresponding genes was established (Supplementary information, Figure S15A). Chromatin accessibility of the promoter region (200 bp upstream TSS and 100 bp downstream TSS) correlated positively with the corresponding gene's expression level from zygote to blastocyst stage throughout the whole of preimplantation development (Supplementary information, Figure S15A). Furthermore, we observed a strong negative correlation between DNA methylation and chromatin accessibility after fertilization, although this is gradually weakened due to the global demethylation of the genome (Supplementary information, Figure S15A). Next, we analyzed the relationship between that variance of promoter DNA methylation and of chromatin accessibility among individual cells at each developmental stage (Supplementary information, Figure S15B). In general, the majority of genes showed relatively homogeneous DNA methylation and homogeneous chromatin accessibility at their promoter regions among individual cells after the late zygote stage (Supplementary information, Figure S15B). As expected, oocytes were most homogeneous with the lowest variance of DNA methylation and chromatin accessibility among individual cells (Supplementary information, Figure S15B). Compared to oocytes, female pronuclei were much more heterogeneous for both DNA methylation and chromatin accessibility (Supplementary information, Figure S15B). This indicates that shortly after fertilization, female pronuclei undergo rapid but unsynchronized DNA demethylation and establishment of open chromatin. Moreover, at each preimplantation developmental stage analyzed, the genes with higher chromatin accessibility variance tended to have less DNA methylation variance, and vice versa (Supplementary information, Figure S15B). This indicated that the genes with heterogeneous promoter chromatin states among individual cells and the genes with heterogeneous promoter DNA methylation tend to fall into different gene sets during preimplantation development. To gain further insight into how DNA methylation and chromatin changes are linked, we analyzed the relationship between chromatin accessibility variance among individual cells and the corresponding DNA methylation levels (Supplementary information, Figure S16A). We found that the promoters with higher chromatin accessibility variance tended to have lower DNA methylation levels after fertilization (Supplementary information, Figure S16A). On the other hand, the promoters with higher DNA methylation variance tended to have lower chromatin accessibility (Supplementary information, Figure S16B).

### Nucleosome positioning, ploidy, DNA replication timing and copy number variation of mouse early embryos

We found that in addition to the strongly positioned pattern of nucleosomes in promoter regions, nucleosomes were preferentially located at the boundaries between introns and exons (Supplementary information, Figure S17A). This suggests that nucleosomes are specifically enriched at splicing sites and are periodically distributed during the chromatin remodeling after fertilization. We also analyzed the ploidy of the preimplantation embryos. The oocyte (with the first polar body removed) and the second polar body, which are known to be diploid and haploid, respectively, were used as controls (Supplementary information, Figure S17B). We found that the ploidy of both the male and female pronuclei were between haploid and diploid, suggesting that the initiation of DNA replication had already begun in these pronuclei at the PN3 to PN4 stage (Supplementary information, Figure S17B). Late zygotes and most cells from cleavage stage embryos were between diploid and tetraploid, suggesting that the majority were in either S or G2/M phase (Supplementary information, Figure S17B). We also analysed the timing of DNA replication in early embryos by analyzing the DNA replication domains identified from mouse ES cells. Interestingly, we found that in general, the leading replication regions of ES cells were also replicated earlier during S phase in individual blastomeres of mouse preimplantation embryos than the lagging regions (Supplementary information, Figure S17C, S17D, S17E and S17F). This indicates that a similar set of replication initiation sites are used in preimplantation embryos compared to ES cells.

To analyze CNV in early embryos, we used the same stringent criterion as in mouse ES cells. We found that in 23 out of 182 single blastomeres, one or more chromosomes displayed either gain or loss of copies (Supplementary information, Figure S18A). Moreover, we found 4 pairs (8 out of 23) of blastomeres showed gain and loss of copies at same chromosome regions within each pair (Supplementary information, Figure S18B), indicating the occurrence of aberrant mitotic aneuploidies during cleavage.

## Discussion

Recently, several single-cell epigenome sequencing technologies have been developed^10,11,12,13,14,15,16,17,18^. Single-cell multi-omics sequencing technologies including single cell Trio-seq have also been developed by our lab and others^19,20,21^. However, none of these approaches can concurrently analyze different layers of epigenomes from the same individual cell. Here we developed single-cell COOL-seq technology, which can simultaneously analyze chromatin accessibility, nucleosome positioning, DNA methylation, CNV and ploidy from the same individual cell with high sensitivity and coverage. To our knowledge, this is the first time that different layers of epigenetic regulations can be determined concurrently in the same single cell. We are able to detect both the degree of chromatin openness and endogenous DNA methylation levels for the promoter regions of majority (75.3%, 18 337 out of 24 346) of the RefSeq genes in a single ES cell. Our approach can also detect both the chromatin openness and endogenous DNA methylation levels for majority (70.3%, 11 246 out of 15 991) of the CpG islands from just a single ES cell. In contrast, the published single-cell epigenome sequencing technologies usually have only 1%-25% efficiency. Our method can simultaneously detect both the chromatin state and DNA methylation state of promoter regions for more than 70% of the RefSeq genes.

Considering the relatively low coverage of the single-cell epigenome sequencing techniques, it would be ideal if the closed chromatin state and the undetected state can be discriminated unambiguously. For example, if the detection sensitivity of such a technique is 20%, and a genomic locus has an open chromatin state in 50% of the cells in a population and a closed state in the remaining 50%, the method will call an open chromatin state in 10% of the cells, leaving the remaining 90% of the cells undetermined. Assuming that all of the remaining 90% of the cells have a closed chromatin state will lead to severe error of interpretation. However, if a method can discriminate between the closed chromatin state and the undetected state, it will call an open chromatin state in 10% of the cells and a closed chromatin state in another 10% of the cells, leaving the remaining 80% of the cells undetermined. In such a condition, the ratio of open and closed chromatin states can be accurately estimated as 1:1 (measured 10%:10% and corresponding to 50%:50% in real terms). To our knowledge, scCOOL-seq is the only single-cell chromatin state sequencing method that can achieve this. Moreover, scCOOL-seq can simultaneously detect the openness of the chromatin state, nucleosome positioning, endogenous DNA methylation, CNVs and ploidy in the same individual cell. This will greatly enhance the ability to analyze the complex relationships between these different genetic and epigenetic layers within an individual cell. Thus, the approach has potentially a wide range of applications to study physiological conditions such as embryonic development and pathological conditions such as tumorigenesis.

In summary, we have developed a single-cell multi-omics sequencing technology that can simultaneously determine chromatin status, nucleosome positioning, DNA methylation, CNV and ploidy from the same individual cell. This has allowed us, for the first time, to observe chromatin accessibility and DNA methylation on a genome-wide scale at single-cell and single-base resolution. At the same time, it has permitted such analyses in ES cells and in a parental allele-specific manner in mouse preimplantation embryos at seven critical developmental stages. We found that in each individual blastomere from the late zygote to 4-cell stage, the intergenic regions of paternal alleles are consistently hypermethylated compared with maternal alleles (Figure 8G). On the contrary, for intragenic regions, paternal alleles are hypomethylated compared with maternal alleles in each individual blastomere from late zygote stage and throughout preimplantation development (Figure 8G). However, the openness of chromatin of paternal and maternal alleles is essentially the same for both intragenic and intergenic regions in every individual blastomere (Figure 8G). This highlights the distinct patterns and functions of DNA methylation and chromatin states. Moreover, the binding motifs of several pluripotency master transcription factors showed stage-specific enrichment at distal NDRs (Figure 8G) and some were enriched from as early as the 2-cell stage. This indicates that the *cis*-regulatory elements of their target genes have been primed to an open state from the 2-cell stage onward, long before pluripotency is eventually established in the ICM at the blastocyst stage. We also classified genes into homogeneously open, homogeneously closed and divergent states based on the chromatin accessibility of their promoter regions among individual cells. We could trace their step-wise transitions from a homogeneously closed to a homogeneously open state via a divergent state through preimplantation development. We found that the homogeneously open genes were gradually established after fertilization and candidate genes that are important for developmental processes showed a divergent state at their promoters in the ICM. Our study offers an opportunity to understand the complex yet highly ordered epigenetic reprogramming of both DNA methylation and the chromatin state and their relationship with each other, as well as to gene expression when fully differentiated gametes are reprogrammed to a totipotent state and further to a pluripotent state to form later the embryo proper.

## Materials and Methods

### Animal use and care

Animal procedures were carried out according to the ethical guidelines of the Peking University Laboratory Animal Center.

### Cell culture and collection of mouse preimplantation embryos

The male mouse ES cell line (named F15, gift from Dr M Azim Surani) with the *Oct4-ΔPE-GFP* transgene was maintained without feeders on gelatinized dishes (3.5 cm) in 2i (3 μM CHIR99021 and 1 μM PD0325901) plus LIF (1 000 U/ml) media with 20% FBS (Gibco) for routine passage, as previously described^51^. For single-cell suspension, cells were digested with 0.05% trypsin and then washed in 1× DPBS plus 1 mg/ml BSA (Sigma, B8894). The “GMyc-PCR Mycoplasma Test Kit” (Yeasen, 40601ES10) was used to confirm absence of mycoplasma contamination.

To collect mouse preimplantation embryos, 6- to 8-week-old C57BL/6J females were superovulated by injection of 8-10 IU of PMSG, followed by injection of 8-10 IU of hCG 48 h later. MII oocytes were collected 14-15 h after hCG treatment. To collect embryos, females were mated with 129/sv males after hCG injection. Different stages of embryos were collected 28-29 h (late zygote), 43-44 h (late 2-cell), 56-57 h (4-cell), 70-71 h (8-cell), 78-79 h (morula) or 94-96 h (blastocysts) after hCG injection.

To inhibit transcriptional activity in mouse zygote, zygotes (about 4-5 h post fertilization) were incubated in KSOM medium containing 0.1 mM of α-Amanitin (Millipore, Cat# 129741-1MG) for another 5 h in a cell culture incubator (37 °C, 95% air and 5% CO_2_). RNA synthesis in mouse zygotes was analyzed by using the Click-iT RNA Imaging Kits (Invitrogen, Cat# C10329) following the supplier's instructions.

To isolate pronuclei from mouse zygotes, the zona was broken using a Piezo drive (Prime Tech) and male and female pronuclei (distinguished by their size and the distance from polar bodies) were harvested from zygotes (22-24 h after hCG injection) by aspiration using a micromanipulator. Female pronuclei were extracted afterward, as we previously reported^25,26,52^.

For the fluorescence immunostaining detection of protein in mouse preimplantation embryos, we followed the procedure as described in our previous publications^25,26,53^. The anti-Arnt monoclonal antibody (Cat# ab2771) was purchased from Abcam. Fluorescence images were acquired by using Leica TCS SP8 STED confocal microscope (Core Facilities of Life Sciences, Peking University).

### Preparation and *in vitro* methylation of single-cell nuclei

We first prepared a cell lysate, methylated the chromatin *in vitro*, released genomic DNA from the chromatin, and treated the genomic DNA with bisulfite in a one-tube reaction to avoid loss of material in the isolation and purification steps. Next, the bisulfite-treated genomic DNA from a single cell was amplified by a PBAT strategy to obtain sufficient material for sequencing. Briefly, a single cell or blastomere was picked using a mouth pipette and transferred into a 0.25 ml PCR tube containing 3.5 μl of ice-cold lysate buffer (50 mM Tris·HCl (pH 7.4), 50 mM NaCl, 10 mM dithiothreitol, 0.25 mM EDTA, 0.25 mM phenylmethylsulfonyl fluoride and 0.5% NP-40, plus 1 pg λDNA) and was kept on ice for 10 min. Then, the GpC methyltransferase M.CviPI and S-adenosylmethionine (New England Biolabs, M0227L) were added to the lysate to a final volume of 5 μl containing 1 U/μl M.CviPI and 160 μM SAM. *In vitro* methylation of single-cell nuclei was performed by incubating the mixture in a thermocycler at 37 °C for 30 min before heat inactivation for 20 min at 65 °C. After *in vitro* methylation, 0.5 μl of 20 mg/ml protease (Qiagen) was added and the mixture was incubated for 3 h at 50 °C to release genomic DNA. The released genomic DNA was then bisulfite converted and used to prepare the single-cell COOL-seq Library.

### *In vitro* methylation of nuclei from bulk cells and isolation of genomic DNA

In NOMe-seq, cells were mildly lysed to preserve chromatin structures, and then M.CviPI was used for *in vitro* methylation of both cytosine residues (C^5^) in a GpC dyad (5′GC3′/3′CG5′) in open chromatin accessible to the enzyme. Then, genomic DNA was purified and treated with bisulfite followed by whole-genome sequencing. NOMe-seq can simultaneously detect chromatin accessibility, nucleosome positioning and endogenous DNA methylation. The *in vitro* methylation of bulk cell nuclei was performed as previously described, but with some modifications^39,40,41,42,43^. Briefly, millions of sperm cells from mouse epididymides and trypsin-digested mouse ES cells (1–1.5 × 10^6^ cells) were first washed twice in 1 ml of 1× DPBS and centrifuged for 3 min at 500× *g* in a 4 °C microcentrifuge. The cells were then re-suspended in 500 μl of ice-cold 1× lysis buffer plus PMSF and protease inhibitors, and kept on ice for 20 min. Nuclei were prepared following the manufacturer's instructions of the nuclear preparation kit (Active Motif, 53504). To ensure cell lysis, 10 μl of the cell lysate was taken and visually checked under a phase contrast microscope. The nuclei were pelleted by centrifugation at 2 400× *g* for 10 min at 4 °C. After carefully removing the supernatant, nuclei were re-suspended with 1 ml of 1× M.CviPI reaction buffer (New England Biolabs). Approximately 1.0–1.5 × 10^5^ nuclei were methylated *in vitro* in the presence of 0.5 U/μl M.CviPI and 160 μM SAM for 45 min at 37 °C. After heat inactivation at 65 °C for 20 min, the nuclei were treated with 0.5 mg/ml proteinase K in an equal volume of 2× digestion buffer (20 mM Tris·HCl (pH 7.4), 200 mM NaCl, 2% SDS and 10 mM EDTA) at 55 °C overnight. To isolate sperm DNA, 40 mM DTT was added to the digestion mixture. The DNA was extracted with phenol-chloroform, followed by ethanol precipitation. Then, 50-100 ng of genomic DNA was used to construct the PBAT library for whole-genome bisulfite sequencing.

### Single-cell COOL-seq library preparation and sequencing

After *in vitro* methylation of the single-cell nuclei with M.CviPI, the genomic DNA released by proteinase treatment was used to construct the COOL-seq library using a single-cell PBAT strategy, as previously described^16,53^. Briefly, the single-cell genomic DNA was bisulfite converted using the MethylCode Bisulfite Conversion Kit (Invitrogen) following the manufacturer's instructions. Then, the purified DNAs were annealed using random nonamer primers with a 5′-biotin tag (5′-Biotin-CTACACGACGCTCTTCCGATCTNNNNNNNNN-3′) in the presence of Klenow fragments (3′-5′ exo-, New England Biolabs). Then, the primers were digested by exonuclease I (NEB) and the DNA was purified using Agencourt Ampure XP beads (Beckman Coulter). Dynabeads M280 (Invitrogen, streptavidin-coupled) were then used to immobilize the newly synthesized biotin-tagged DNA strands, and the original bisulfite-converted DNA templates were removed. Second DNA strands were synthesized using Klenow fragments with random nonamer primers (5′-AGACGTGTGCTCTTCCGATCTNNNNNNNNN-3′). After washing, the beads were used to amplify libraries using 13 cycles of PCR with the Illumina Forward PE1.0 primer and Illumina Reverse indexed primer (New England Biolabs) in the presence of Kapa HiFi HS DNA Polymerase (Kapa Biosystems). The amplified libraries were purified with Agencourt Ampure XP beads twice and were assessed on the Fragment Analyzer (Advanced Analytical Technologies). Finally, libraries were pooled (quantified with qPCR) and sequenced on the Illumina HiSeq 2500 sequencer for 150 bp paired-end sequencing.

### Validation of open and closed chromatin in scCOOL-seq by liDNaseI-qPCR assay

About 100 ES cells were treated by following the published liDNaseI-qPCR protocol^34^. Four biological replicates were performed for each locus and the sequences of qPCR primer pairs were as listed below (5′-3′):

*Oct4*: sense 5′-CCTAAGGGTTGTCCTGTCCAGA-3′,

antisense 5′-CTAGGGACGGTTTCACCTCTCC-3′

*Nanog*: sense 5′-GTCACCTTACAGCTTCTTTTGCAT-3′,

antisense 5′-GCTCAAGGCGATAGATTTAAAGGG-3′

*Uhrf1*: sense 5′-GTGGGGTAGATCCTTAGTCATGC-3′,

antisense 5′-ACTCAGGGCGTTTTTATTAGTGTG-3′

*Tbx3*: sense 5′-TGATCATGTTGACATAAACGCAGG-3′,

antisense 5′-TTGATTGGCTCTTTGACGCTTTC-3′

*Klf5*: sense 5′-TGATTTCCCCCTCTTCCTAGATTC-3′,

antisense 5′-AGAGGGTAGCCAGTAGGAAAGAA-3′

*Zfp53*: sense 5′-GCTGCGTCATATCAGATCCAGTTC-3′,

antisense 5′-AATGTGTAACATCCTCCCATCCTC-3′

Closed Locus 1: sense 5′-GTCAACCTTCTACAGTGATCCTCC-3′,

antisense 5′-GTAAGTTCTGCAGTCCTCCTGTA-3′

Closed Locus 2: sense 5′-CAGCAGCAGCTGATATGGACA-3′,

antisense 5′-GTGAATTCCTTTGCTCCGAGGT-3′

### Single-cell COOL-seq data processing

**Quality control and read mapping of single-cell COOL-seq data** Raw reads were trimmed to remove the first 9 bases and to remove the adapter-contaminated and low-quality reads using Trim Galore (v0.3.3). The cleaned and QC-ensured reads were then aligned to the *in-silico* bisulfite-converted mouse genome reference (mm9) using Bismark (v0.7.6) with paired-end and non-directional mapping parameters^54^. After paired-end mapping, the unmapped reads were re-aligned to the same reference genome in single-end mode. Duplicated reads from the PCR amplification step were identified and removed by using their genomic coordinates under published SAMtools (v0.1.18) following the “samtools rmdup” command (v0.1.18) parameter: “samtools rmdup” for paired-end reads and “samtools rmdup -s” for single-end reads. Only the non-duplicated reads were further used for the downstream analysis including CNV analysis^55^.

**Quantification of WCG and GCH methylation level** The DNA methylation level of each covered cytosine was calculated as the “methylated” reads (reported as C) divided by the total number of “methylated” and “unmethylated” reads (reported as C or T) at the same reference position. For all downstream analyses, both GCG and CCG trinucleotides were excluded, as the on-target M.CviPI activity on GCGs and the slight off-target activity on CCGs previously described^39,43^ affect *in vivo* CG methylation. For each individual cell, every covered WCG site (W includes A or T) and GCH site (H includes A, C or T) with at least one-fold coverage (≥ 1× depth) was summed. The average DNA methylation level and chromatin accessibility of the samples were estimated as the average WCG and GCH level, respectively. For bulk cell samples, every covered WCG site or GCH site with at least three-fold coverage was summed. For the majority of analysis of DNA methylation or chromatin accessibility among individual cells, WCG or GCH sites with at least 2× depth were used.

We determined how many CpG and GpC sites could be recovered from our single-cell COOL-seq data. We analyzed 24 individual mouse ES cells and identified the presence of 2 217 720-4 955 081 unique CpG sites in each individual cell. Our approach recovered on average 3.8 million (10.6%) of the total 36 167 049 CpG sites that could be detected in bulk ES cells. At the same time, we detected on average 16.3 million (9.4%) (9 508 821-21 656 501) of the 174 770 340 unique GpC sites in each individual cell. When we merged the scCOOL-seq data for 24 individual cells together *in silico*, many more CpG and GpC sites were recovered. There were in total 28 831 281 (79.7%) unique CpG and 134 973 288 (77.2%) unique GpC sites recovered in the merged single-cell data set.

For each individual ES cell, we could recover on average 12.5% (range from 7.5% to 16.5%) of the genome when each single-cell sample was sequenced at ∼2× (6.0 Gb) coverage. Furthermore, we could detect on average 11 246 (70.3%) of 15 991 CpG islands (covered at least five GCH sites in scCOOL-seq) and cover the promoter regions of 18 337 (75.3%) of 24 346 RefSeq genes for each individual ES cell. When the data from all of the 24 single ES cells were merged, we could cover 77.6% of the genome and cover the promoter regions of 24 095 (99.0%) of the 24 346 RefSeq genes when the samples were sequenced at 56× (∼150 Gb data in total; 5.2× depth for each sample on average). Moreover, we could detect 28.8 million (67.4%) unique CpG sites.

**Genomic region annotation** CpG island (CGI) information was downloaded from the UCSC Genome Browser (mm9), and all the repetitive elements information, such as LINE, SINE and LTR elements and their subfamilies, were downloaded from the mm9 Repeat Masker. Promoters were defined as the regions of 1 kb upstream and 0.5 kb downstream of the TSS and were classified into HCP (high-density CpG promoter), ICP (intermediate-density CpG promoter) and LCP (low-density CpG promoter) as previously described^14,52,53^.

**Analysis of de novo methylated WCG sites and CGIs in mouse early embryos** To identify the *de novo* methylated WCG sites in early embryos, we first extracted the WCG sites, which were covered in at least three single cells within each stage and calculated the mean methylation level among the covered single cells in the same stage. Then, we used the following cutoff to identify *de novo* methylated sites: a WCG site with a < 0.25 methylation level at one stage and with at least a 0.3 methylation level increase in the next stage (Benjamini-Hochberg's FDR < 0.05) was defined as a *de novo* methylated WCG site. As a control, we also calculated the demethylated WCG sites in the early embryos using the cutoff: a WCG site with a methylation level over 0.75 in the former stage and with at least a 0.3 methylation level decrease in the next stage was defined as a demethylated WCG site. Because the most significant enrichment in *de novo* methylated WCG sites was in CGIs, we calculated how many CGIs were *de novo* methylated after fertilization using the following cutoff: a CGI (which was detected at least three WCG sites in a single cell and covered in at least three single cells within each stages) with a < 0.25 average methylation level in one stage and with at least a 0.3 increase in methylation level in the next stage was defined as a *de novo* methylated CGI. We found that *de novo* methylation dominated from the late zygote stage to the 4-cell stage because the number of *de novo* methylated WCG sites was much higher than that of demethylated sites during this developmental period, resulting in an increase in the global methylation level from the late zygote stage to the 4-cell stage (zygote versus 4-cell, *P* = 1.6 × 10^−3^).

**Defining NDRs and nucleosome occupied regions** First, merged single-cell COOL-seq data within each stage were used. The number of C and T nucleotides sequenced was counted at each GCH site in the genome. To define the NDR, the C and T counts were summed in 120-bp windows at 20-bp spacing and tested for differences from the genomic background using the *χ*^2^-test. Significant highly GCH methylated windows were retained if the *P*-value ≤ 10^−15^, then overlapped and only retained as NDRs if they were a minimum of 140 bp in size and covered at least five GCH sites according to the previous publication of NOMe-seq^39,40,43^. Each NDR was further separated into two categories: distal (at least 2 kb away from the TSS) and proximal (within 2 kb upstream and downstream of the TSS) NDRs, respectively.

For defining the nucleosome occupied regions, the C and T counts were summed in 40-bp windows at 20-bp spacing and tested for differences from the genomic background using the *χ*^2^-test. Significant minimally GCH methylated windows were retained if *P*-value ≤ 10^−3^, then overlapped and only retained as nucleosome-occupied regions if they were a minimum of 60 bp in size, with at least three GCH sites covered.

**Combinatorial analysis of epigenomic signatures in mouse ES Cells** To perform comparison analysis of our single-cell COOL-seq data from mouse ES cells with published data sets describing histone modification, transcription factor occupation, DNase I hypersensitive sites and nucleosome positioning, we used the following published ChIP-seq, DNaseI-seq and MNase-seq data sets from mouse ES cells from Gene Expression Omnibus (GEO): GSE29184 for H3K4me3, H3K4me1, H3K27ac, CTCF, EP300 and RNA Pol II ChIP-seq; GSE11431 for Oct4 ChIP-seq; GSE62380 for H3K27me3 and H3K9me3 ChIP-seq; GSE37074 for DNaseI-seq and GSE69098 for MNase-seq.

**Motif analysis of NDRs** For motif analysis of NDRs detected in either bulk cells or single cells, a published tool named findMotifsGenome.pl in HOMER v4.7.2 was used to analyze motif enrichment in the distal and proximal NDRs of each cluster. The parameters “-size 2000 -len 8 -S 100” were applied. Motifs with the *P*-value below 10^−12^ were considered as significantly enriched.

**Principal component analysis of DNA methylation across individual blastomeres** To assess the cell populations of all the single-cell COOL-seq samples, principal component analysis was performed using the DNA methylation level (WCG level) of all 5-kb tiles, which were covered at least five WCG sites. And the pcaMethods package in R was used to analyze the data.

**Single-cell CNV analysis** For CNV deduction with single-cell COOL-seq data, we used the published R package HMMcopy^56^. Briefly, we used readCounter to bin the genome into consecutive 1 Mb windows and calculated the absolute number of reads detected in each window. Then, we used HMMcopy to estimate the copy number with GC and mappability corrections. The median values of each window from 24 single ES cells were used to normalize the samples. The CV was calculated in each sample to evaluate the deviation of our single-cell COOL-seq in analyzing the CNV. We found that even at as small as 1 Mb resolution, the measurements were highly accurate and robust, with the CV as low as 0.11 (between 0.07 and 0.16) among individual mouse ES cells. The CNV analysis of preimplantation embryos was under the same criteria as that in mouse ES cells.

**Single-cell ploidy analysis** To infer the single-cell ploidy from the single-cell COOL-seq data, we spiked the same quantity of λDNA into each single-cell sample to deduce the ploidy of the cell. For the mouse single oocytes, second polar bodies or blastomeres, we spiked ∼1 pg λDNA to each single-cell sample. The ratio of mouse genomic DNA reads to lambda DNA reads was calculated after processing the raw data from scCOOL-seq. We found that for the 24 single ES cells we analyzed, three (12.5%) were estimated diploid (2N), which likely indicates that they were in the G1 phase. Five (20.8%) were estimated tetraploid (4N), which may indicate that they were in the G2/M phase, and 16 (66.7%) were estimated between 2N and 4N, which likely indicates that they were in S phase. These data are compatible with the fact that 20.3%-25.3%, 51.2%-62.0% and 16.8%-28.5% of ES cells are at G1, S and G2/M phase, respectively, as reported by different groups. Next, we calculated the ratio of genomic reads to λ DNA reads in each single oocyte (known to be diploid after the first polar body has been extruded), and defined the mean value of all the ratios calculated in MII oocytes, which were assumed to be diploid (2N). Then, the ratio calculated in each single cell was normalized by the assumed diploid value calculated from the oocytes. The second polar body, which is known to be haploid (1N), was also calculated as haploid based on comparison to the data from the oocytes in this study, suggesting the accuracy of our ploidy analysis. Both the male and female pronuclei were estimated to be between haploid (1N) and diploid (2N), which was consistent with the fact that the pronuclei initiate DNA replication near the PN3 stage after fertilization.

**DNA replication timing of mouse ES cells** To confirm our CNV and ploidy analysis result in single mouse ES cells, we first downloaded the published data describing mouse ES DNA replication timing, which contain the mean replication-timing ratios log_2_(Early/Late) for all microarray probes (GSE49847)^57,58,59^, then used DNAcopy (R package) to identify replication domains with parameters (*alpha* = 10^−15^, *nperm* = 10 000) that are described in the original study^59^. There were in total 25 150 replication domains identified in the mouse ES cells, ranging from 5 kb to 7 Mb in size (95 kb on average). The replication domains with mean replication-timing ratios above 1.0 were defined as leading regions during S phase (*n* = 6 394), whereas the replication domains with mean replication-timing ratios below 0 were defined as lagging regions during S phase (*n* = 12 877). Next, we analyzed the single-cell COOL-seq data from 24 individual ES cells and used readCounter to bin the genome into consecutive 100 kb tiles, then calculated the absolute number of reads detected in each window. After correction and normalization using HMMcopy, we calculated the averaged read counts of 100 kb tiles that overlapped with DNA replication domains in each single ES cell. The mean values of counts in the leading and lagging replication regions were calculated for each single-cell sample. A two-tailed t-test was used to calculate the statistical significance of copy number differences between the leading and lagging regions.

It has been shown that the replication timing of different genomic regions in ES cells is different, with some heterochromatin regions lagging during DNA replication in S phase^58,59,60^. We found that for the 16 individual cells we proposed to be in S phase, the leading genomic regions tended to have more copies than the lagging ones. As a control, for the G2/M-phase ES cells, the copy numbers of the leading genomic regions were comparable to those of the lagging ones, as expected. This suggests that both CNV measurement and ploidy measurement of our method are accurate, and that we could use them to deduce the cell cycle stage of the single cells we analyzed. To our knowledge, this is the first time that the ploidy of a single cell has been measured using a single-cell sequencing strategy, as for all of the previous single-cell genome sequencing techniques, a cell was assumed to be either diploid or haploid.

**Allele-specific analysis of parental genomes in mouse preimplantation embryos** To track the DNA methylation and chromatin accessibility of both paternal and maternal genomes by heterozygous SNPs between 129sv (paternal) and C57BL/6J (maternal) mice at single-cell resolution, we downloaded the 5 853 614 SNPs between 129sv and C57BL/6J from the public database of the Sanger Institute (http://www.sanger.ac.uk/science/data/mouse-genomes-project). First, to validate our analysis pipeline used for SNP tracing, we processed sequenced reads from scCOOL-seq of mouse sperm, which were derived from the 129sv background. By using this data from mouse sperm, we obtained 2 053 100 and 51 791 WCG sites traced by 129sv and C57BL/6J SNPs, respectively (the ratio is 40:1). Meanwhile, we obtained 17 856 223 and 444 774 GCH sites traced by 129sv and C57BL/6J SNPs, respectively (the ratio is 40:1). On the contrary, when we used the scCOOL-seq data from mouse oocyte, which were derived from C57BL/6J background, we obtained 1 286 921 and 18 297 WCG sites traced by C57BL/6J SNPs and 129sv, respectively (the ratio is 70:1). 11 200 018 and 151 931 GCH sites traced by C57BL/6J SNPs and 129sv SNPs were obtained, respectively (the ratio is 74:1). These results indicated high accuracy of our pipeline for SNP tracing. Next, we used this established pipeline to track parental genomes across preimplantation development. On average, we obtained hundred thousands of WCG sites (≥ 1× depth) from both parental genomes in each individual cell, and millions of GCH sites (≥ 1× depth) from both parental genomes in each individual cell. These sites from both parental genomes within individual cells were used for downstream analysis.

**Analysis of the heterogeneity of promoter accessibility among individual cells** To classify the promoters according to the chromatin accessibility among individual cells, we performed the analysis as follows: First, we identified promoter NDRs (NDRs contain TSS) in the merged single cells (for example 9 685 promoter NDRs were defined in the merged single ES cells). Next, we used the promoter NDRs identified in the merged single ES cell data to measure the chromatin status (open or closed) among individual cells. Because the averaged GCH methylation level of an NDR was above 0.5, while the averaged GCH methylation level of a nucleosome was always below 0.3. We used the cutoff for defining chromatin status in a single cell as this: if a promoter NDR defined in merged single cell samples is covered in a single cell (at least five GCH sites covered) with the averaged GCH methylation level above 0.5, this region is defined as open chromatins in this single cell; If a promoter NDR defined in merged single cell samples is covered in a single cell (at least five GCH sites covered) with the averaged GCH methylation level below 0.3, this region is defined as closed chromatin in this single cell. For those promoters with no NDRs detected in the merged single cells, the regions of 200 bp upstream TSS and 100 bp downstream TSS were used for analysis. And the chromatin status in these promoter regions among individual cells were defined as above. Then, we extracted the promoters that covered in at least half numbers of the total sequenced cells within each stage (for example those promoters covered by at least 12 cells in sequenced single ES cells were extracted), and calculated the number of cells defined as open or closed status in these promoters. If over 70% number of cells were defined as having open status in a promoter, this promoter was defined as a homogeneously open promoter; if over 70% number of cells were defined as having closed status in a promoter, this promoter was defined as a homogeneously closed promoter; if between 30% and 70% number of cells were defined as having open status in a promoter, this promoter was defined as a divergent promoter.

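The RNA-seq libraries of individual ES cells were compared with each other and with those of bulk ES cells before use. Across the 120 pairs of cells, the Pearson correlation of log2(RPKM + 1) over genes was 0.870 to 0.925. A single cell and the mean of bulk gave 0.873 to 0.914, and the mean of the 16 cells and the mean of bulk gave a Pearson correlation of 0.947 and a Spearman correlation of 0.933 over all genes. These correlations are across genes, which are not independent replicates. Restricting them to genes with a bulk RPKM of at least 1 moved them most, to 0.895 and 0.874. After thinning all libraries to 1188893 reads outside Rn45s, a single cell detected 9141 to 10608 genes and a bulk library 13840 to 13862. Of 6518 genes with a bulk RPKM of at least 10, 5052 (77.5%) were detected in every cell. Among 11799 genes with a bulk RPKM of at least 1, 108 were listed at 0 in all cells. Rn45s took 33.2% to 41.2% of recovered reads in cells 2 to 8 and 16, and 1.87% to 12.2% in cells 1 and 9 to 15. Over the genes with a bulk RPKM of at least 1, the median log2 difference between single-cell and bulk means was -0.07, and -0.76 after each library was rescaled to the same sum. The genes with the largest positive differences were Rn45s (7.87), Hist1h2ae (6.65), Hist1h4d (5.59), Hist1h1b (5.44) and Rpl14-ps1 (5.20), and those with the largest negative ones were AF357359 (-6.65), Isoc2a (-5.74), Hnrnpul2 (-4.85), Mrgpra6 (-4.82) and Ppp6r1 (-4.74). These 10 kept their direction after rescaling. Histone genes and Rpl14-ps1 have near-identical copies, among which the authors' counting could have divided reads, and the difference also followed gene length across genes (Spearman correlation -0.572).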

To validate our classification, we performed additional single-cell RNA-seq of mouse ES cells (16 ES cells by using the Smart-seq2 method) and downloaded the mouse single-cell RNA-seq data from preimplantation embryos (zygote, late 2-cell, 4-cell, 8-cell, 16-cell and blastocyst) published by Rickard Sandberg's lab^61^ (accession number: GSE45719). We found that the homogeneously closed genes of ES cells were not expressed, and the homogeneously open genes were actively transcribed with lowest coefficient of variance in their expression compared to the divergent and closed genes, as expected.

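Of the 147 genes with homogeneously closed promoters in the part of Table S3 used here, 85 (57.8%) were listed at 0 in all 16 ES cells. A mean RPKM above 1 was found for 19 of them and above 10 for 3 (2.04%, exact 95% binomial interval 0.423% to 5.85%). In comparison, 30 of 409 homogeneously open genes (7.33%) and 27 of 125 divergent genes (21.6%) were listed at 0 in all cells, and 170 open genes (41.6%) and 19 divergent genes (15.2%) had a mean RPKM above 10. The 3 closed genes with the highest means were 1700061G19Rik, 4933434E20Rik and Asb8. 1700061G19Rik (chromosome 17, 57014900 to 57028327, NCBIM37) had a mean RPKM of 28.6 over the cells, with a range of 3.23 to 60.1, and 37.7 ± 2.23 (SD, n = 3) in bulk. 4933434E20Rik (chromosome 3, 89855558 to 89867263) had 24.9 in single cells and 14.4 ± 3.35 in bulk. Asb8 (chromosome 15, 97965068 to 97996056) had 14.7 in single cells and 11.6 ± 0.399 in bulk. The 3 open genes ranked lowest by mean, 2310001K24Rik, 4833418N02Rik and 4930404I05Rik, are among those listed at 0 in all cells. Of the 16 genes that Figure 1H prints as closed, 10 had a mean RPKM of at most 1, of which 7 were listed at 0 in all cells. Among the other 6, Lefty2 (chromosome 1, 182823239 to 182829234) had a mean RPKM of 65.9 and was detected in 15 of 16 cells, and Lefty1 (chromosome 1, 182865153 to 182868531) had 22.3 in 9 of 16 cells. Stra8 had 25.3, Rad51c 8.91, Myl2 2.76 and Nos1 2.49. In bulk, Lefty2 had 53.8 ± 7.43, Lefty1 28.5 ± 4.24, Stra8 18.2 ± 8.33, Rad51c 13.7 ± 1.01, Myl2 1.64 ± 1.49 and Nos1 6.01 ± 0.450 (SD, n = 3).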

For the GO analysis of genes within each stage, GOstats package in the Bioconductor R program was used and all genes that defined homogeneously open, homogeneously closed and divergent states within this stage were set as the background.

### Data accession

A total of ∼2.0 Tb sequencing data (including 282 of single-cell COOL-seq libraries, 13 of bulk cells NOMe-seq libraries, 15 of titration series COOL-seq libraries, 16 of single-cell RNA-seq libraries and 3 of bulk cells RNA-seq libraries) were generated for this work. All the sequencing data were deposited in the NCBI GEO under accession number GSE78140.

## Author Contributions

FG and FT conceived the project. FG, JL and XW performed the experiments. LL, BH and PZ conducted the bioinformatics analyses. FG, LW and FT wrote the manuscript with help from all of the authors.

## Competing Financial Interests

The authors declare no competing financial interests.

## Figures and Tables

**Figure 1:**
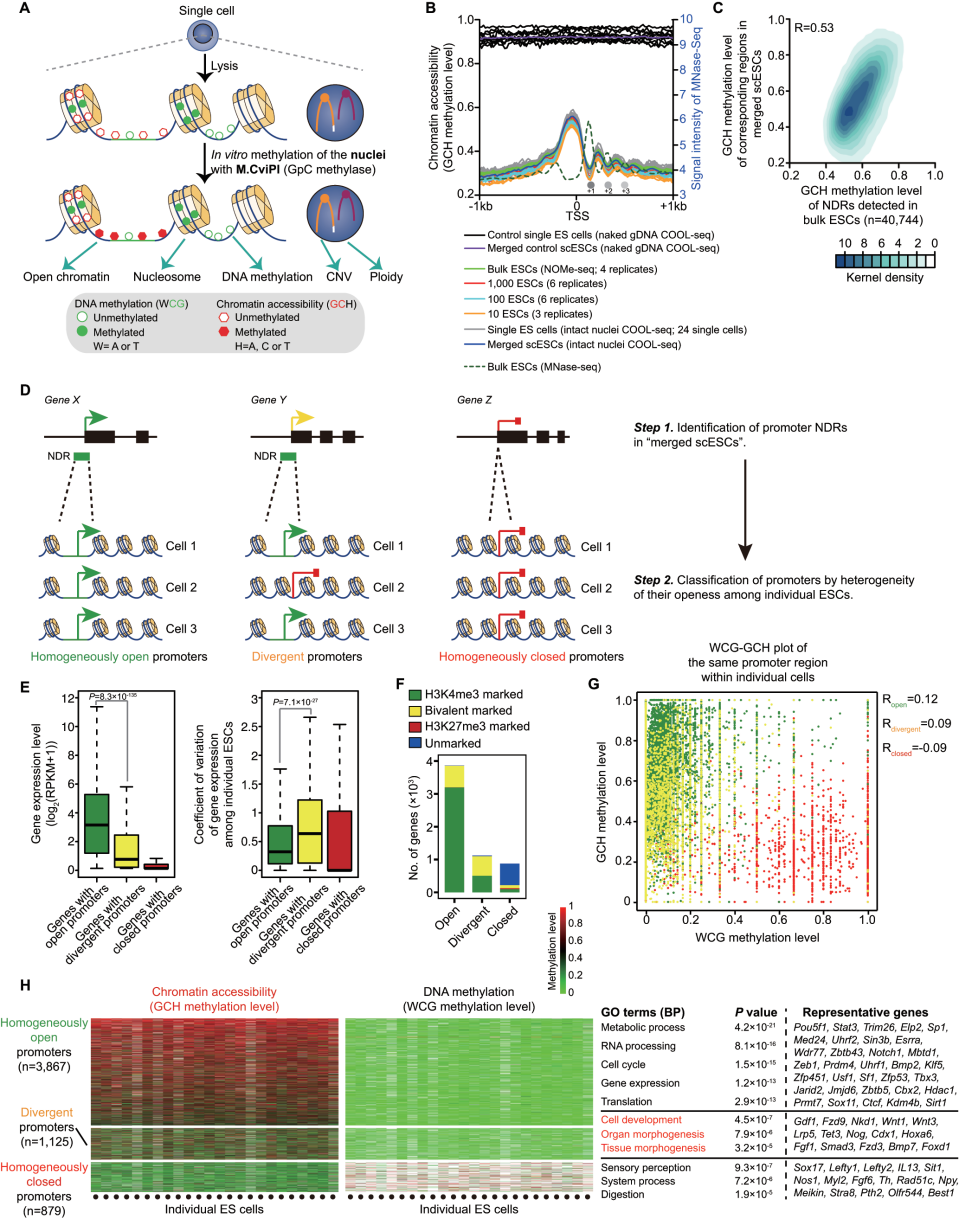
Establishment of single-cell COOL-seq in mouse embryonic stem cells. **(A)** Diagram of the single-cell COOL-seq method. **(B)** Chromatin accessibility of individual mouse ES cells around the transcription start site (TSS) revealed by single-cell COOL-seq. Average GCH methylation levels, which reflect the chromatin openness of bulk (marked with green), titration series (from 1 000 cells to 10 cells) or single ES cells (marked with gray), are marked with solid lines. The dashed curve represents the signal intensity of the nucleosome positioning in bulk mouse ES cells from published MNase-seq data. As a control, we also detected *in vitro* DNA methylation of naked genomic DNA of individual ES cells (marked with black). Note that the solid circles (+1, +2 and +3) represent the first three common strongly positioned nucleosomes downstream of the TSS identified by both scCOOL-seq and bulk cell MNase-seq. **(C)** Correlation of global chromatin accessibility profiles between scCOOL-seq and bulk NOMe-seq data. A total number of 40 744 of NDRs found in the bulk NOMe-seq data was used, these regions were detected in our merged scCOOL-seq containing at least five GCH sites, which were ≥ 5× sequencing depth. **(D)** Classification of genes promoters into homogeneously open, homogeneously closed and divergent groups. 9 685 promoter NDRs identified in merged ES cells were used. **(E)** Gene expression and coefficient of variation of the corresponding genes with homogeneously open promoters, homogeneously closed promoters and divergent promoters among individual ES cells. **(F)** The number of genes within each category that had either H3K4me3 or H3K27me3 marks in mouse ES cells was calculated. **(G)** Dot plot of WCG methylation (endogenous DNA methylation) and GCH methylation (chromatin accessibility) level of the same promoter regions within individual cells. **(H)** Chromatin accessibility and DNA methylation level of homogeneously open promoters, homogeneously closed promoters and divergent promoters of individual ES cells. Right panel represents the GO terms for each group of genes.

**Figure 2:**
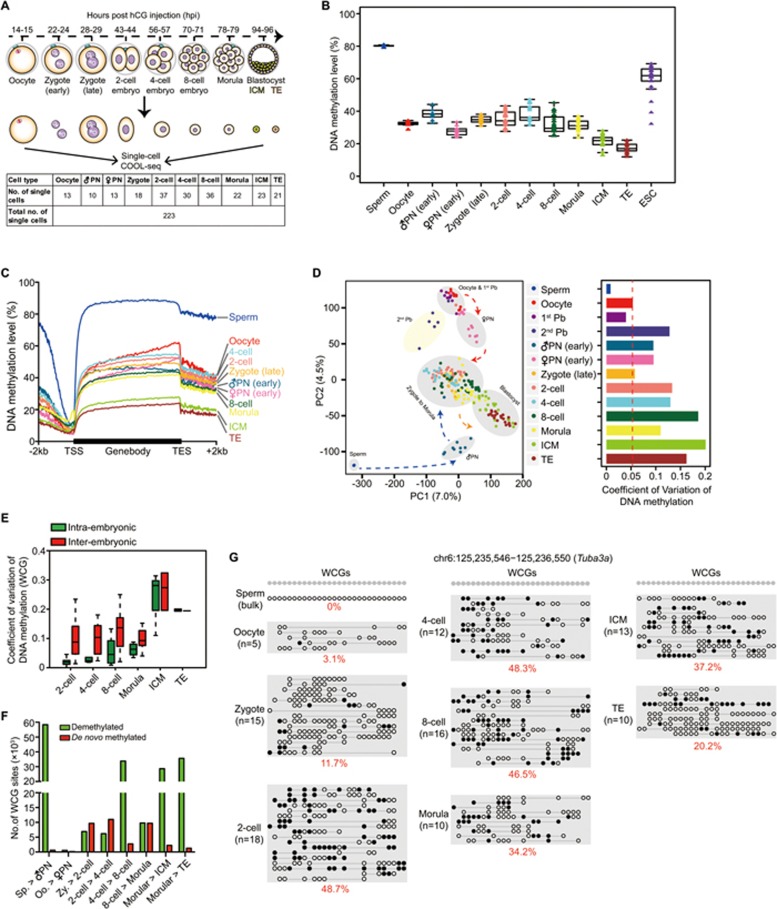
DNA methylation dynamics of mouse preimplantation embryos revealed by single-cell COOL-seq analysis. **(A)** Numbers of individual oocytes and blastomeres analyzed using the single-cell COOL-seq technique. Note that all the samples in the relevant stages used in this study were carefully examined to remove contaminated polar bodies. **(B)** Boxplot of average DNA methylation level in each single blastomere. The mean methylation level of all the detected WCG sites (≥ 2× depth) in a single cell was calculated (shown as a triangle), and cells at the same developmental stage were plotted together in the same box. The bottom and top of the boxes indicate the first and third quartiles, respectively, and the lines inside the boxes indicate the medians of the data. Note that the sperm DNA data were from bulk samples. **(C)** The average DNA methylation levels (WCG methylation level) along the gene bodies, 2 kb upstream of the TSS and 2 kb downstream of the transcription end sites (TES) of all the RefSeq genes across different developmental stages. **(D)** Principle component analysis of the DNA methylome (methylation levels of WCG sites in 5 kb windows) of the gametes, polar bodies, pronuclei and cleavage stage embryos (222 single cells and 9 bulk sperm samples). Right panel represents the coefficient of variance of DNA methylation within each stage. **(E)** Coefficient of variation (CV) of DNA methylation among single blastomeres. **(F)** Number of demethylated and *de novo* methylated WCG sites after fertilization. A WCG site with an over 0.75 methylation level at one developmental stage and with an at least 0.3 methylation level decreases at the following stage was defined as a demethylated WCG site (Benjamini-Hochberg's FDR < 0.05). A WCG site with < 0.25 methylation level at one developmental stage and with an at least 0.3 methylation level increases at the next stage was defined as a *de novo* methylated WCG site (Benjamini-Hochberg's FDR < 0.05). **(G)** Representative *de novo* methylated locus in early mouse embryos. The open white and filled black circles indicate the unmethylated and methylated WCG sites, respectively. The circles on the same line indicate the DNA methylation state in one single cell. Note that the DNA methylation state in the bulk sperm sample was the mean methylation state at each WCG sites.

**Figure 3:**
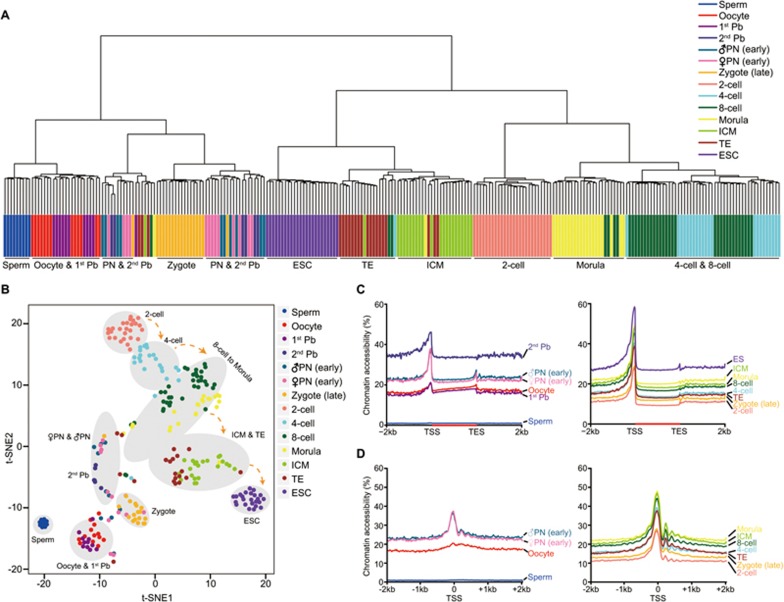
Chromatin accessibility dynamics of mouse preimplantation embryos revealed by single-cell COOL-seq analysis. **(A)** Unsupervised hierarchical clustering of mouse preimplantation embryos based on the averaged GCH methylation level of proximal NDRs (58 677 proximal NDRs) detected in all of the preimplantation stages. **(B)** t-SNE (t-Distributed Stochastic Neighbor Embedding) analysis of mouse preimplantation embryos based on the averaged GCH methylation level of proximal NDRs detected in all the stages. **(C)** The chromatin accessibility along the gene bodies, 2 kb upstream of the TSS and 2 kb downstream of the TES of all the RefSeq genes across different developmental stages. **(D)** The chromatin accessibility around TSS across all the preimplantation stages. See the legend for Figure 1B for more information.

**Figure 4:**
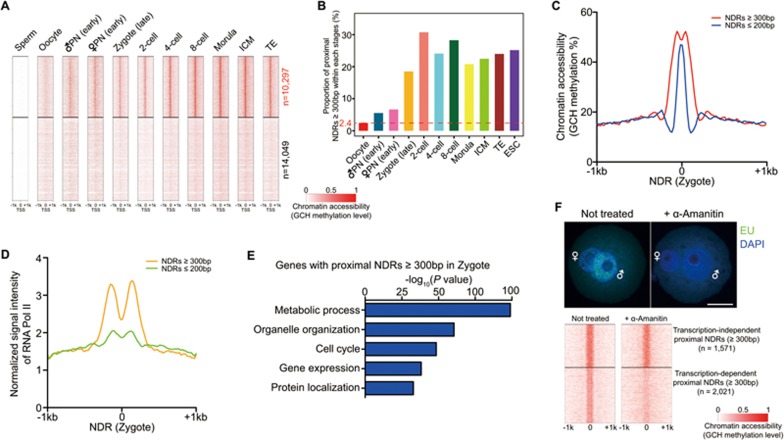
Chromatin remodeling dynamics of promoter regions during mouse preimplantation development. **(A)** Dynamics of chromatin accessibility around TSS of 24 346 RefSeq genes during mouse preimplantation development. Blastomeres within each stage were merged together and averaged GCH methylation level was calculated for this analysis. **(B)** Bar plot of the proportion of proximal NDRs with over 300 bp width during preimplantation development. **(C)** Averaged GCH methylation level around NDRs with distinct width in the zygote. **(D)** Presumptive binding of RNA Pol II around NDRs with distinct width in the zygote. Published RNA Pol II binding information of mouse ES cells by ChIP-seq was used for this analysis. **(E)** GO analysis of corresponding genes with their proximal NDRs over 300 bp in width. **(F)** Inhibition of transcriptional activity in mouse zygote and identification of transcription-dependent wider proximal NDRs after fertilization. Scale bar, 25 μm.

**Figure 5:**
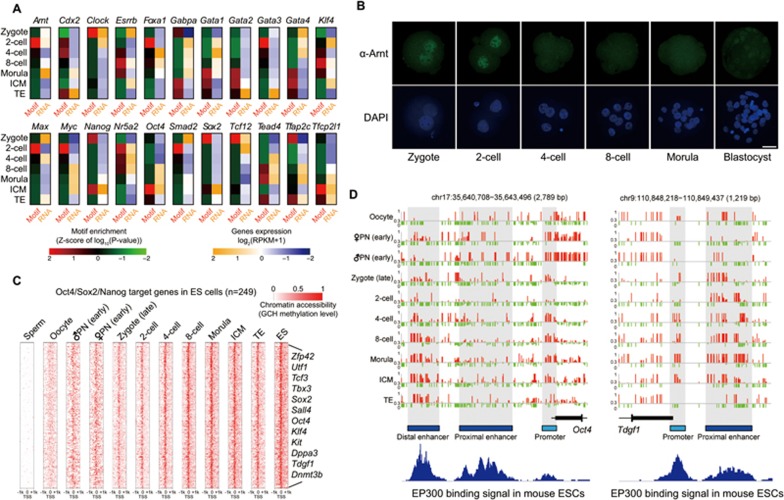
Chromatin remodeling dynamics of putative distal regulatory regions during mouse preimplantation development. **(A)** Motif enrichment analysis of distal NDRs detected in preimplantation embryos. The *z*-score of *P*-value of corresponding gene motifs and their RNA expression levels are given. **(B)** Fluorescence immunostaining of Arnt in mouse preimplantation embryos. Scale bar, 25 μm. **(C)** Dynamics of chromatin accessibility around TSS of 249 Oct4/Sox2/Nanog target genes^62^ that were open in mouse ES cells during preimplantation development. **(D)** Representative of *Oct4* gene and *Tdgf1* gene show the chromatin accessibility (GCH methylation level at single-base resolution) at their corresponding *cis* regulatory elements (promoters and enhancers) during preimplantation development.

**Figure 6:**
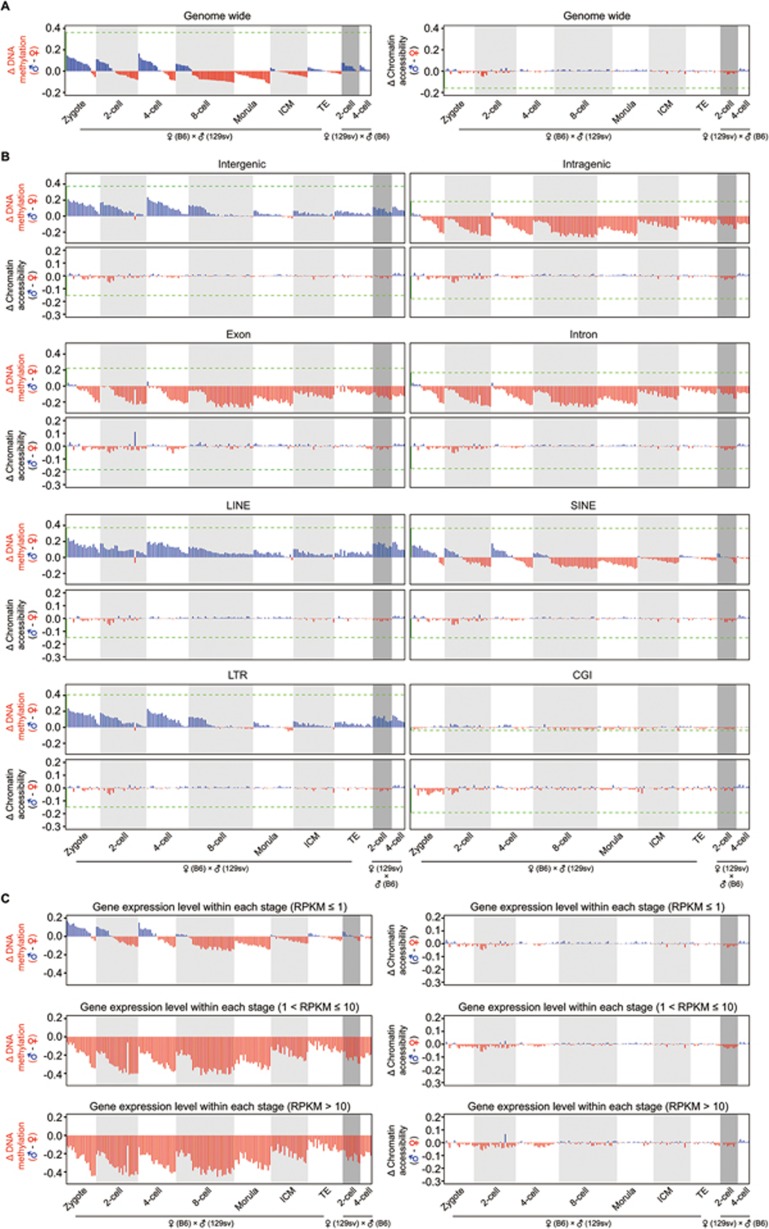
Asymmetry of DNA methylation between parental genomes within each individual blastomere during preimplantation development. **(A)** Differences of global DNA methylation level and chromatin accessibility between paternal and maternal genomes in each individual cell of mouse early embryos. The green dashed line indicates the difference of global DNA methylation level or chromatin accessibility between sperm and oocytes. The numbers of individual blastomeres from C57BL/6J female mated with 129sv male within each stage were: *n* = 18 for zygote, *n* = 26 for 2-cell, *n* = 23 for 4-cell, *n* = 36 for 8-cell, *n* = 22 for morula, *n* = 23 for ICM and *n* = 21 for TE. The numbers of blastomeres from 129sv female mated with C57BL/6J male within each stage were: *n* = 11 for 2-cell and *n* = 7 for 4-cell. **(B)** Differences of DNA methylation level and chromatin accessibility between paternal and maternal genomes at indicated genomic regions/elements in each individual cell across preimplantation development. **(C)** Differences of DNA methylation level and chromatin accessibility between paternal and maternal genomes at intragenic regions (gene body) of corresponding genes classified by their RNA expression level. Numbers of genes with their RPKM ≤ 1 analyzed in each stage were 13 547 in zygote, 13 435 in 2-cell, 13 603 in 4-cell, 13 982 in 8-cell, 13 996 in morula, 13 398 in ICM and 13 500 in TE. Numbers of genes with their 1 < RPKM ≤ 10 analyzed in each stage were 5 014 in zygote, 5 607 in 2-cell, 5 104 in 4-cell, 5 010 in 8-cell, 4 865 in morula, 5 099 in ICM and 5 029 in TE. Numbers of genes with their RPKM > 10 analyzed in each stage were 4 487 in zygote, 4 006 in 2-cell, 4 341 in 4-cell, 4 056 in 8-cell, 4 187 in morula, 4 551 in ICM and 4 519 in TE.

**Figure 7:**
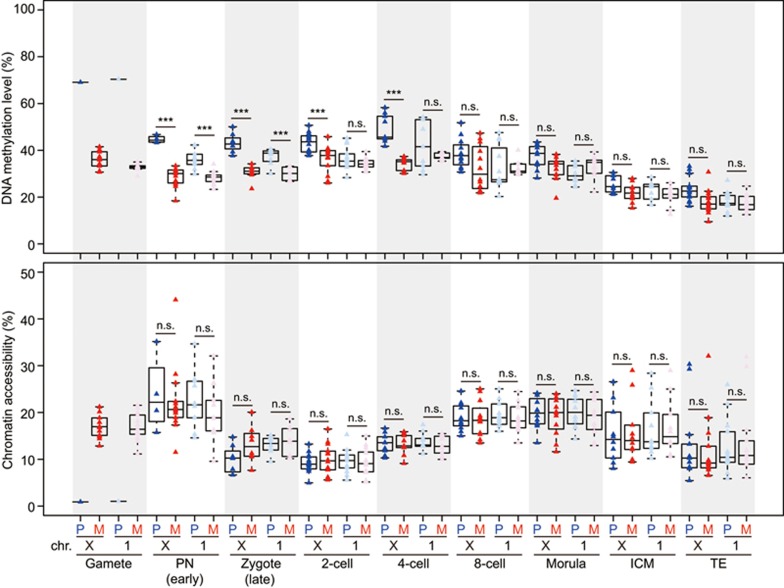
DNA methylation and chromatin accessibility dynamics of parental X chromosomes within each individual cell during preimplantation development. Dynamic DNA methylation and chromatin accessibility of paternal and maternal X chromosome within individual blastomeres from female mouse early embryos. The male and female blastomeres were distinguished by analyzing the ratio of the total reads from the X chromosome to those from chromosome 1. The mean DNA methylation levels of the X chromosome and chromosome 1 were calculated in each single cell and are shown as boxplots. A two-tailed *t*-test was used to calculate the statistical significance. ***P < 0.001. ns, not significant.

**Figure 8:**
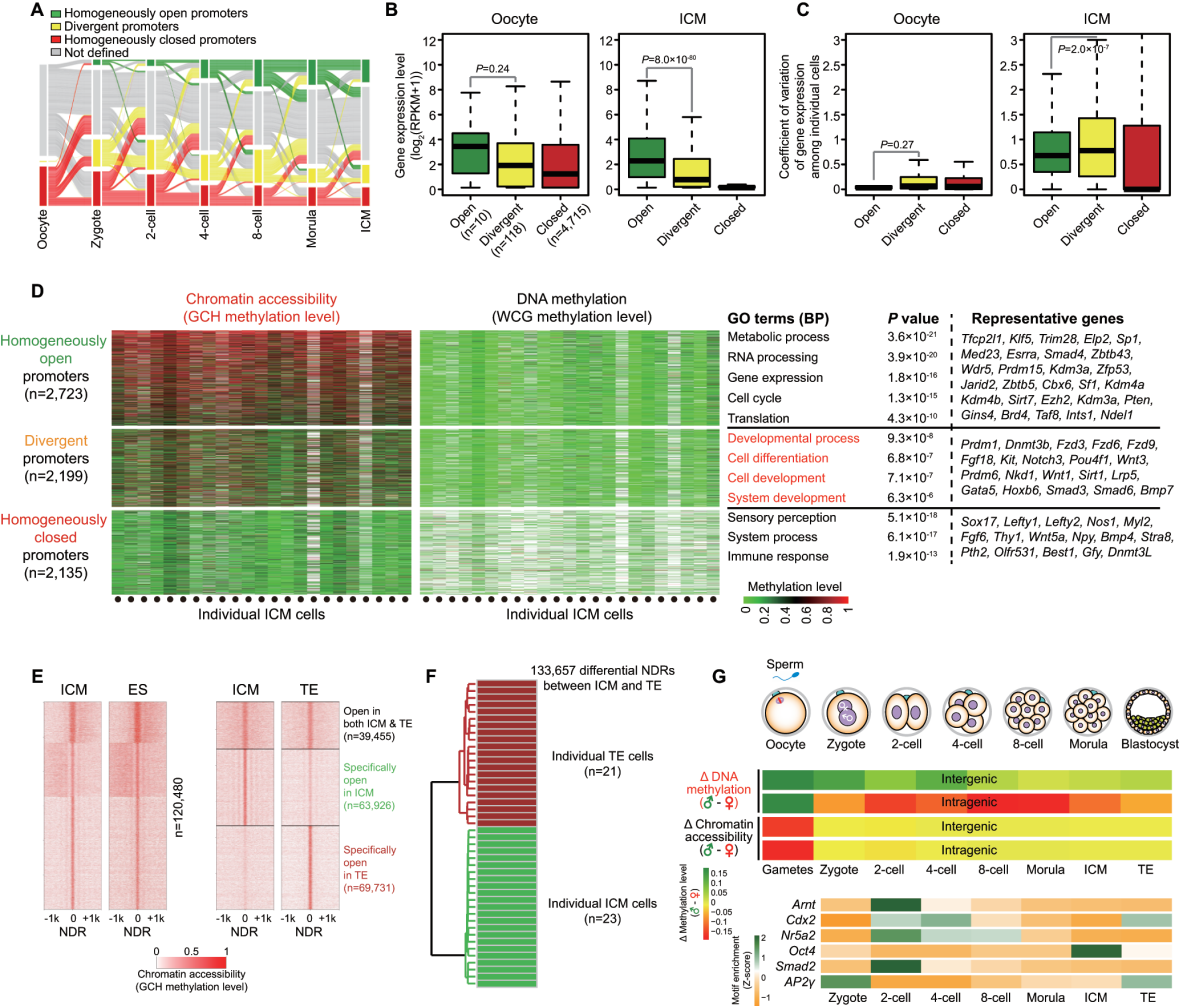
Heterogeneity of chromatin states of the promoter regions in mouse early embryos. **(A)** Alluvial plots of the dynamics of homogeneously open, homogeneously closed and divergent promoters during early embryonic development. Each line represents a gene's promoter and shows the chromatin state of genes in each stage, but lines cannot be traced for they represent different promoters during transition, and the total promoters were those classified as one of the three states in at least one analyzed stage (16 097 promoters analyzed in total). **(B)** Boxplots of RNA expression levels of genes with homogeneously open, homogeneously closed and divergent promoters in oocytes and ICM cells. **(C)** Boxplots of coefficient of variance (CV) of RNA expression levels of genes with homogeneously open, homogeneously closed and divergent promoters in oocytes and ICM cells. **(D)** Chromatin accessibility and DNA methylation level of homogeneously open promoters, homogeneously closed promoters and divergent promoters of individual ICM cells. **(E)** Comparison of global NDRs among ES cells, ICM and TE cells. NDRs from merged single cells were used for this analysis. **(F)** Unsupervised clustering of individual ICM and TE cells by differential NDRs identified between merged ICM and merged TE. **(G)** Sketch of dynamic features of DNA methylation and chromatin accessibility at single-cell and single-base resolution.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S1 — Chromatin accessibility of individual mouse ES cells around the transcription start site (TSS) revealed by single-cell COOL-seq analysis.

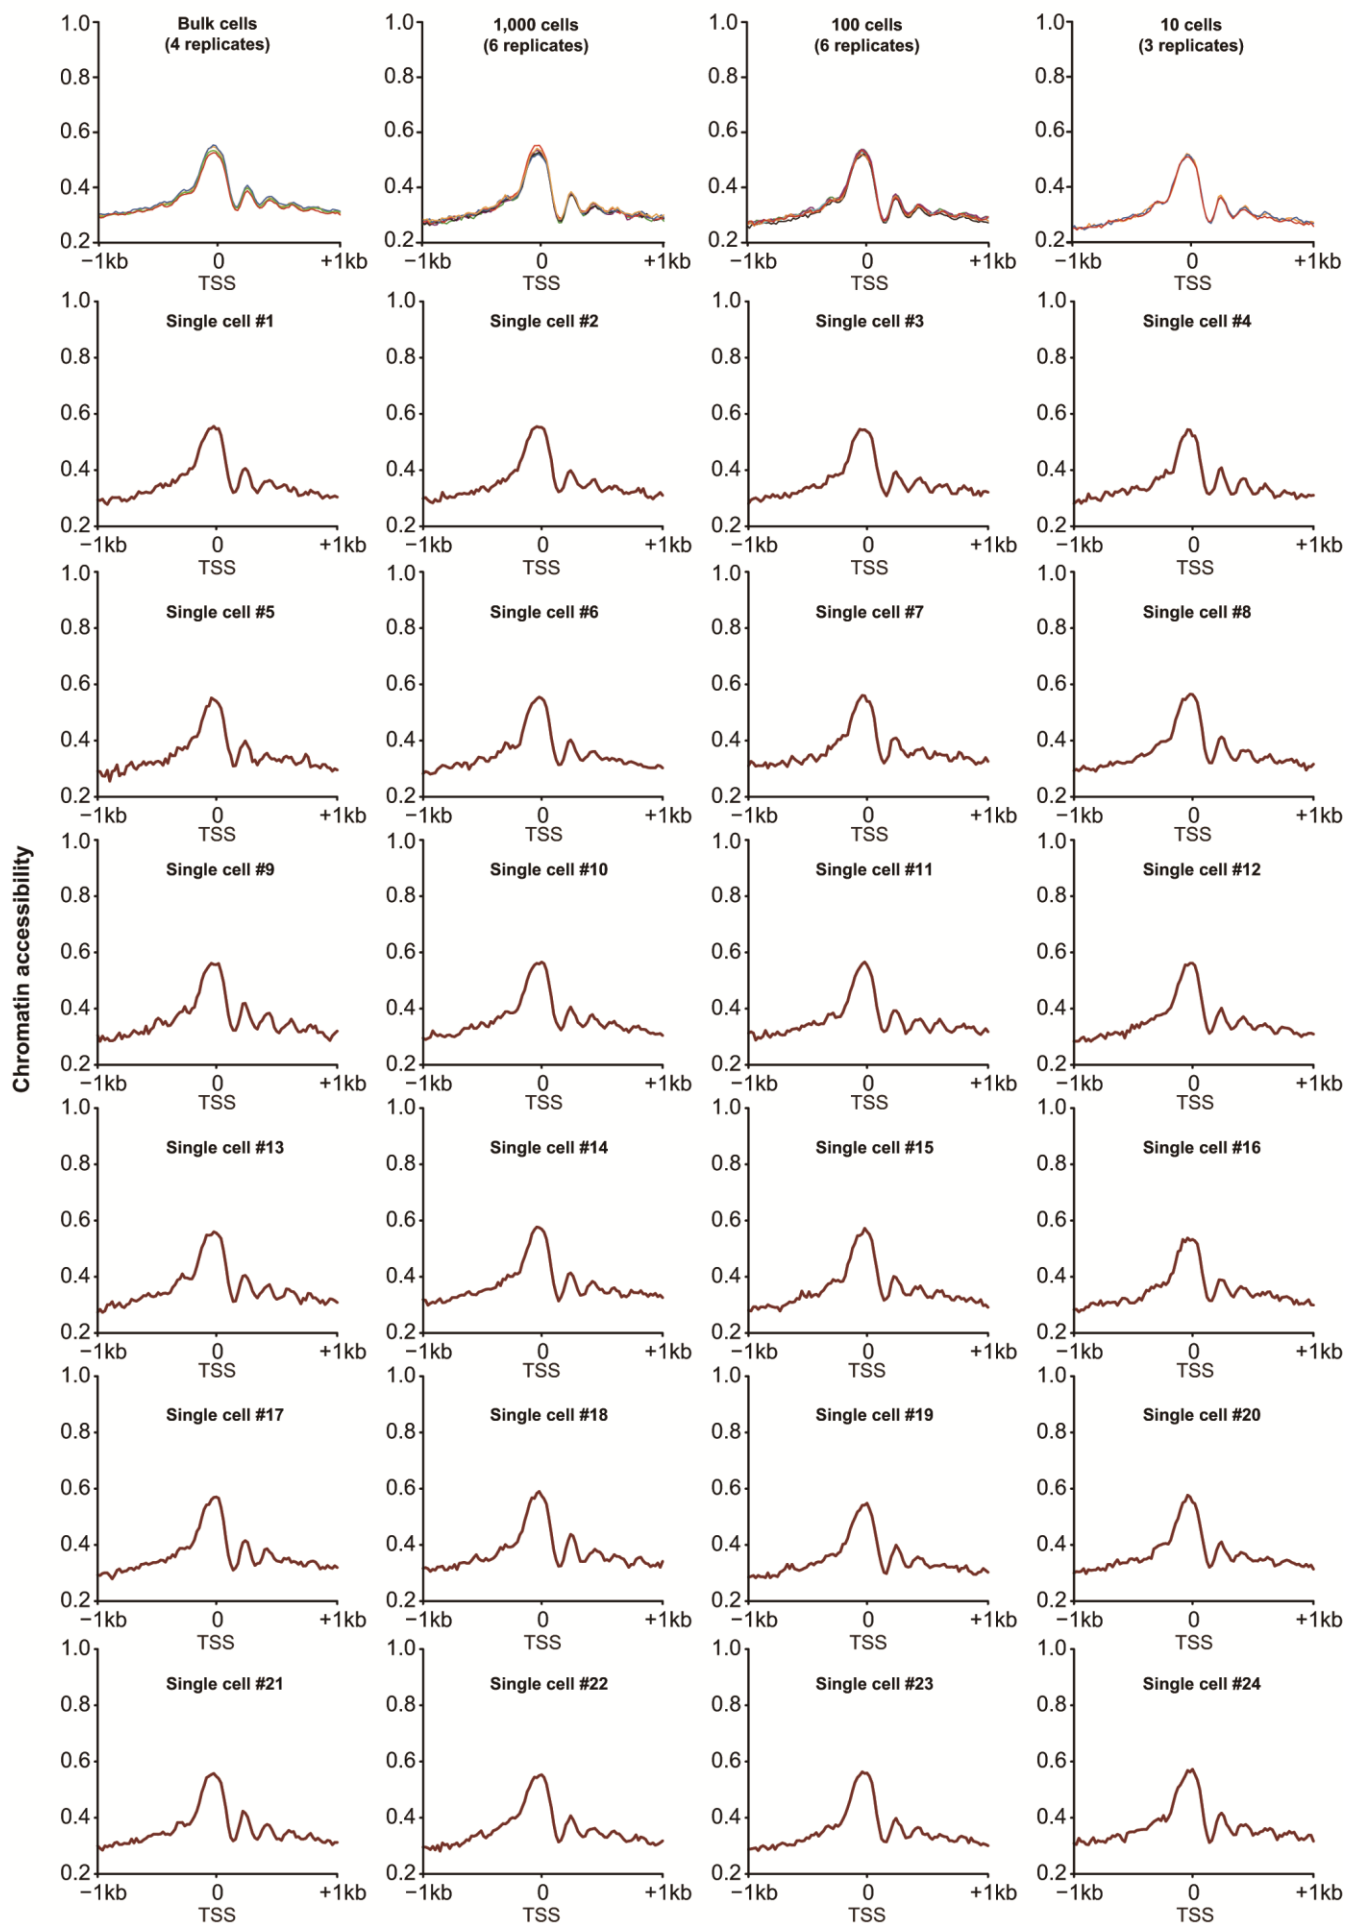

**Supplementary information, Figure S1.** Chromatin accessibility of individual mouse ES cells around the transcription start site (TSS) revealed by single-cell COOL-seq analysis. The chromatin accessibility (average GCH methylation levels) of bulk cells (4 replicates), titration series (from 1,000 cells to 10 cells) or 24 individual ES cell.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S2 — Accuracy and sensitivity of the single-cell COOL-seq technique.

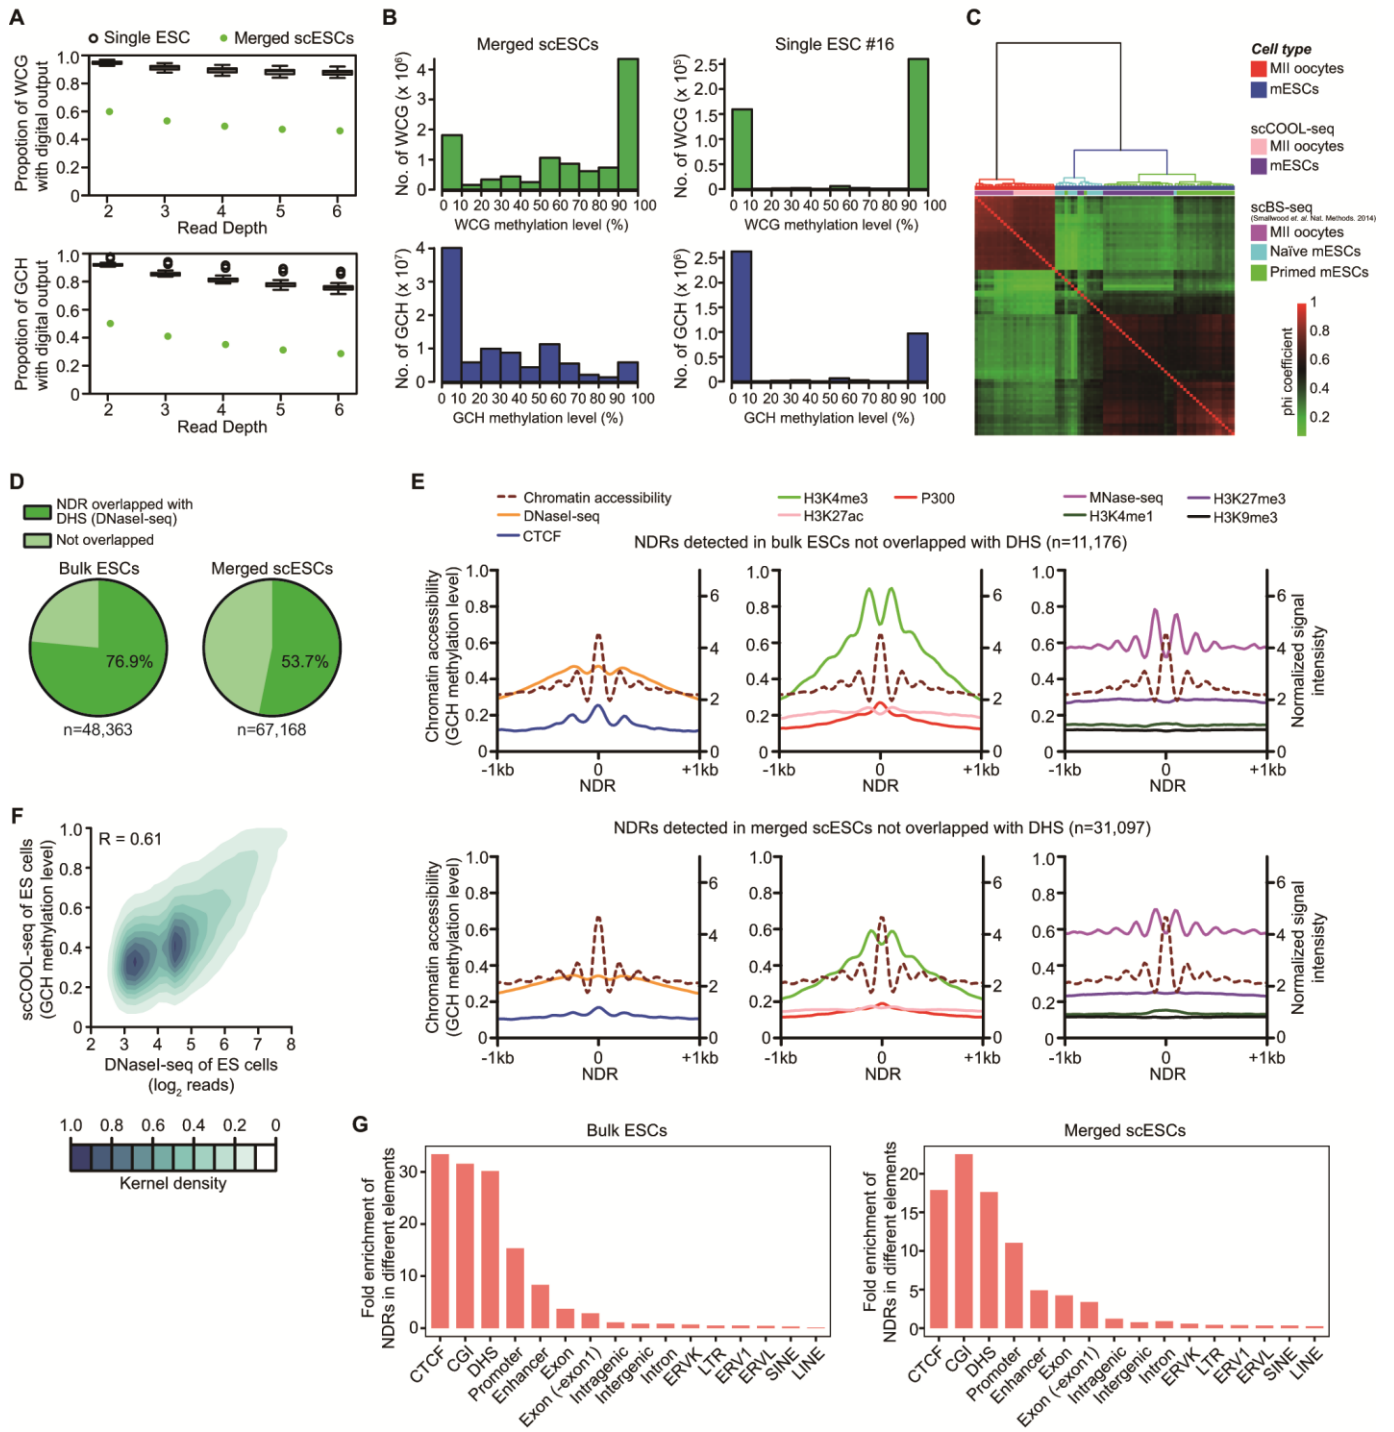

**Supplementary information, Figure S2.** Accuracy and sensitivity of the single-cell COOL-seq technique.

**(A)** Proportion of digitally detected WCG or GCH sites (either fully methylated or fully unmethylated) in each of the 24 individual ES cells.

**(B)** Histograms of the distribution of WCG or GCH methylation values for merged scESCs and single ES cell  $\geq 2\times$  depth.

**(C)** Phi coefficient of the DNA methylation level of single ES cells and single MII oocytes generated by scCOOL-seq with a published dataset of DNA methylation of single mouse ES cells and MII oocytes generated by scBS (Smallwood *et al.*, *Nat Methods*, 2014). In total, 13,074,422 single WCG sites (WCG sites that were detected at  $\geq 2\times$  depth in at least one single cell) were used to perform this analysis.

**(D)** The proportion of NDRs detected by single-cell COOL-seq analysis that overlapped with the DNA hypersensitive sites (DHS) in bulk ES cells detected by DNaseI-seq (175,237 of DHS sites in total, 150 bp length on average).

**(E)** Features of NDRs that were detected in bulk and single ES cells but did not overlap with the DHS sites from DNaseI-seq. The upper panel shows that the NDRs detected in bulk ES cells that did not overlap with DHS sites were enriched for H3K4me1 and H3K4me3 marks and depleted of nucleosomes. The lower panel shows that the NDRs that were detected in single ES cells but did not overlap with DHS sites were also clearly enriched for H3K4me1 and H3K4me3 marks and depleted of nucleosomes.

**(F)** Pearson correlation of global chromatin accessibility profiles between scCOOL-seq and published DNaseI-seq data. A total number of 97,541 DNaseI hypersensitive sites (DHS, narrow peaks) were used, and these DHS were detected in our merged scCOOL-seq containing at least 5 GCH sites with at least  $5\times$  sequencing depth.

**(G)** Distribution of the NDRs detected in bulk ES cells and single ES cells among different functional genomic elements. The DHS sites, CTCF binding regions and enhancers that were previously identified in bulk mouse ES cells were used (Hnisz *et al.*, *Cell*, 2013; Yue *et al.*, *Nature*, 2014).

## References

- Hnisz D, Abraham BJ, Lee TI, *et al.* Super-enhancers in the control of cell identity and disease. *Cell* 2013; **155**:934-947.
- Smallwood SA, Lee HJ, Angermueller C *et al.* Single-cell genome-wide bisulfite sequencing for assessing epigenetic heterogeneity. *Nat methods* 2014; **11**:817-820.
- Yue F, Cheng Y, Breschi A, *et al.* A comparative encyclopedia of DNA elements in the mouse genome. *Nature* 2014; **515**:355-364.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S3 — The features of chromatin accessibility detected in bulk ES cells can be robustly reproduced in merged single ES cells.

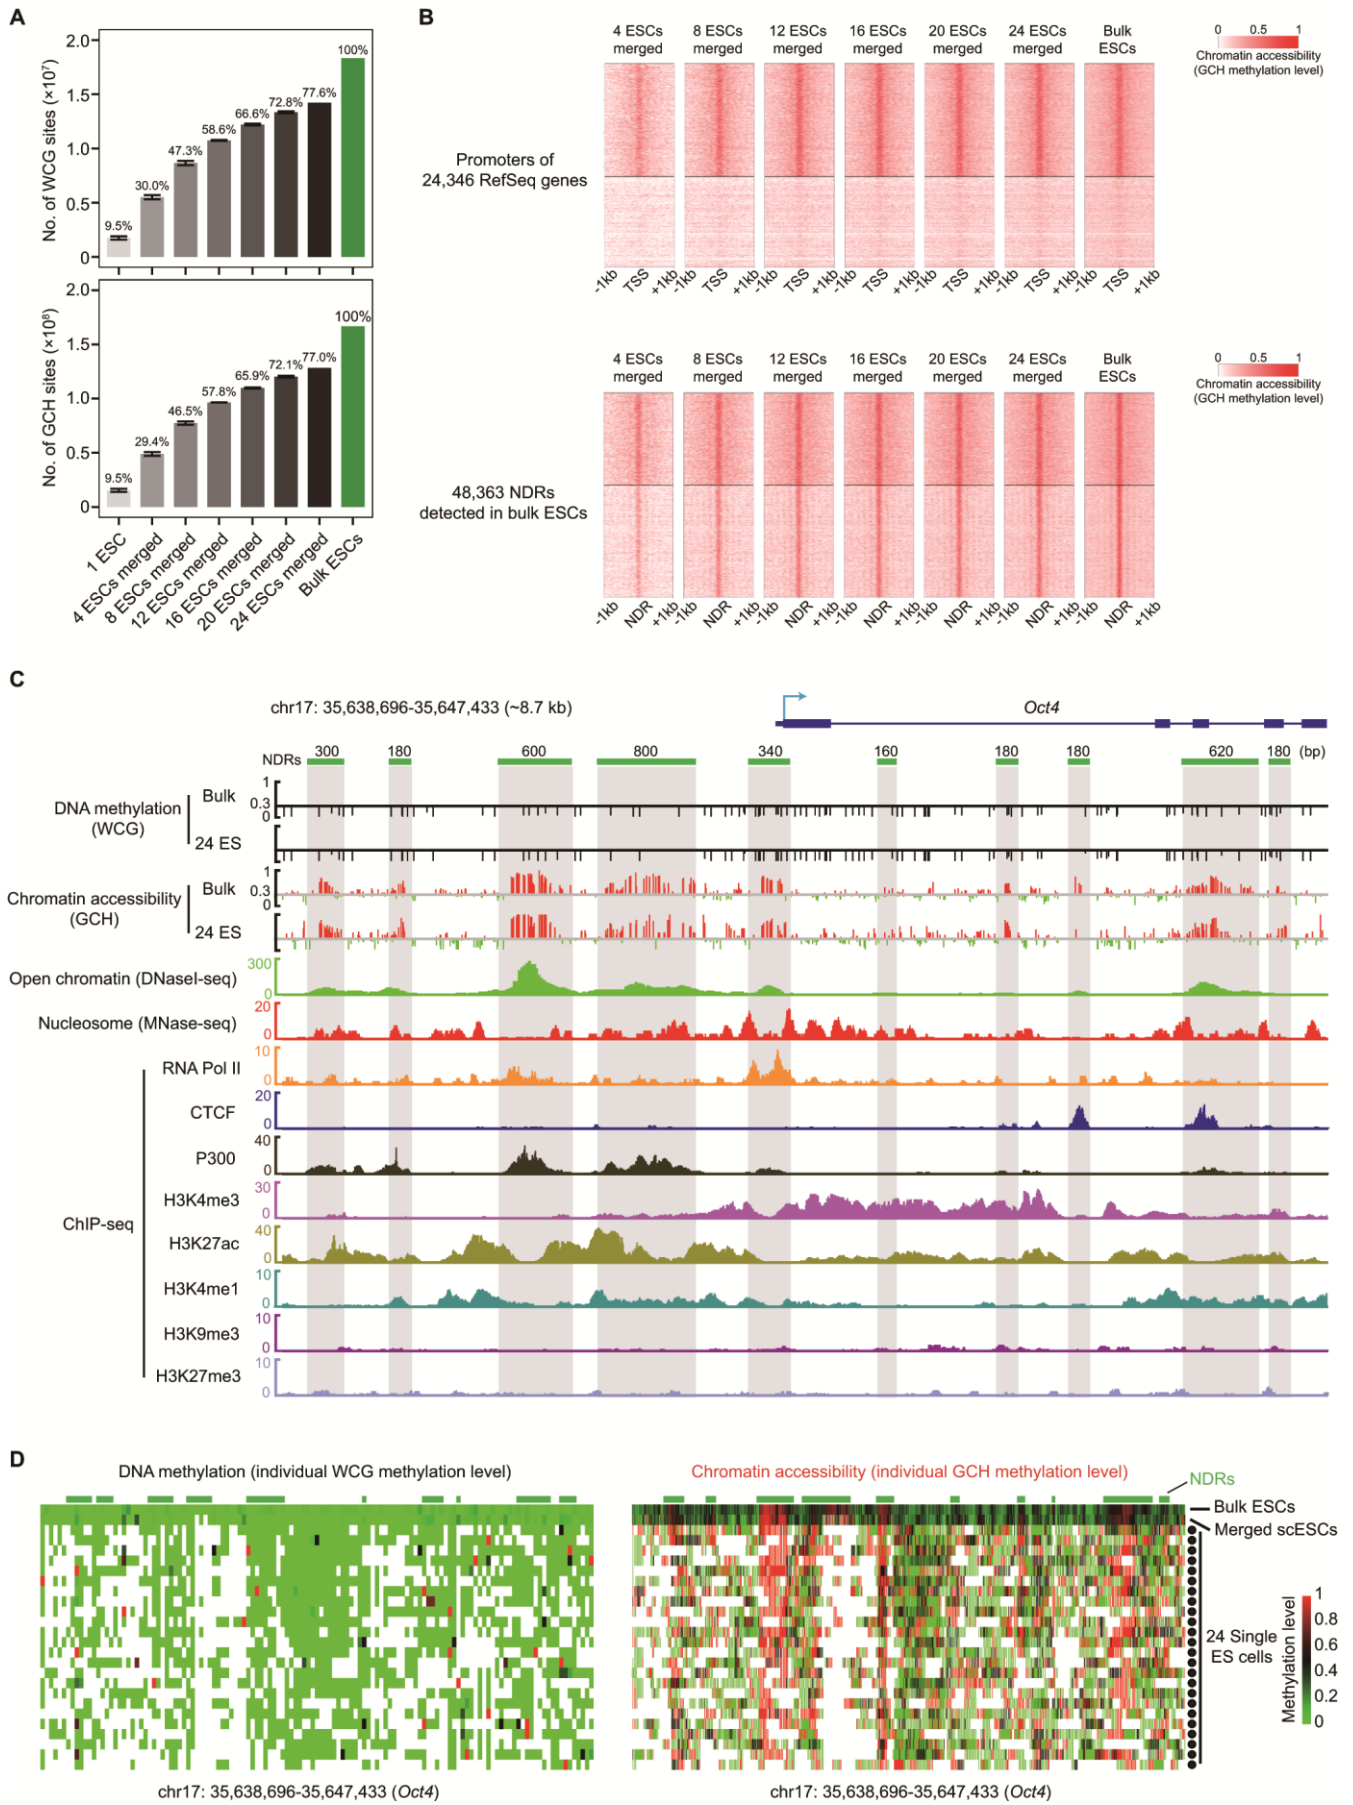

**Supplementary information, Figure S3.** The features of chromatin accessibility detected in bulk ES cells can be robustly reproduced in merged single ES cells.

**(A)** Bar plot of total WCG sites or GCH sites detected in single ES cells and merged single ES cells.

**(B)** Heat map shows that both the chromatin accessibility of promoters and NDRs observed in bulk ES cells can be robustly reproduced in merged single ES cells.

**(C)** DNA methylation level (WCG methylation level) and chromatin accessibility (GCH methylation level) at the *Pou5f1* (also known as *Oct4*) gene locus. The DNA methylation and chromatin accessibility were measured by single-cell COOL-seq. Open chromatin from published DNaseI-seq, nucleosome positionings from published MNase-seq and histone marks from ChIP-seq datasets were used as controls. NDR regions are highlighted with green bars.

**(D)** The DNA methylation level and chromatin accessibility in each of the 24 individual ES cells at single-base resolution. The color scale from green to red indicates the methylation level from low to high. The WCG or GCH site which was undetected in a single cell was marked with blank.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S4 — Single-cell COOL-seq analysis reveals epigenomic signatures of chromatin accessibility in mouse ES cells.

**A**

— Chromatin accessibility (GCH)  
— DNA methylation (WCG)

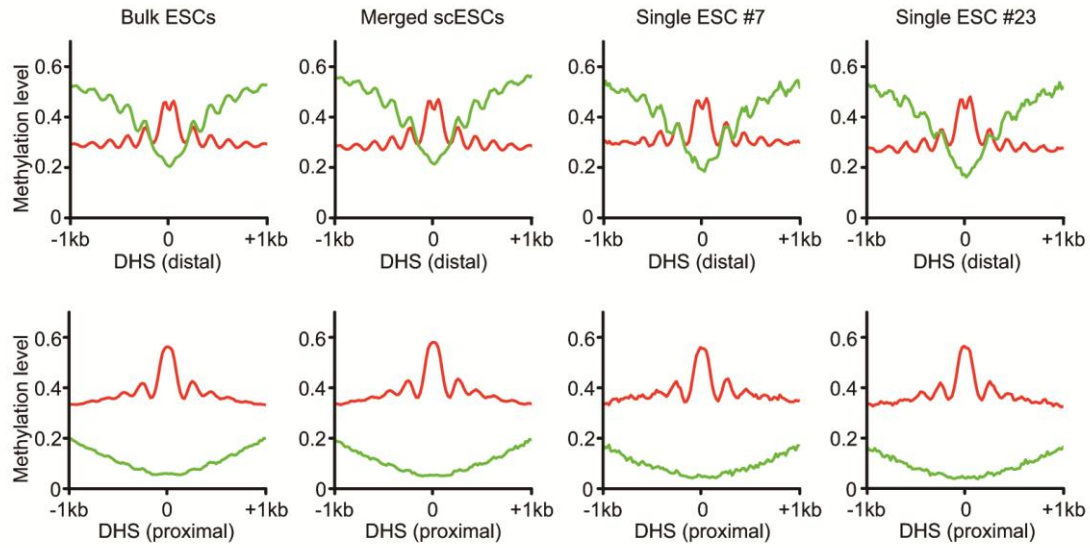**B**

— H3K4me3 marked  
— Unmarked

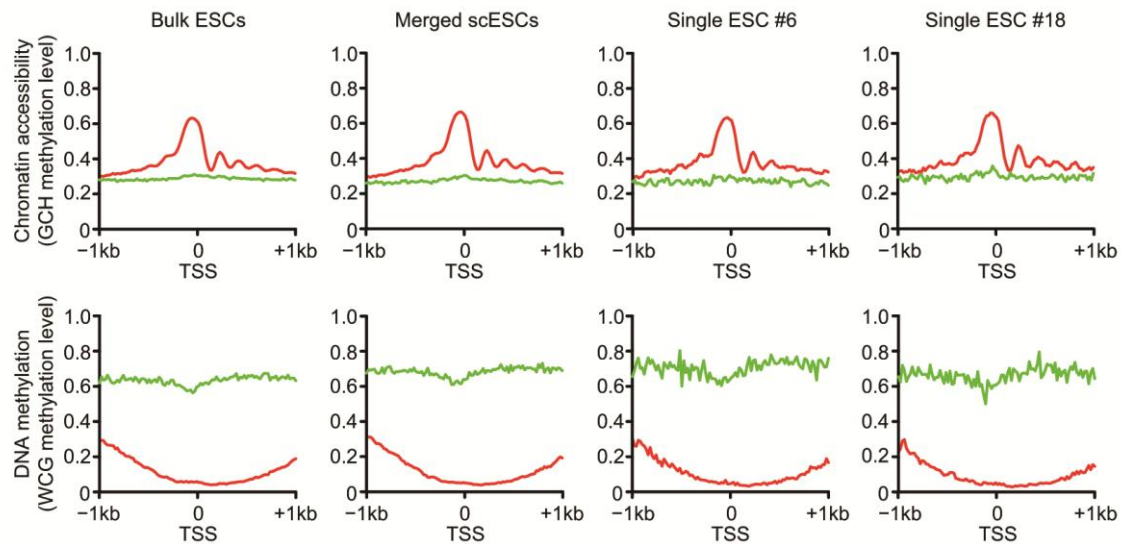**C**

— RPKM $\leq 0.1$   
—  $0.1 < \text{RPKM} \leq 1$

—  $1 < \text{RPKM} \leq 10$   
— RPKM $> 10$

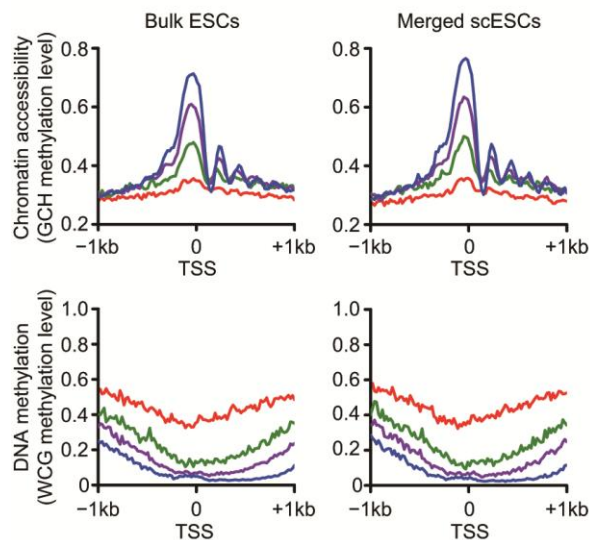**D**

— HCP  
— ICP  
— LCP

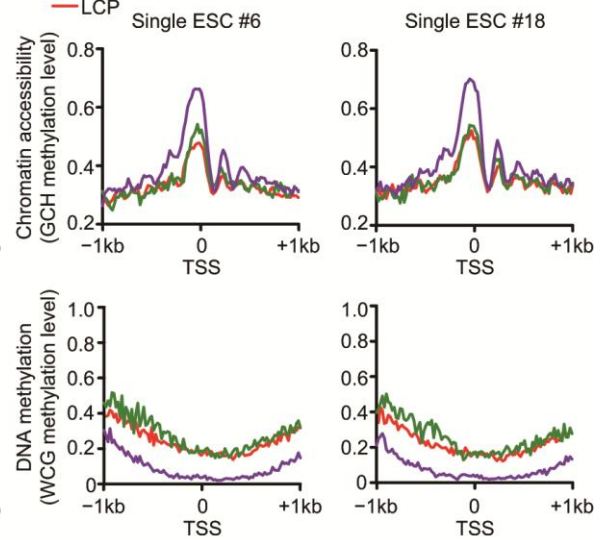

**Supplementary information, Figure S4.** Single-cell COOL-seq analysis reveals epigenomic signatures of chromatin accessibility in mouse ES cells.

**(A)** Chromatin accessibility (GCH methylation level) and DNA methylation level (WCG methylation level) around DNaseI-hypersensitive sites (DHS) in individual mouse ES cells revealed by single-cell COOL-seq analysis. The DHS of mouse bulk ES cells (175,237 DHS sites in total, 150 bp long on average) from a published DNaseI-seq dataset were divided into distal (outside the region of  $\pm 2$  kb of TSS) and proximal (within  $\pm 2$  kb of the TSS) groups. The average GCH level (red curve) and WCG level (green curve) of bulk or single ES cells are shown around the DHS. Bulk ES cells, 24 merged individual ESCs and 2 representative single ES cells are shown.

**(B)** Chromatin accessibility and DNA methylation at the H3K4me3-marked and -unmarked promoter regions. The upper panel shows the chromatin accessibility of bulk or individual ES cells around the TSS. The red curve represents the average chromatin accessibility of H3K4me3-marked promoters. The green curve represents the average chromatin accessibility of the promoters without H3K4me3 enrichment. The lower panel shows the endogenous DNA methylation of bulk or individual ES cells around the TSS with or without H3K4me3 marks (red and green curves, respectively).

**(C)** Promoter accessibility and DNA methylation level among silenced ( $\text{RPKM} \leq 0.1$ ), low-expression ( $0.1 < \text{RPKM} \leq 1$ ), intermediate-expression ( $1 < \text{RPKM} \leq 10$ ) and high-expression ( $\text{RPKM} > 10$ ) genes. 

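By the mean RPKM of the 3 bulk RNA-seq libraries, 8028 of 23080 genes (34.8%) were silenced, 3253 (14.1%) had low, 5281 (22.9%) intermediate and 6518 (28.2%) high expression. Single libraries gave 8726 to 9152 silenced genes, 2146 to 2562 with low, 5219 to 5303 with intermediate and 6489 to 6555 with high expression. All 3 libraries placed 94.1% of silenced genes, 73.9% of genes with intermediate expression and 92.7% of genes with high expression in the same group as the mean, but only 21.2% of genes with low expression. The median number of reads per gene, summed over the 3 libraries, was 0, 3, 42 and 298 from the silenced to the high group. In 1 library, 1 read on a gene of median length was worth an RPKM of 0.232 to 0.340. Of the 8028 silenced genes, 7507 were listed at 0 in all 3 libraries. Taking the median of the libraries in place of the mean moved the number of genes with low expression most, to 2316, and gave 9064 silenced genes. With each replicate left out in turn, the low group held 2952 to 3058 genes and the high group 6500 to 6528. The median of the single-cell mean RPKM was 0 for silenced genes, 0.117 for low, 2.59 for intermediate and 32.4 for high expression in bulk, and 81.9%, 32.2%, 1.99% and 0.0460% of genes in these groups were listed at 0 in all 16 cells.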

The genes were divided into 4 groups according to their RPKM value from RNA-seq of bulk mouse ES cells. The upper panel shows the chromatin accessibility, and the first three nucleosomes downstream of the TSS were strongly positioned in the highly-expressed genes, which also had the highest promoter openness. The promoter DNA methylation levels are shown in the lower panel. RNA-seq data of bulk ES cells that were the same batch as the scCOOL-seq used was included here for analysis.

**(D)** Promoter accessibility and DNA methylation level among the HCP (high-density CpG promoter), ICP (intermediate-density CpG promoter) and LCP (low-density CpG promoter).

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S5 — Nucleosome positioning patterns observed by single-cell COOL-seq method.

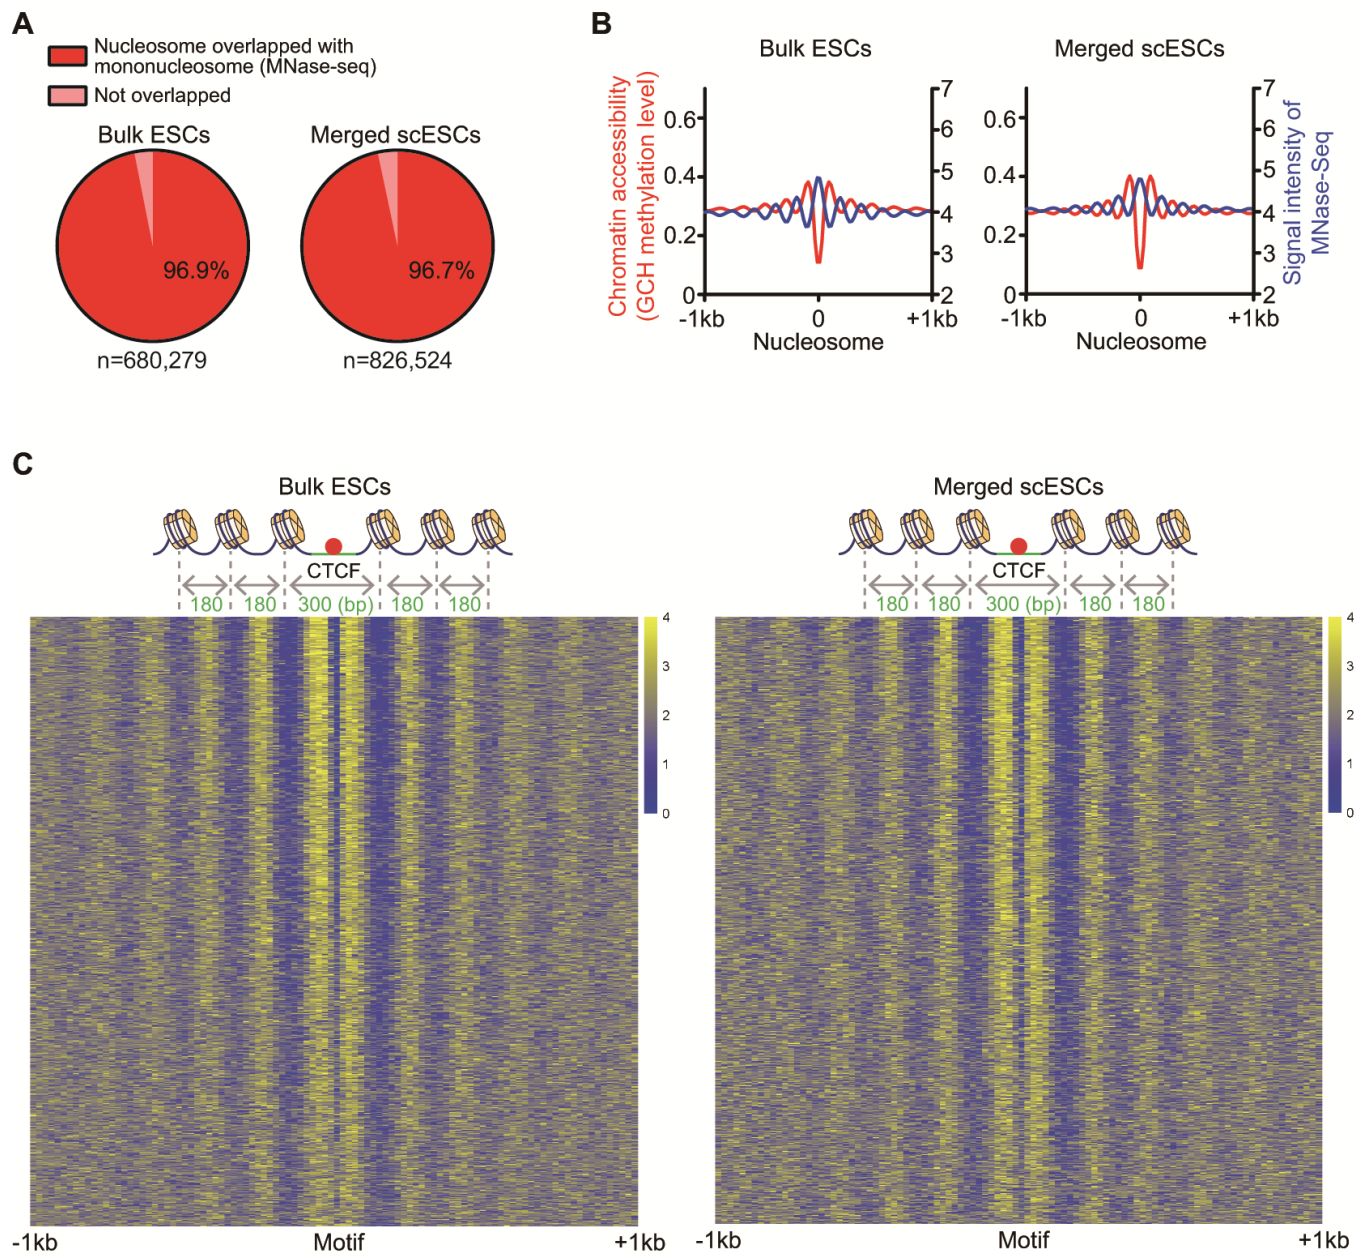

**Supplementary information, Figure S5.** Nucleosome positioning patterns observed by single-cell COOL-seq method.

**(A)** The proportion of nucleosomes detected by single-cell COOL-seq analysis that overlapped with the mono-nucleosomes detected in bulk ES cells detected by MNase-seq.

**(B)** Nucleosome positioning of individual mouse ES cells revealed by single-cell COOL-seq analysis. The nucleosomes that were inaccessible to the GpC methylase were calculated using our criteria and overlapped nicely with nucleosomes detected by MNase-seq (blue curve).

**(C)** Heat map of nucleosome positioning around  $\pm 1$  kb of the CTCF motif within the CTCF ChIP-seq peaks. Data from bulk ES cells and merged single-cell COOL-seq data from 24 ES cells were shown.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S6 — Representative loci detected as either open or closed chromatin by single-cell COOL-seq method were validated by liDNaseI-qPCR assay.

**A**

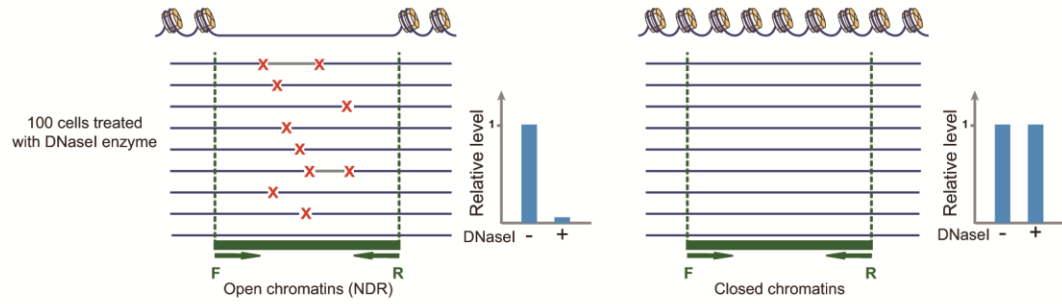

**B**

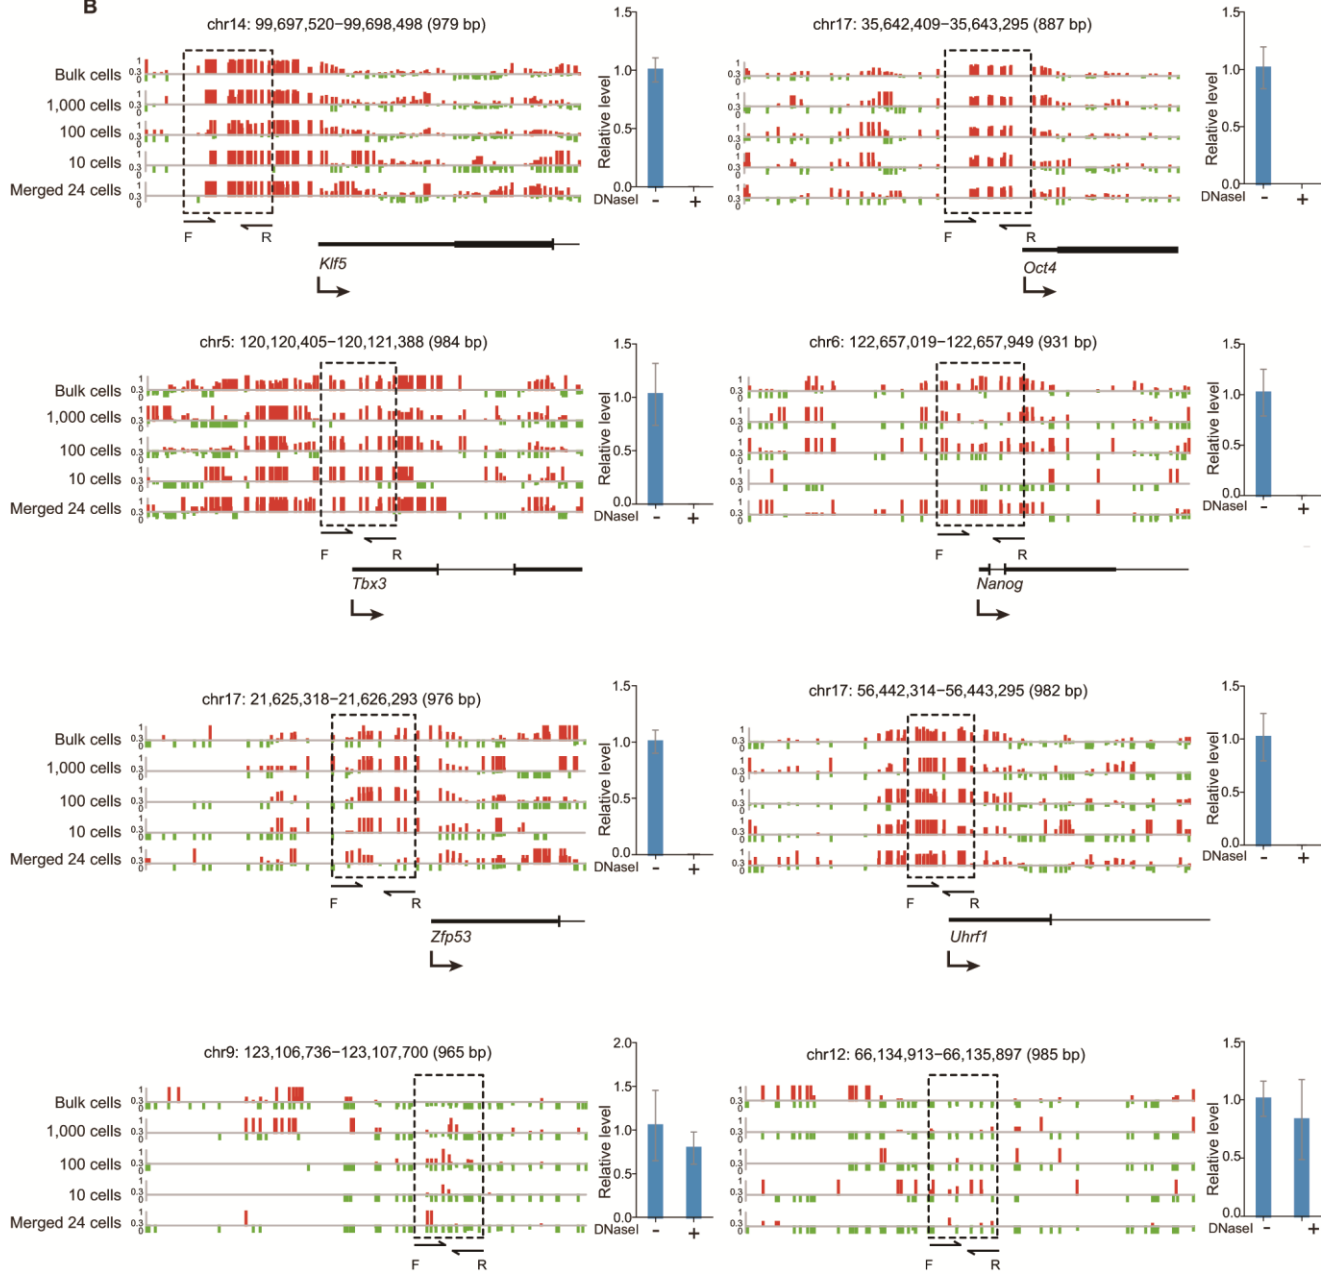

**Supplementary information, Figure S6.** Representative loci detected as either open or closed chromatin by single-cell COOL-seq method were validated by liDNaseI-qPCR assay.

**(A)** Diagram of the liDNaseI-qPCR assay. Briefly, 100 cells were treated using the protocol published recently by Yi Zhang's lab (Falong Lu *et al.*, *Cell*, 2016).

**(B)** Representative loci detected as open chromatin (*Klf5*, *Pou5f1*, *Tbx3*, *Nanog*, *Zfp53* and *Uhrf1*) and loci detected as closed chromatin in single-cell COOL-seq results (shown were GCH sites with averaged methylation level) were validated by liDNaseI-qPCR assay. 4 replicates were performed for each locus and the error bar indicated the standard deviation.

## Reference

Lu F, Liu Y, Inoue A, Suzuki T, Zhao K, Zhang Y. Establishing chromatin regulatory landscape during mouse preimplantation development. *Cell* 2016; **165**:1375-1388.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S7 — Robust and accurate detection of NDRs and nucleosomes across individual ES cells.

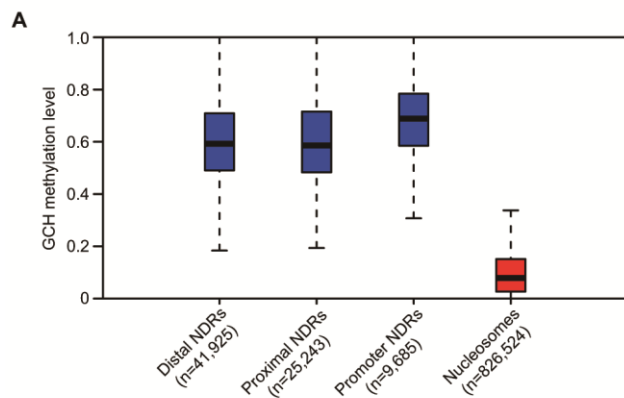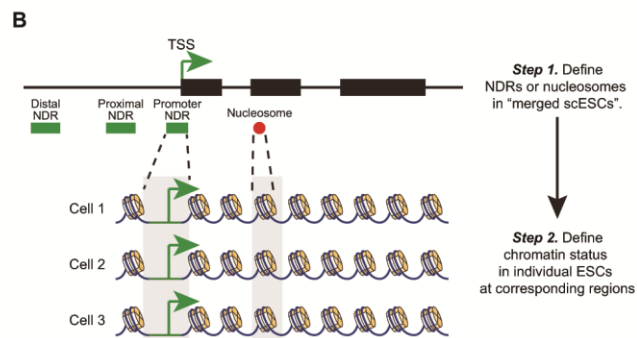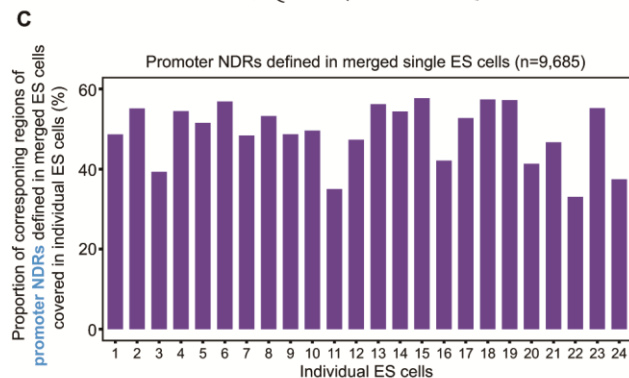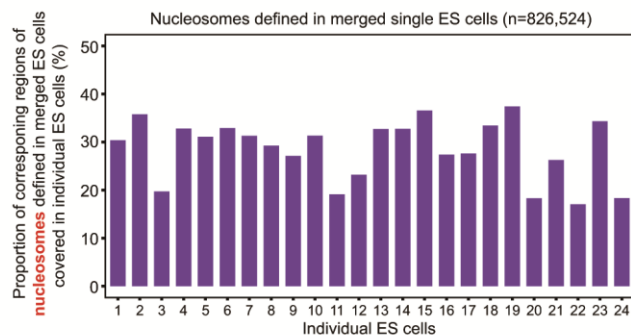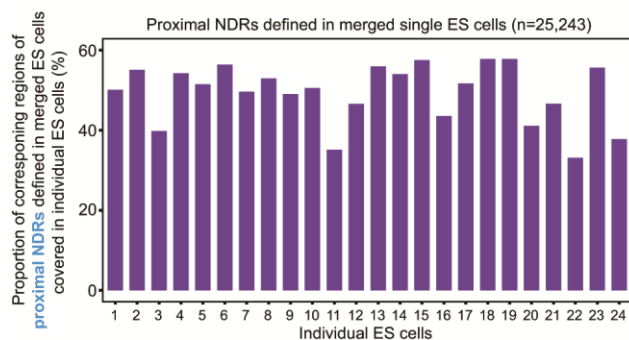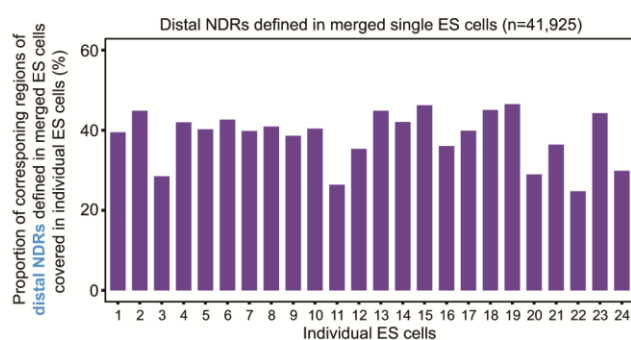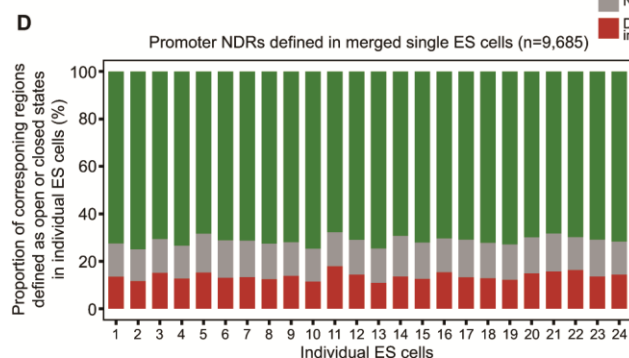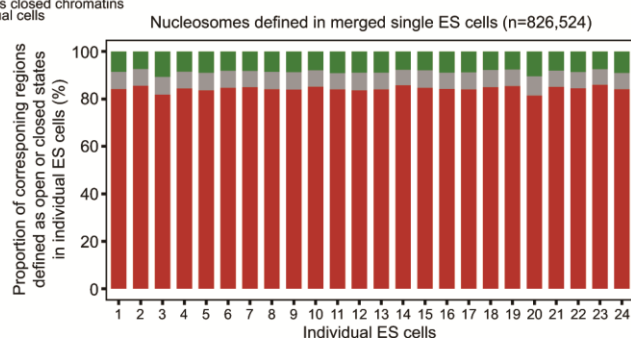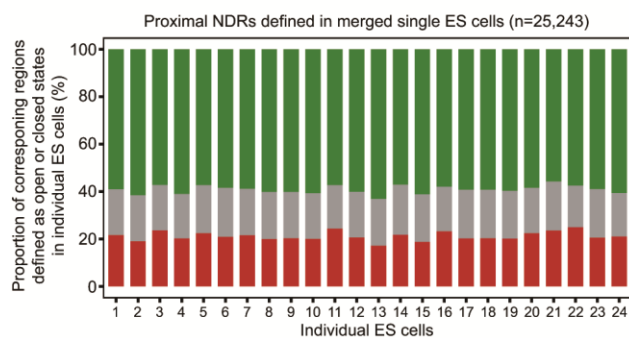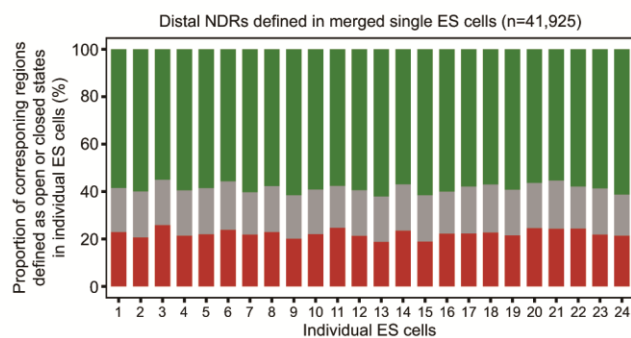

**Supplementary information, Figure S7.** Robust and accurate detection of NDRs and nucleosomes across individual ES cells.

**(A)** Boxplot of averaged GCH methylation level of NDRs (distal, proximal and promoter NDRs) and nucleosomes defined in merged single ES cells (promoter NDRs, NDRs contain TSS; proximal NDRs, NDRs within 2kb upstream and downstream of the TSS; distal NDRs, NDRs at least 2kb away from the TSS).

**(B)** Diagram of definition of chromatin status across individual ES cells. if an NDR or nucleosome defined in merged single cell samples is covered in a single cell (at least 5 GCH sites covered in corresponding regions) with the averaged GCH methylation level above 0.5, this region is defined as open chromatin in this single cell; If an NDR or nucleosome defined in merged single cell samples is covered in a single cell with the averaged GCH methylation level of 0.3, this region is defined as closed chromatin in this single cell.

**(C)** Proportion of the corresponding regions that defined as NDRs or nucleosomes in merged single ES cells covered in individual ES cells.

**(D)** Proportion of corresponding regions defined as open or closed in individual ES cells.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S8 — Variation of DNA methylation and chromatin accessibility at specific genomic elements among different individual cells at each developmental stage.

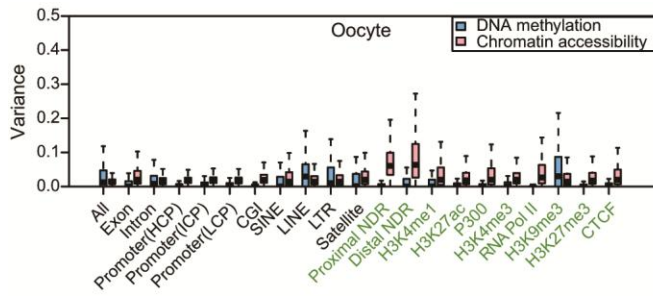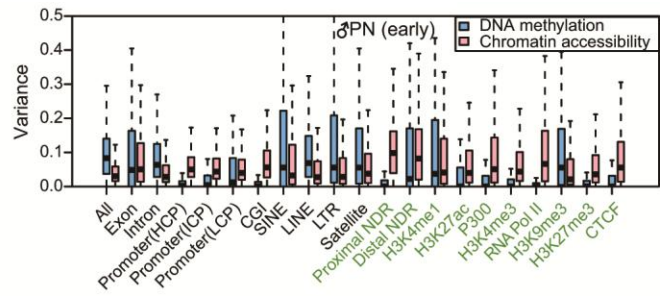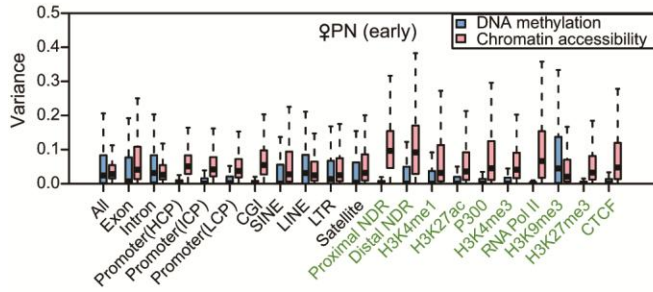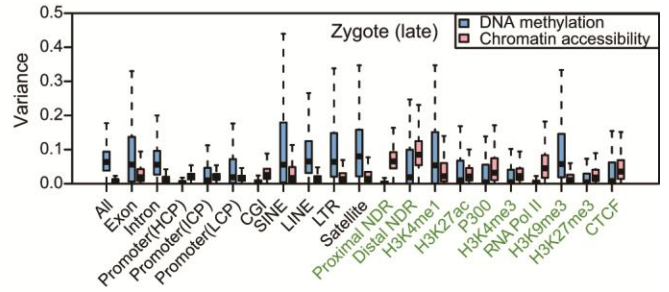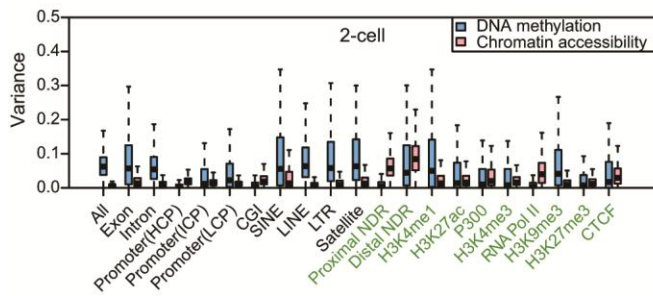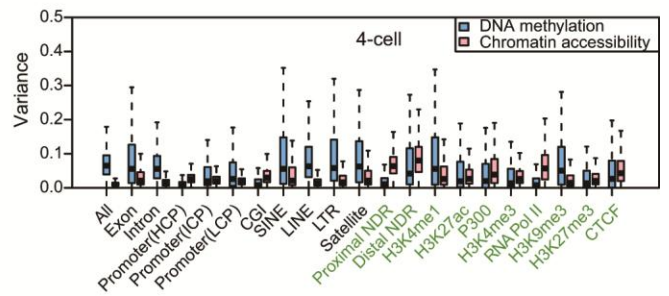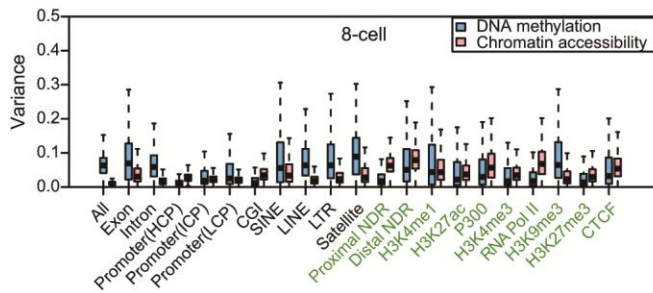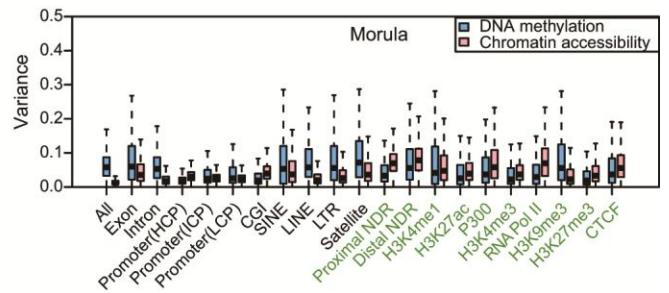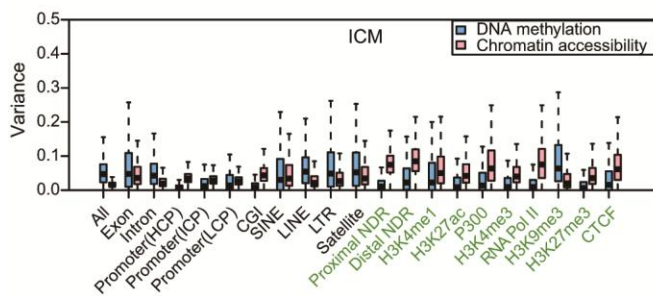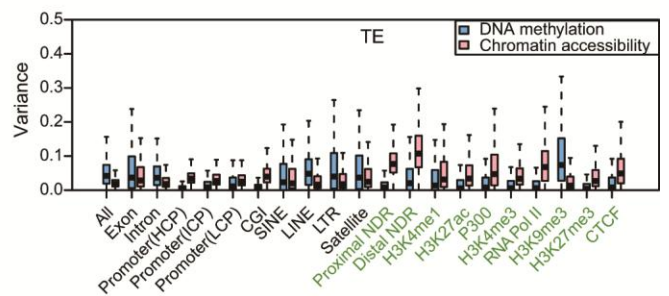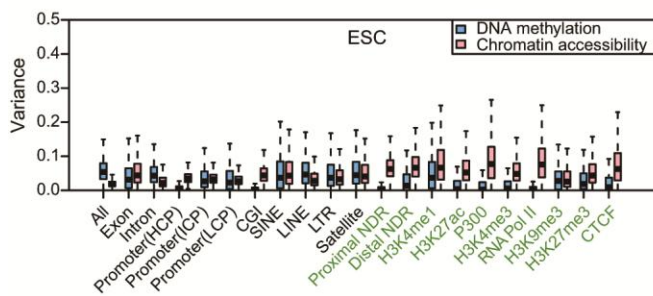

**Supplementary information, Figure S8.** Variation of DNA methylation and chromatin accessibility at specific genomic elements among different individual cells at each developmental stage. Variation of DNA methylation and chromatin accessibility at exon, intron, promoters, CGIs and repetitive elements in each developmental stage. Variation of DNA methylation and chromatin accessibility at putative regulatory elements. NDRs that detected within each stage were used. The published ChIP-seq data were from mouse ES cells.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S9 — Chromatin accessibility of mouse preimplantation embryos revealed by single-cell COOL-seq analysis.

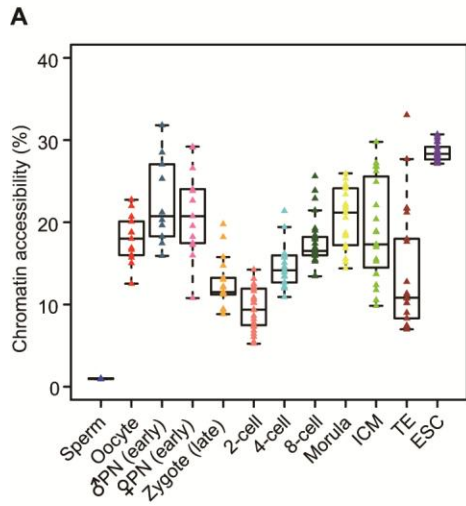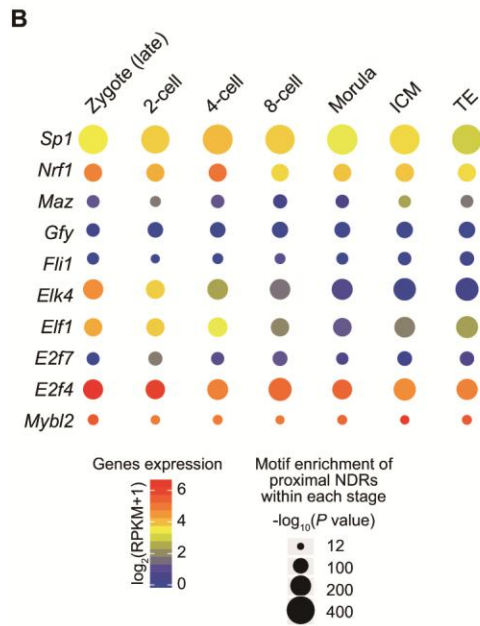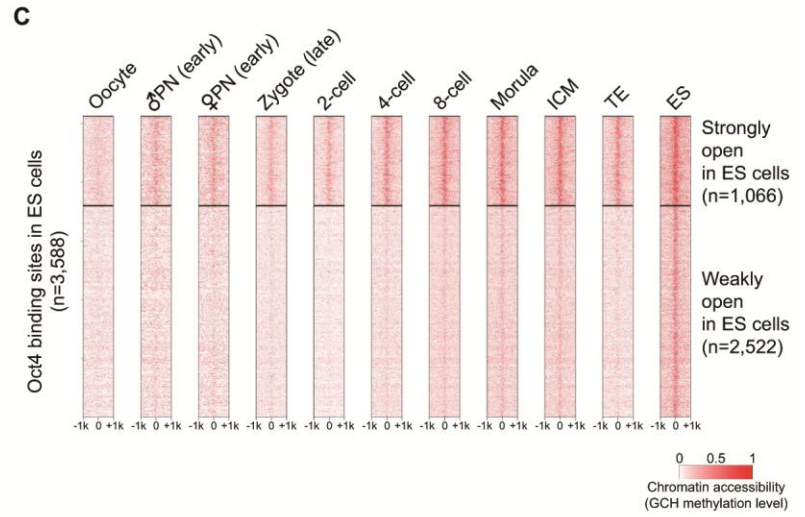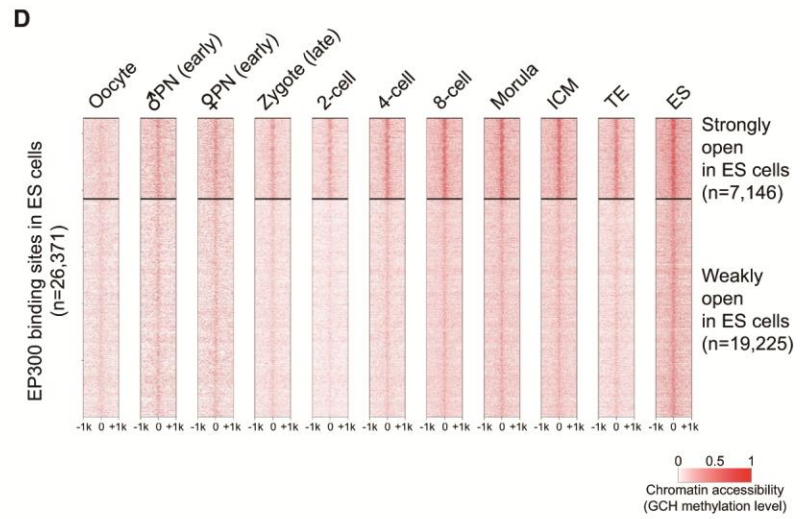

**Supplementary information, Figure S9.** Chromatin accessibility of mouse preimplantation embryos revealed by single-cell COOL-seq analysis.

**(A)** Boxplot of averaged chromatin accessibility in each single blastomere. The mean methylation level of all the detected GCH sites in a single cell was calculated. The cells at the same developmental stage were plotted together in the same box.

**(B)** Representative motifs with their P-value of motif enrichment analysis of nucleosome depleted regions around TSS during mouse preimplantation development.

**(C)** Dynamic of chromatin accessibility of presumable binding sites of Oct4 during preimplantation development. 3,588 of Oct4 binding sites identified in mouse ES cells by ChIP-seq were used for analysis. Those binding sites covered (at least 5 GCH sites covered in corresponding regions) across all the stages were used for analysis.

**(D)** Dynamic of chromatin accessibility of presumable binding sites of EP300 during preimplantation development. 26,371 of EP300 binding sites identified in mouse ES cells by ChIP-seq were used for analysis. Those binding sites covered (at least 5 GCH sites covered in corresponding regions) across all the stages were used for analysis.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S10 — Chromatin accessibility and DNA methylation at promoters, NDRs and nucleosomes during preimplantation development.

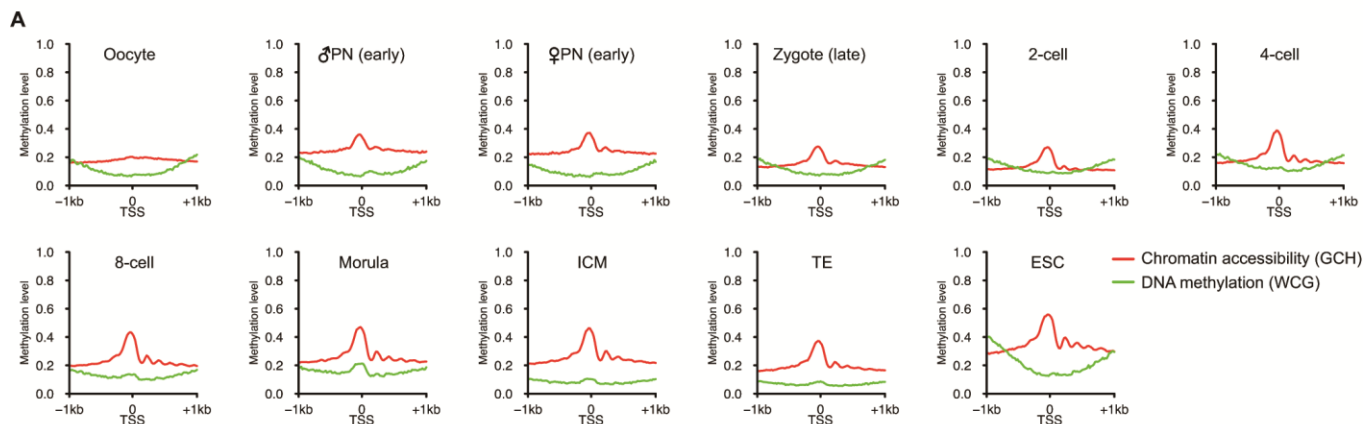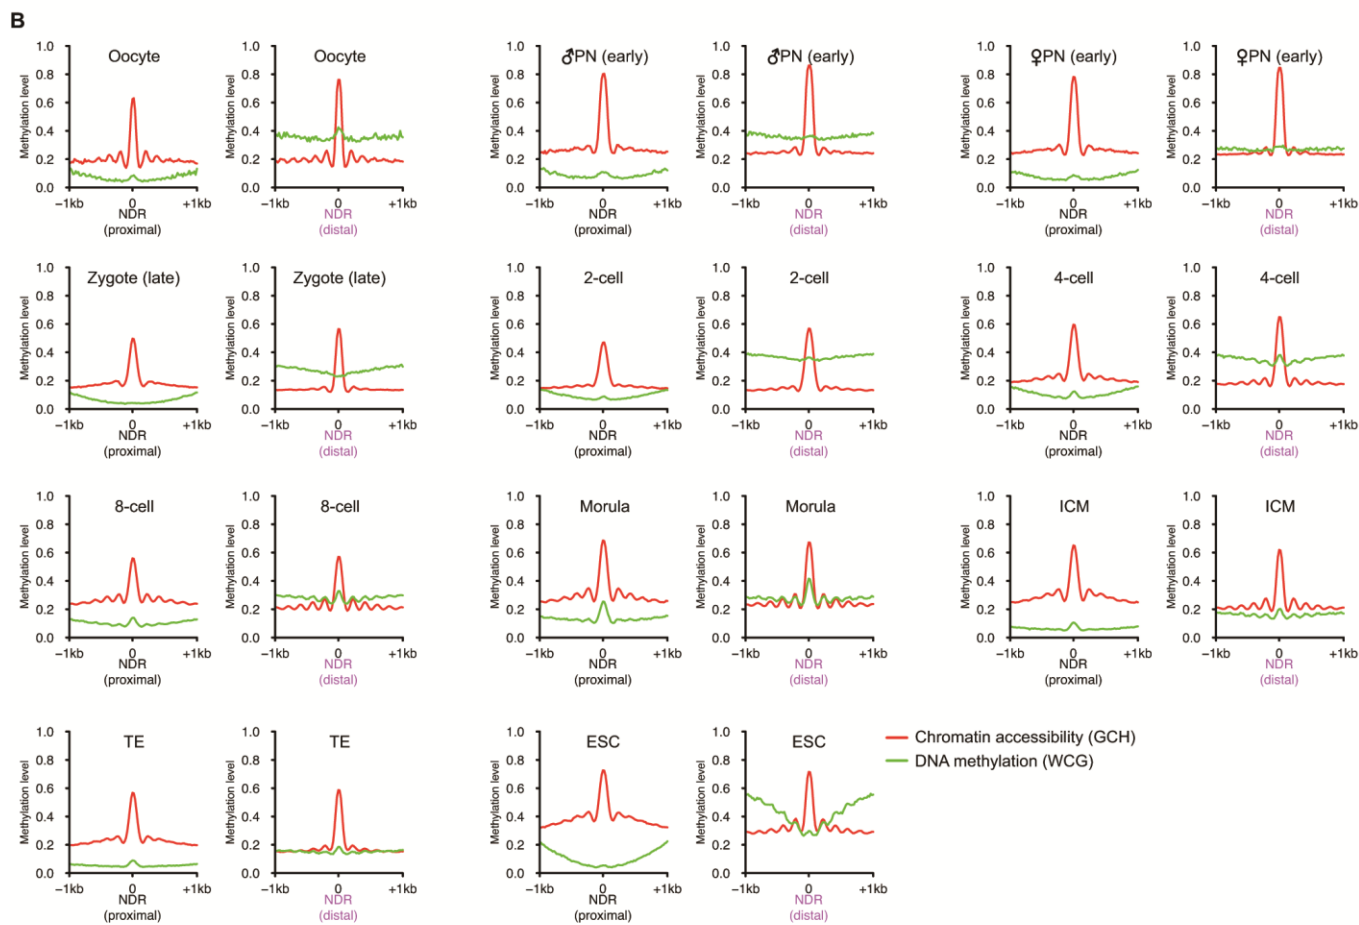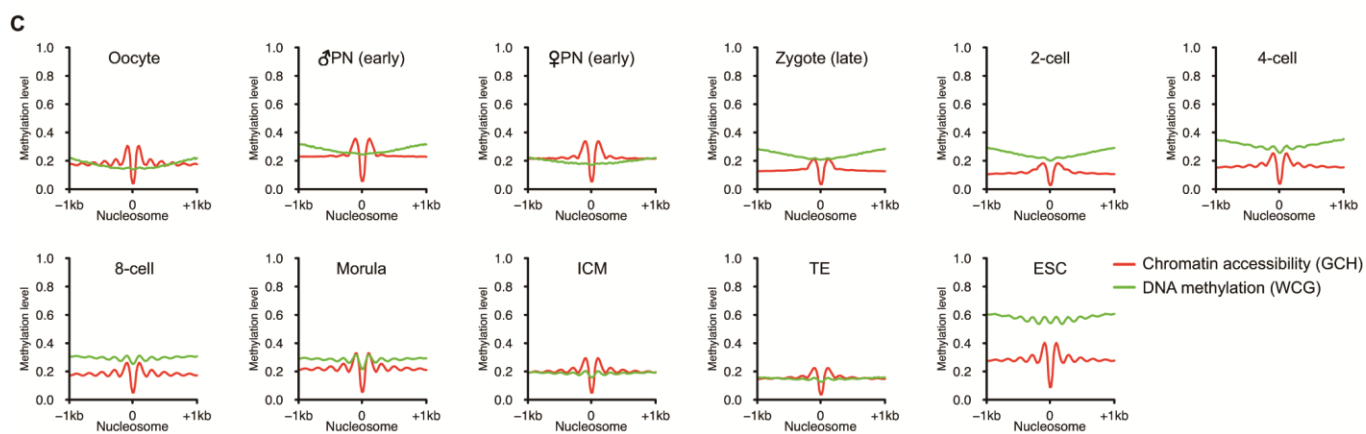

**Supplementary information, Figure S10.** Chromatin accessibility and DNA methylation at promoters, NDRs and nucleosomes during preimplantation development.

**(A)** Chromatin accessibility and DNA methylation at the promoter regions. The red curve represents the average chromatin accessibility of the promoters. The green curve shows the endogenous DNA methylation within each stage.

**(B)** Chromatin accessibility and DNA methylation at the proximal and distal NDRs within each stage.

**(C)** Chromatin accessibility and DNA methylation at the nucleosomes within each stage.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S11 — Dynamics of chromatin accessibility of different functional genomic elements in mouse early embryos.

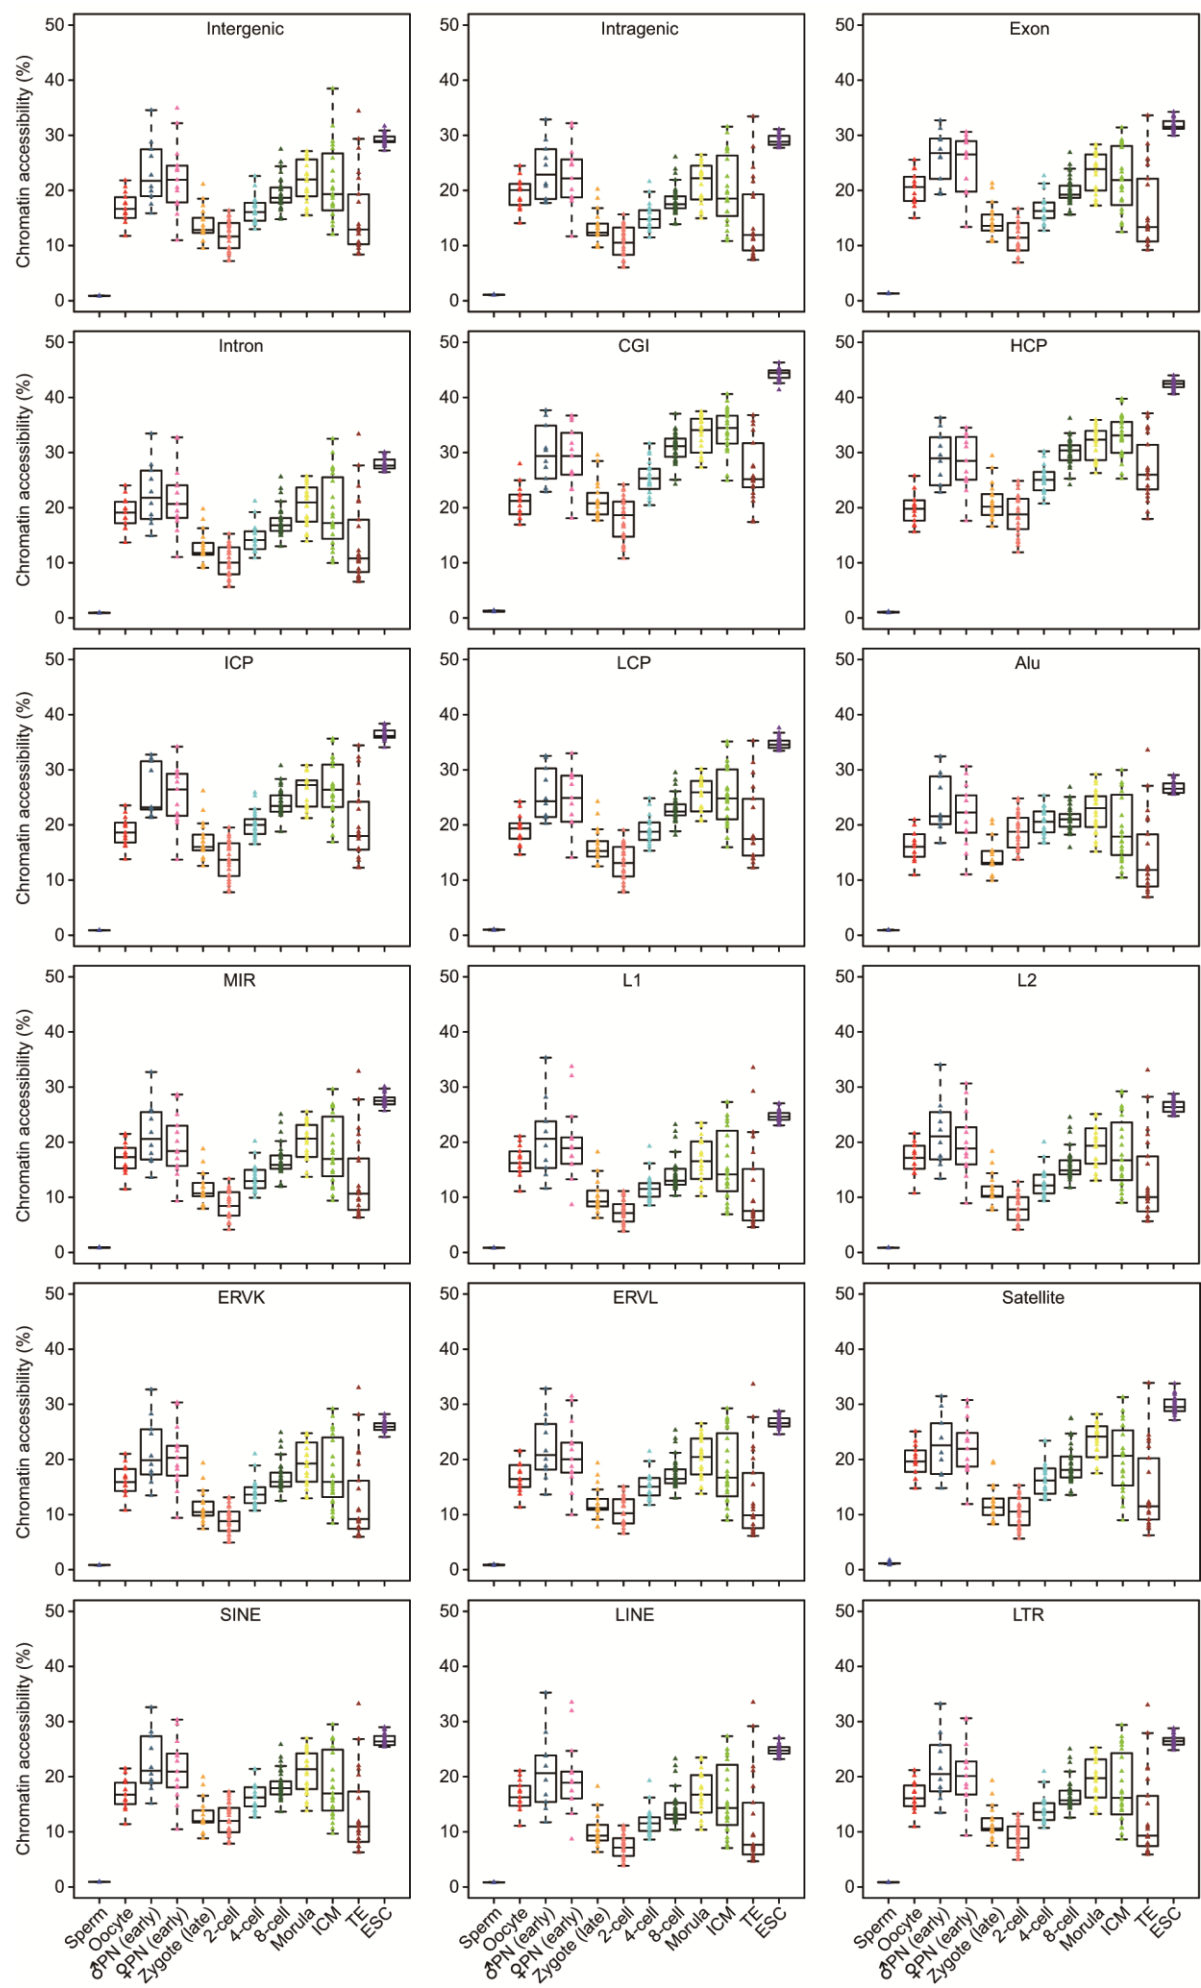

**Supplementary information, Figure S11.** Dynamics of chromatin accessibility of different functional genomic elements in mouse early embryos. Boxplots of chromatin accessibility in different genomic regions, including intergenic regions, intragenic regions, exons, introns, CGIs, promoters and subgroups of repetitive elements. The bottom and top of the boxes indicate the first and third quartiles, respectively, and the lines inside the boxes indicate the medians of the data. Each triangle indicates a single cell or blastomere. Note that the sperm samples were 9 bulk cell samples.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S12 — Dynamics of chromatin accessibility of subfamilies of SINEs.

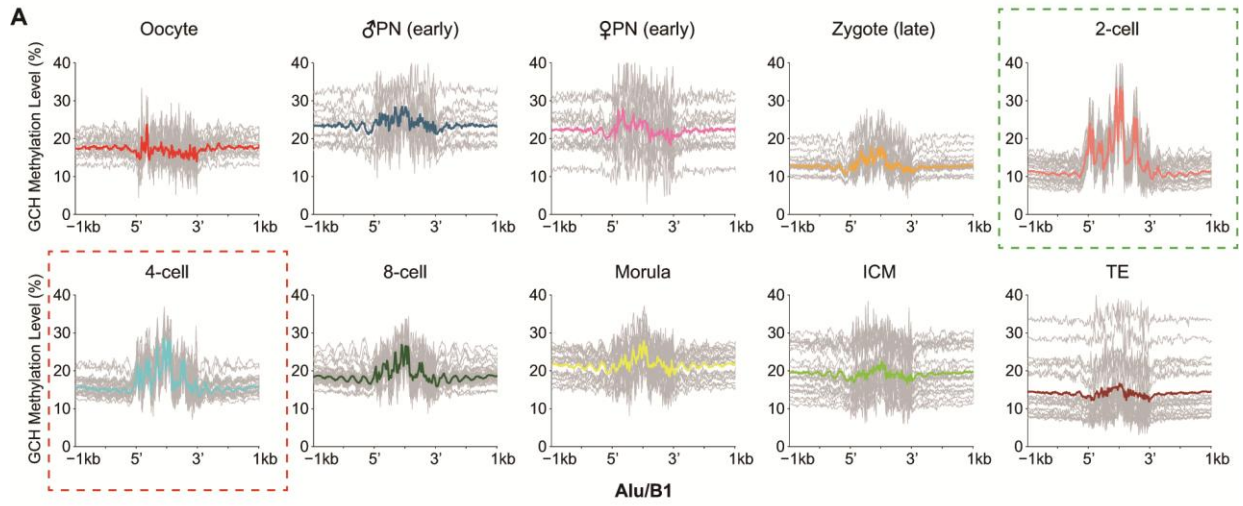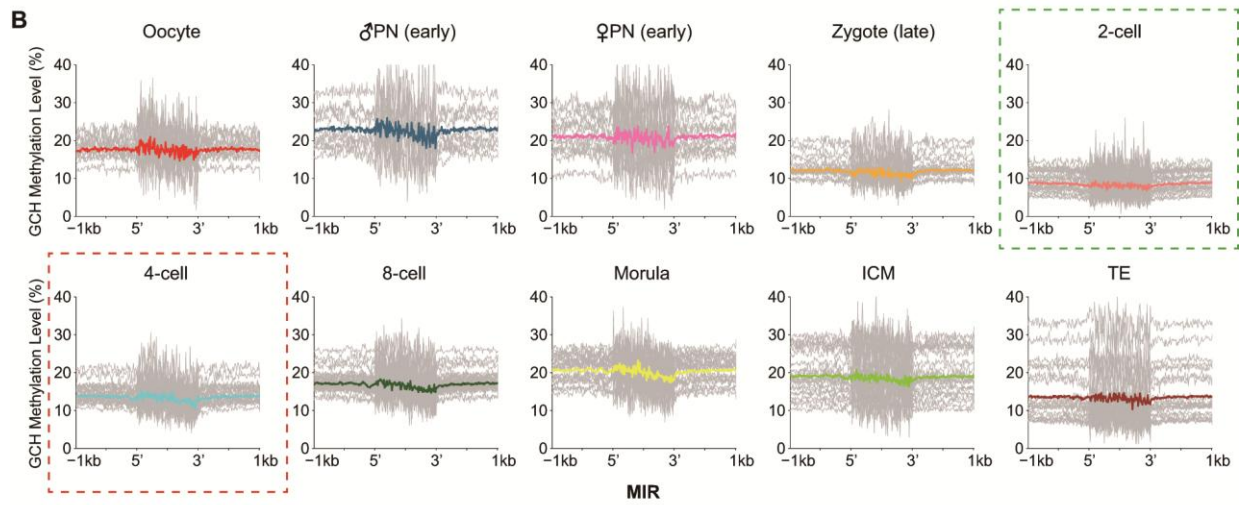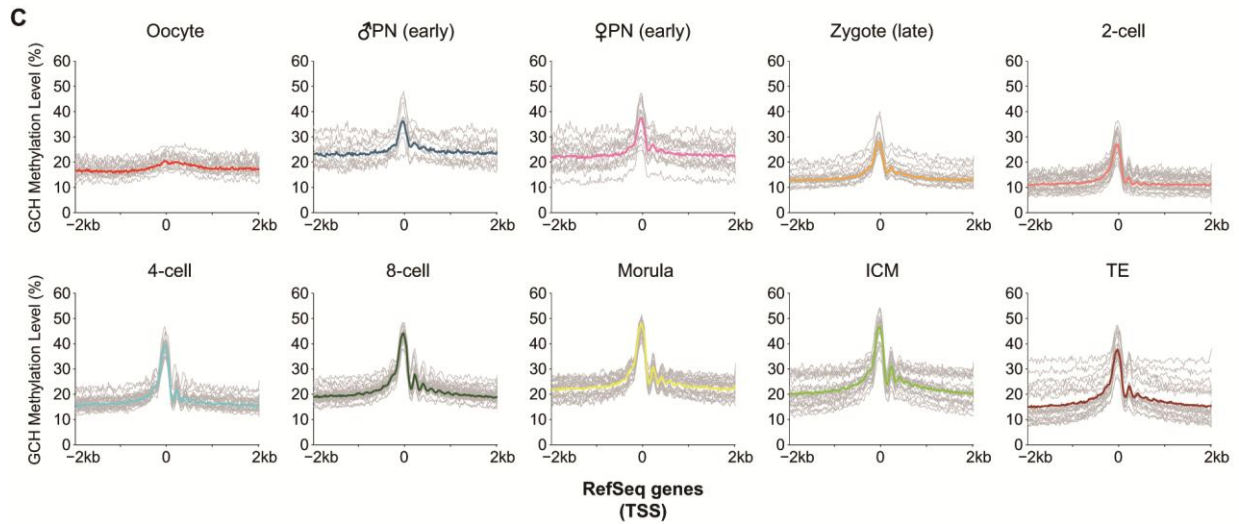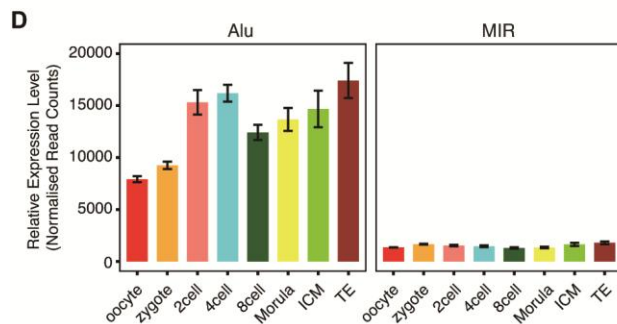

**Supplementary information, Figure S12.** Dynamics of chromatin accessibility of subfamilies of SINEs.

**(A)** The chromatin accessibility along the gene bodies, 1 kb upstream of the TSS and 1 kb downstream of the transcription end sites (TES) of Alu/B1 among individual cells across different developmental stages. The grey line indicated the GCH methylation level of each single cell. The color line indicated the GCH methylation level of merged single cells within each stage.

**(B)** The chromatin accessibility along the gene bodies, 1 kb upstream of the TSS and 1 kb downstream of the TES of MIR among individual cells across different developmental stages.

**(C)** The chromatin accessibility around TSS among individual cells across all the preimplantation stages.

**(D)** RNA expression of Alu/B1 and MIR across preimplantation developmental stages.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S13 — Dynamic of DNA methylation and chromatin accessibility of parental genomes within individual cells in preimplantation embryos.

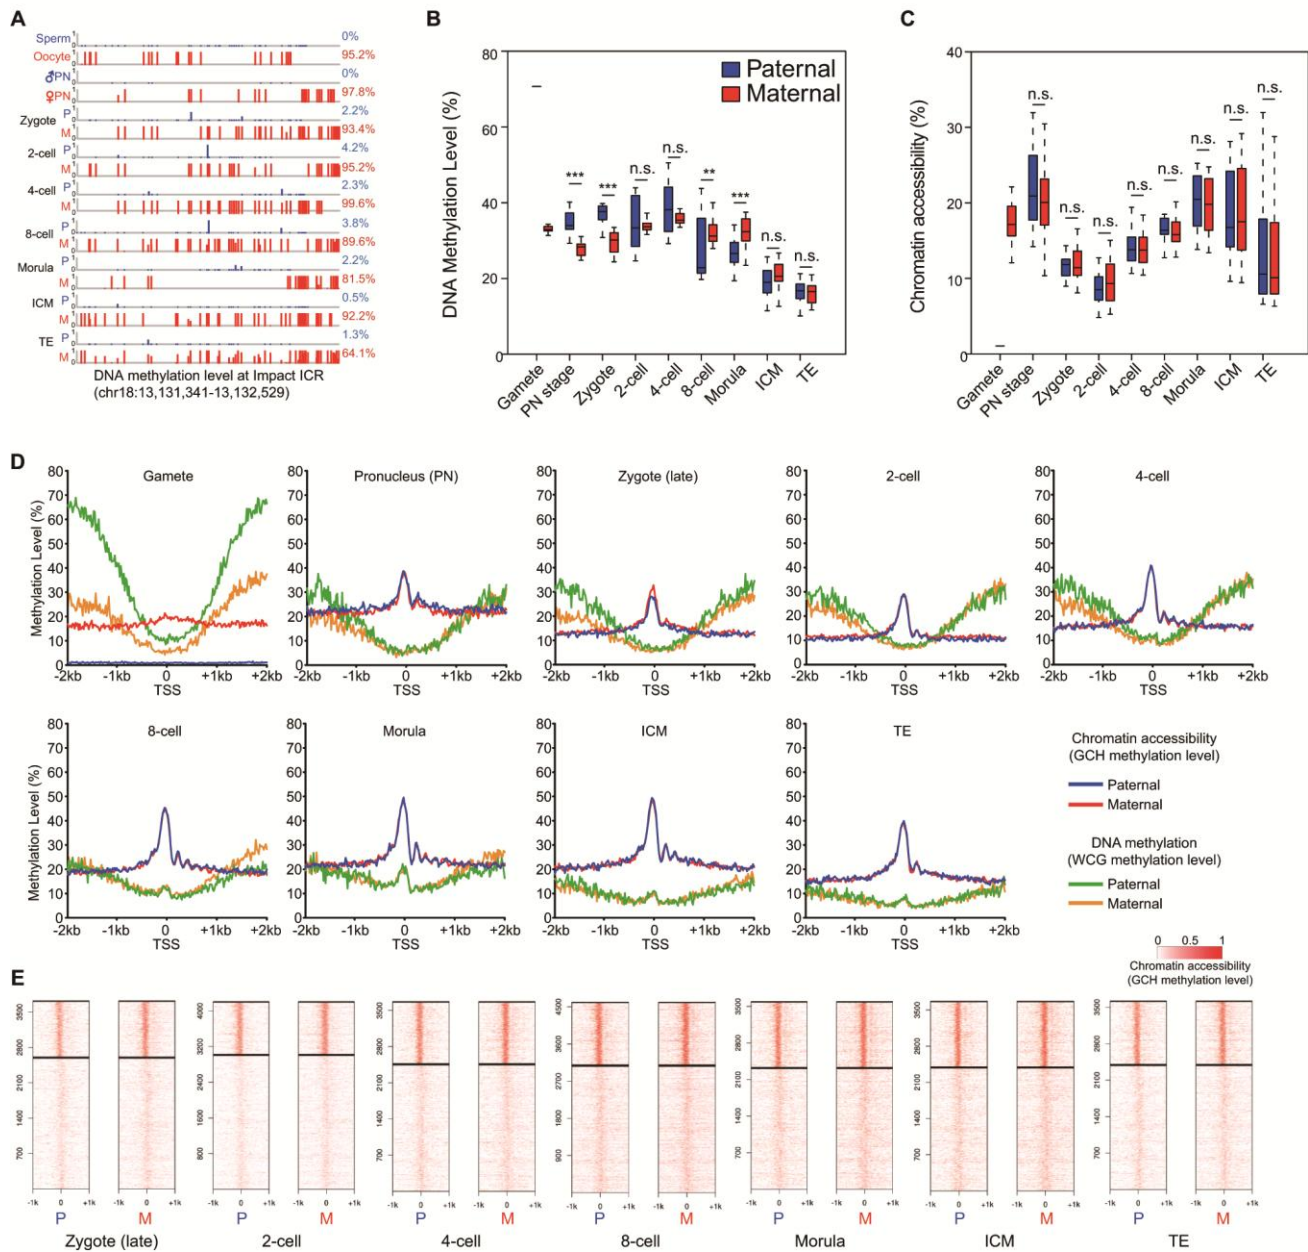

**Supplementary information, Figure S13.** Dynamic of DNA methylation and chromatin accessibility of parental genomes within individual cells in preimplantation embryos.

**(A)** Confirmation of the accuracy of our SNP tracing and DNA methylation detection of parental genomes by analyzing the DNA methylation status of a maternal imprinting control region (*Impact*).

**(B)** Boxplot of DNA methylation level of parental DNA within individual cells across preimplantation development.

**(C)** Boxplot of chromatin accessibility of parental DNA within individual cells across preimplantation development.

**(D)** Chromatin accessibility and DNA methylation level of parental genomes around the TSS across preimplantation development. Maternal and paternal genomes (WCG sites or GCH sites) traced from the merged single blastomeres within the same developmental stages were used.

**(E)** Heat map based on K-means clustering of promoter accessibility of both maternal and paternal genomes across preimplantation development. Maternal and paternal genomes (WCG sites or GCH sites) traced from the merged single blastomeres within the same developmental stages were used. The scale indicated number of genes analyzed within each stage.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S14 — Heterogeneity analysis of promoter accessibility in preimplantation embryos.

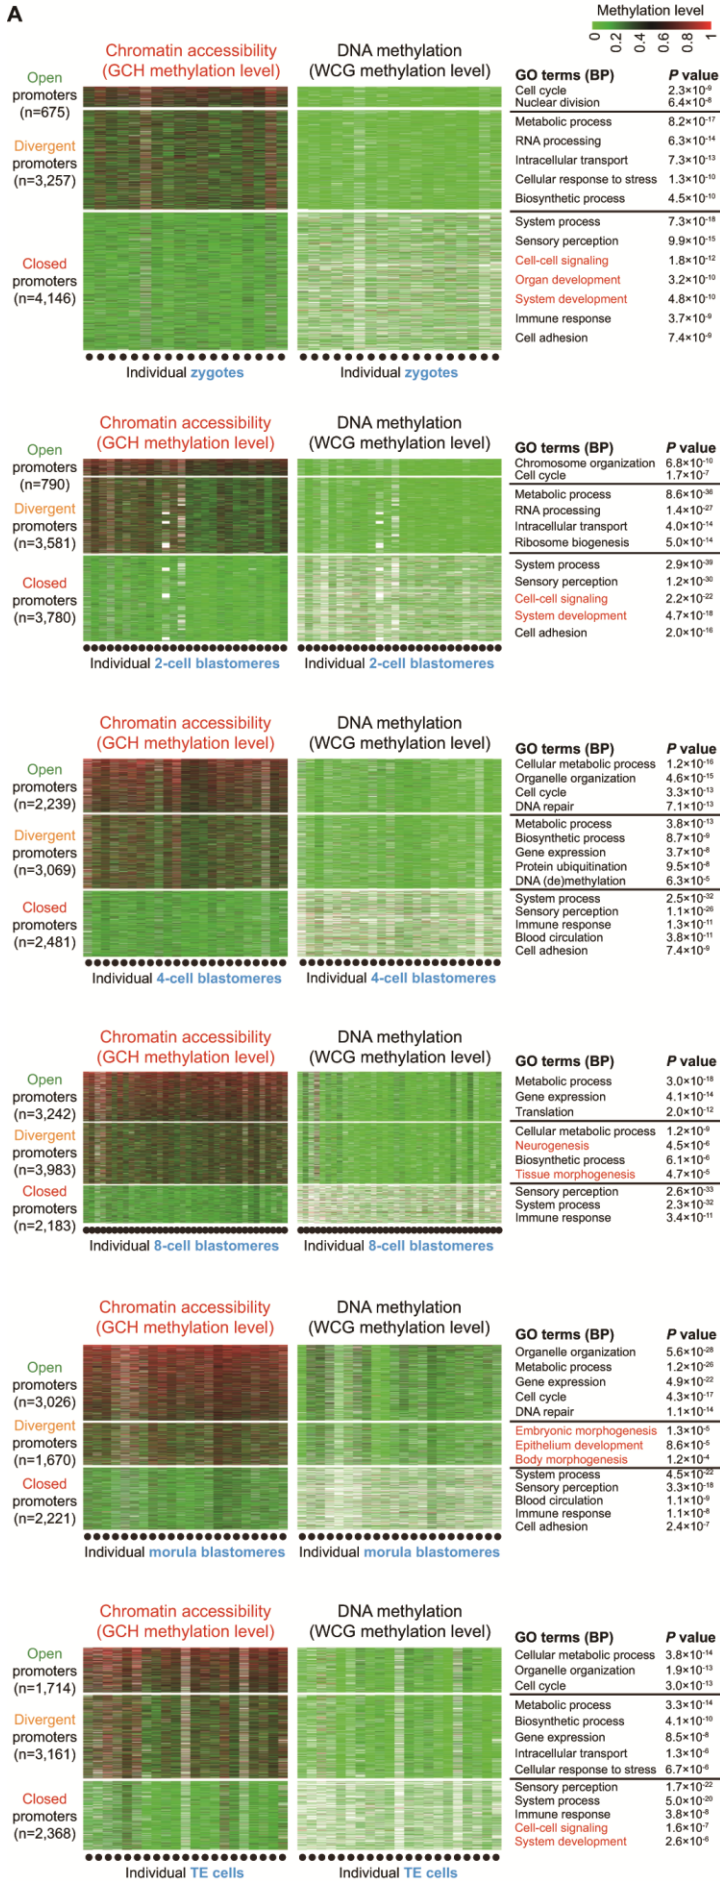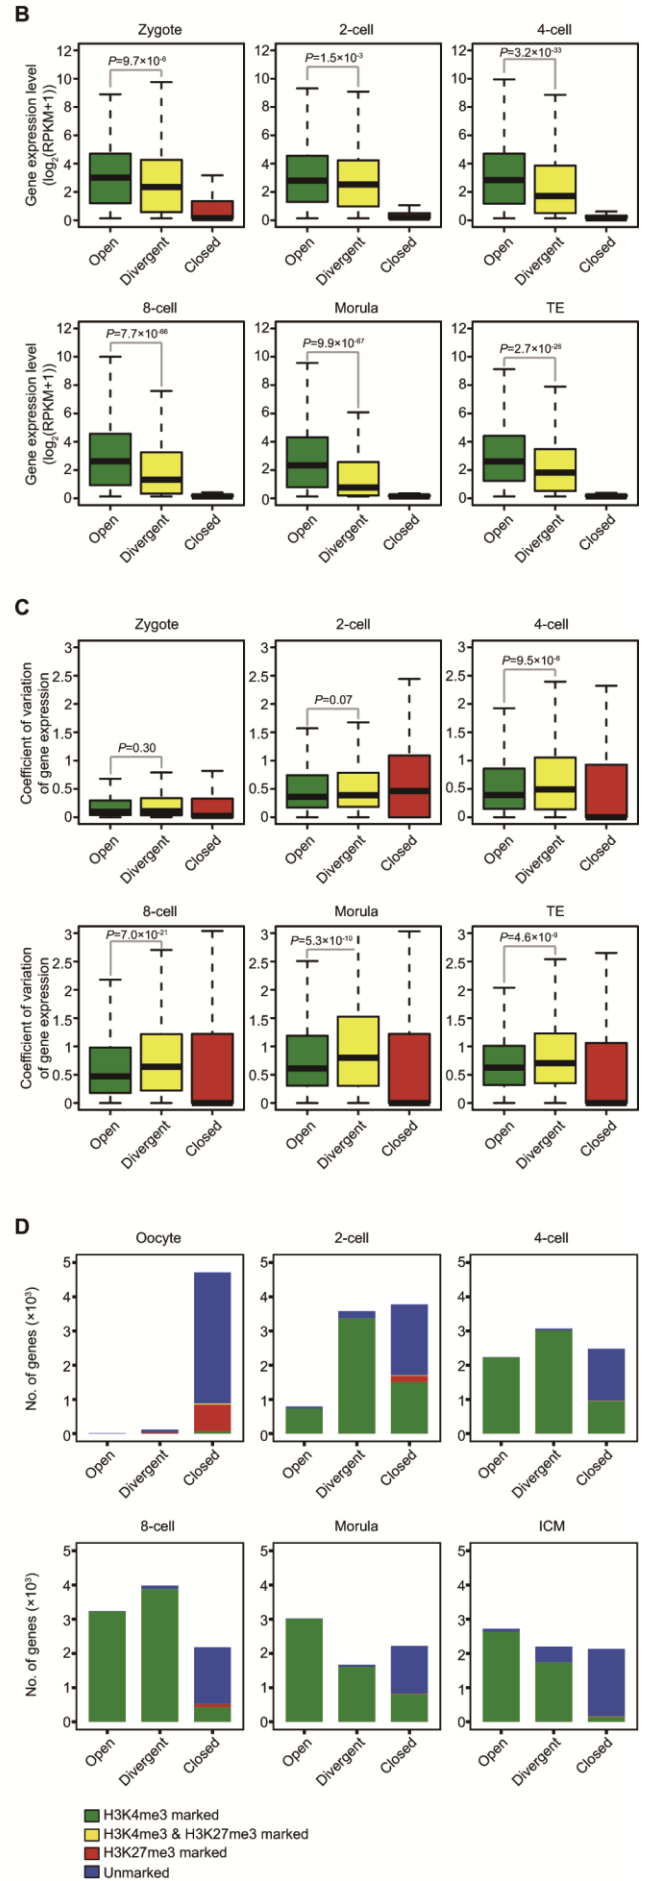

**Supplementary information, Figure S14.** Heterogeneity analysis of promoter accessibility in preimplantation embryos.

**(A)** Chromatin accessibility and DNA methylation level of homogeneously open promoters, homogeneously closed promoters and divergent promoters of individual blastomeres within each developmental stage.

**(B)** Gene expression of corresponding genes with homogeneously open promoters, homogeneously closed promoters and divergent promoters in mouse preimplantation embryos.

**(C)** Coefficient of variation (CV) of expression levels of the corresponding genes with homogeneously open promoters, homogeneously closed promoters and divergent promoters among individual blastomeres in mouse preimplantation embryos.

**(D)** The number of genes within each category that had either H3K4me3 or H3K27me3 marks in mouse preimplantation embryos. ChIP-seq Data was from previous publication (Xiaoyu Liu *et al.*, *Nature*. 2016).

## **Reference**

Liu X, Wang C, Liu W *et al.* Distinct features of H3K4me3 and H3K27me3 chromatin domains in pre-implantation embryos. *Nature* 2016; **537**:558-562.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S15 — The relationship among DNA methylation, chromatin accessibility and expression of RefSeq genes during mouse preimplantation development.

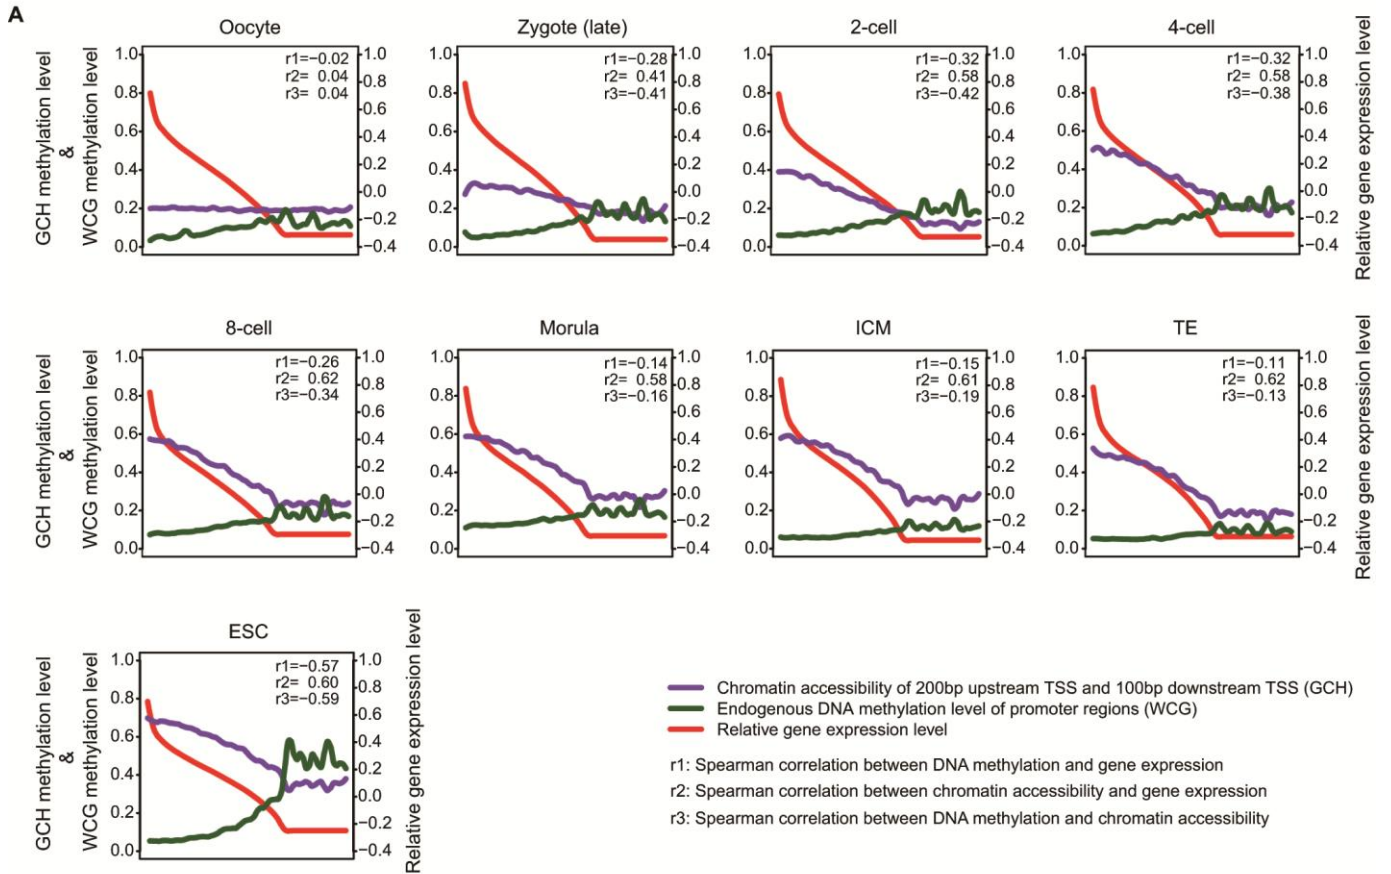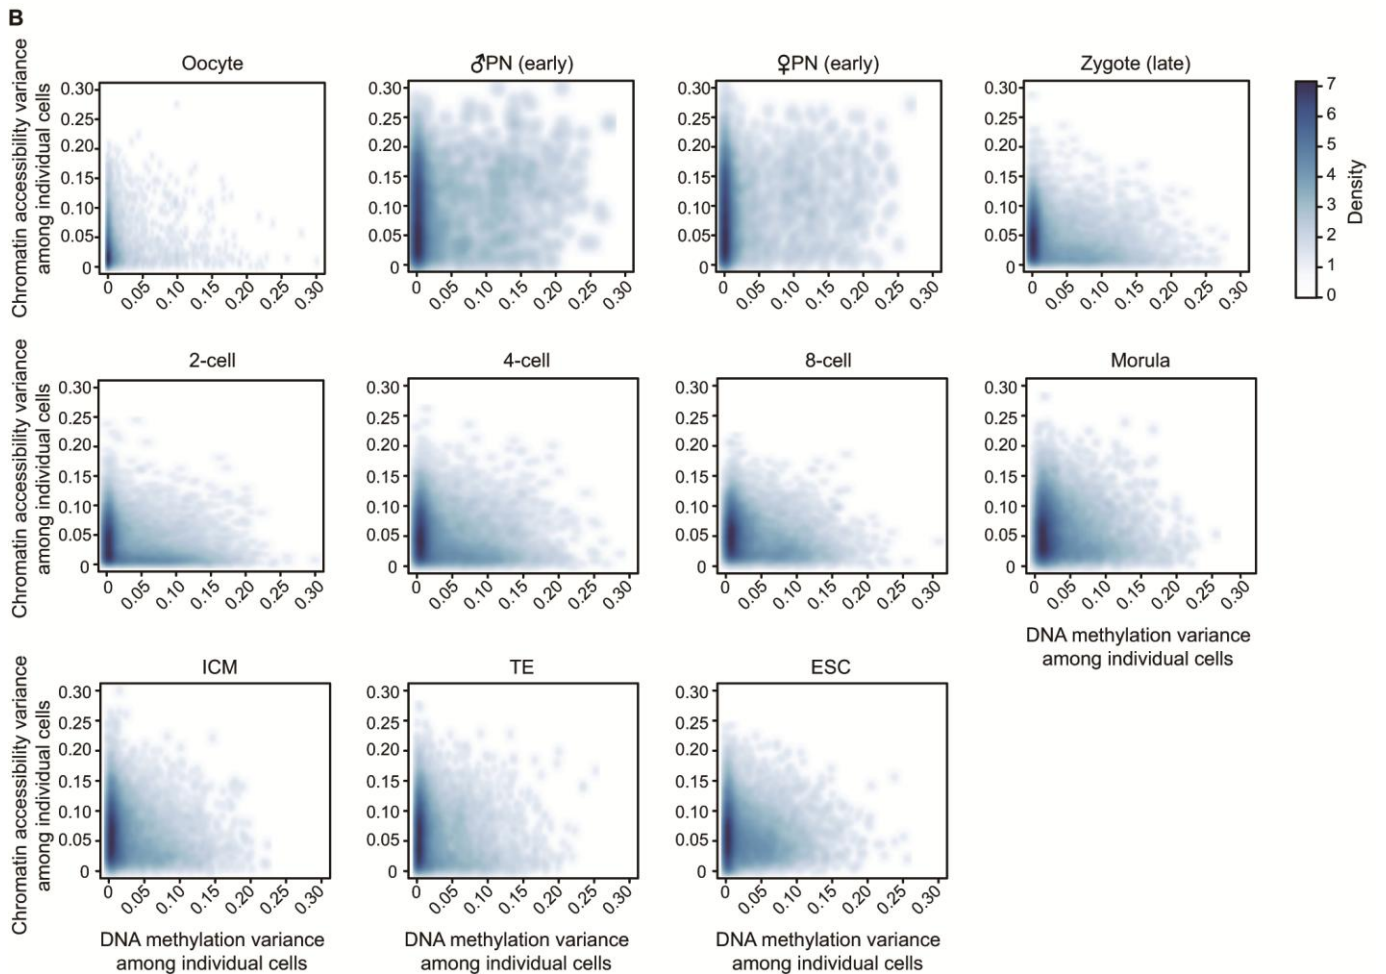

**Supplementary information, Figure S15.** The relationship among DNA methylation, chromatin accessibility and expression of RefSeq genes during mouse preimplantation development.

**(A)** The Spearman correlation coefficient ( $r_1$ ) between endogenous DNA methylation level of the promoter regions (green) and the relative expression levels of the corresponding RefSeq genes (red), the Spearman correlation coefficient ( $r_2$ ) between chromatin accessibility (purple) and the relative expression levels of the corresponding RefSeq genes (red), and Spearman correlation coefficient ( $r_3$ ) between the endogenous DNA methylation levels (green) and the chromatin accessibility (purple). The relative expression levels of the RefSeq genes were calculated as each gene's  $\log_2(\text{RPKM}+1)$  divided by maximum of all genes'  $\log_2(\text{RPKM}+1)$ . The horizontal axis from left to right represents the expression levels from high to low. For calculation of the DNA methylation levels, 1kb upstream TSS and 500bp downstream TSS are used; and for calculation of the chromatin accessibility, 200bp upstream TSS and 100bp downstream TSS are used.

**(B)** Density plot of the relationship between endogenous DNA methylation variance and chromatin accessibility variance of the gene promoter regions. For calculation of the DNA methylation levels, 1kb upstream TSS and 500bp downstream TSS were used; and for calculation of the chromatin accessibility, 200bp upstream TSS and 100bp downstream TSS are used. Genes covered in more than five cells in each stage were analyzed.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S16 — The relationship between DNA methylation and chromatin accessibility during mouse preimplantation development.

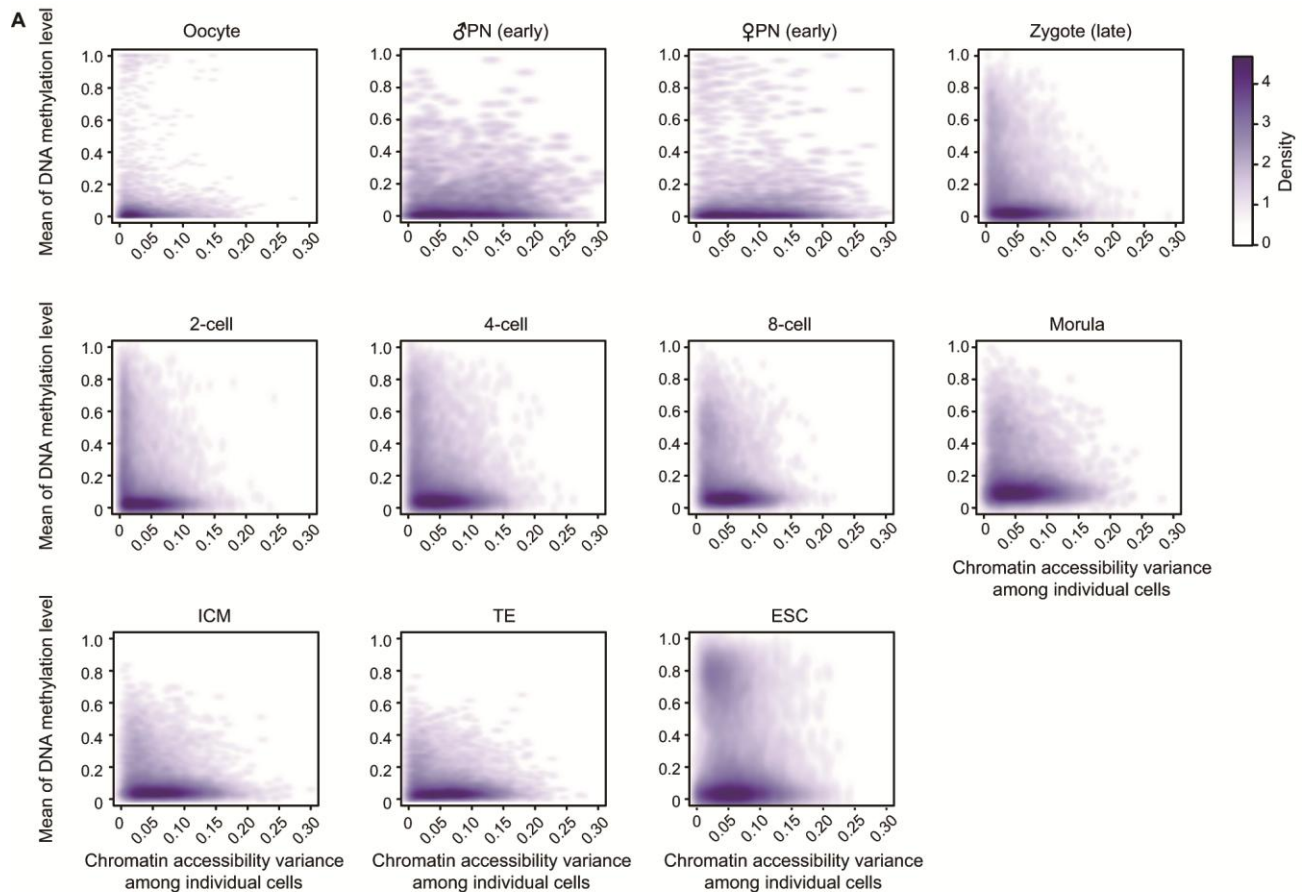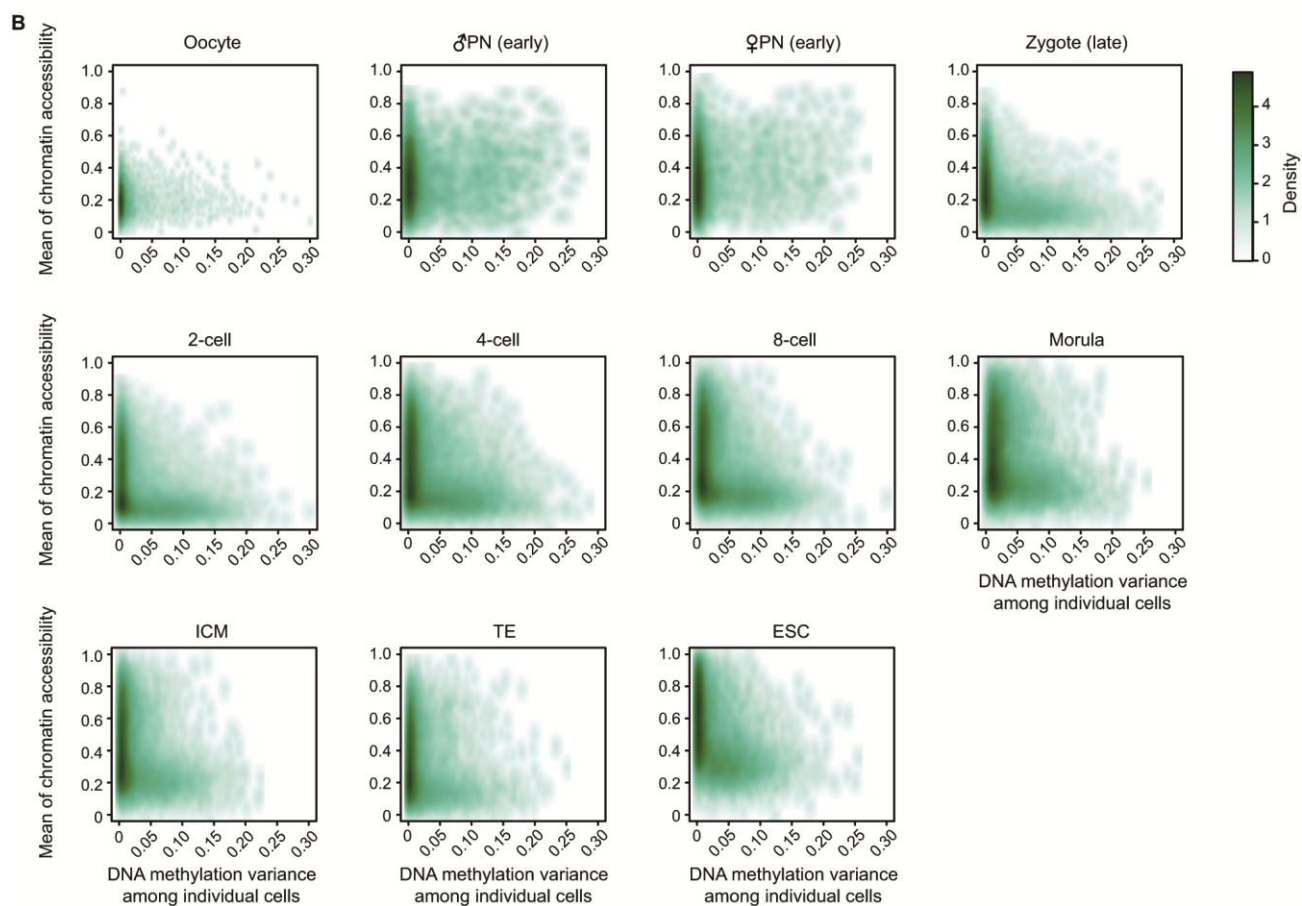

**Supplementary information, Figure S16.** The relationship between DNA methylation and chromatin accessibility during mouse preimplantation development.

**(A)** Density plot of the relationship between chromatin accessibility variance among individual cells at each developmental stage and the mean DNA methylation levels of the corresponding genes.

**(B)** Density plot of the relationship between DNA methylation variance among individual cells at each developmental stage and the mean chromatin accessibility levels of the corresponding genes.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S17 — Nucleosome positioning, ploidy and DNA replication timing of mouse early embryos.

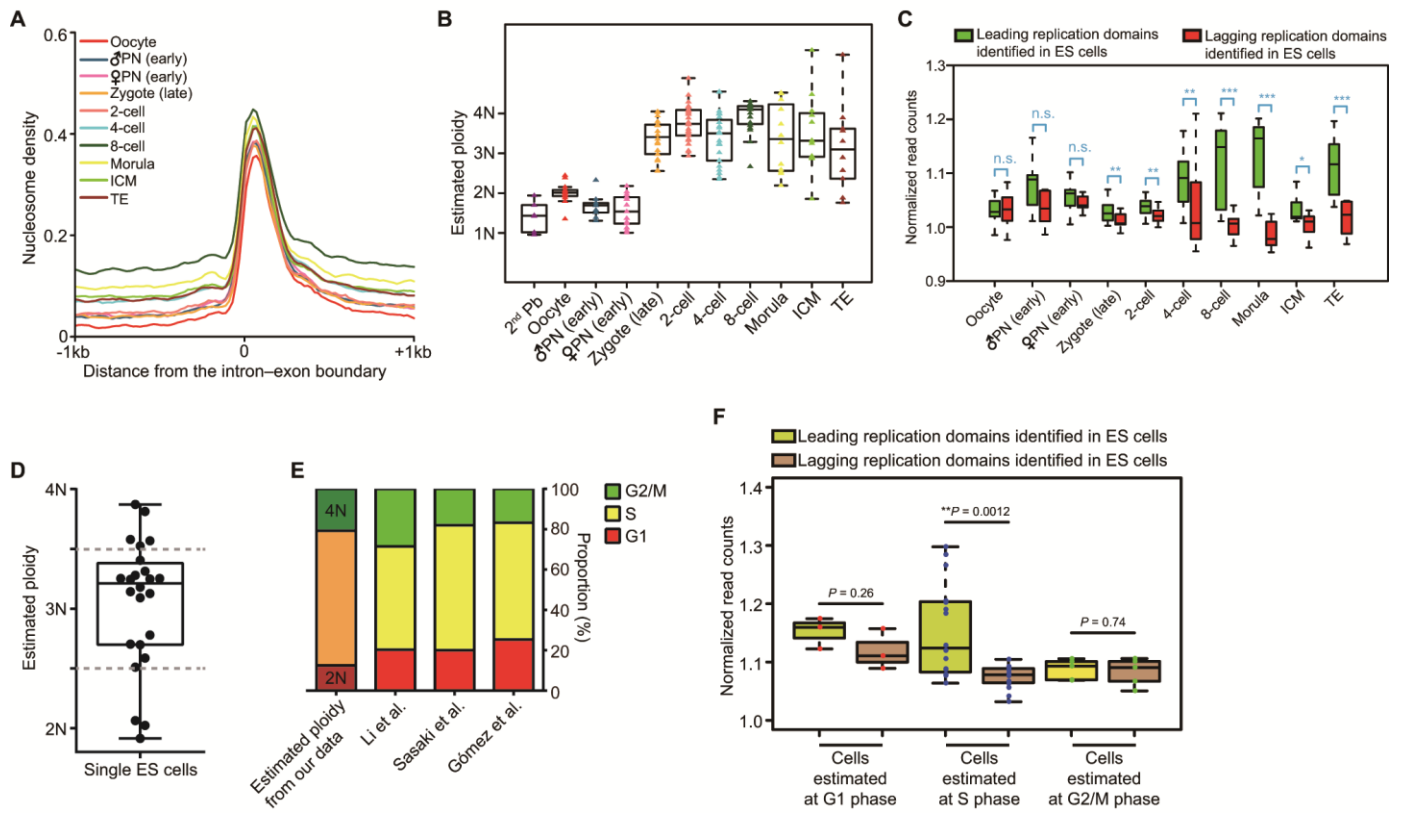

**Supplementary information, Figure S17.** Nucleosome positioning, ploidy and DNA replication timing of mouse early embryos.

(A) Nucleosome density around the intron-exon boundaries across all the preimplantation stages.

(B) Boxplot of the deduced ploidy of each individual cell analyzed.

(C) DNA replication status in mouse early embryos. The published DNA replication domains of mouse ES cells were downloaded and used to analyze the DNA replication status in the mouse early embryos. The mean values of the counts in leading replication regions and in lagging regions were calculated for each single cell sample. A two-tailed *t*-test was used to calculate the statistical significance of copy number differences between the leading and lagging regions. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ . ns denotes for not significant.

(D) Estimated ploidy of 24 individual ES cells.

(E) Deduced cell-cycle status of 24 individual ES cells and published cell-cycle status of mouse ES cells from 3 independent labs (Li *et al.*, *Proc Natl Acad Sci USA*, 2012; Rodriguez-Gomez *et al.*, *Am J Physiol Cell Physiol* 2012; Sasaki *et al.*, *Nat Med*, 2011).

(F) Boxplot of average read counts in DNA replication domains in each single ES cell. Three ES cells estimated as 2N in ploidy were assumed to be in G1 phase; sixteen ES cells estimated as between 2N-4N in ploidy were assumed to be in S phase, and the remaining five ES cells estimated as 4N in ploidy were assumed to be in G2/M phase. The average read counts of the leading replication domains were significantly higher than those of the lagging domains in S phase. A two-tailed *t*-test was used to calculate the *P*-value.

## References

- Li VC, Ballabeni A, Kirschner MW. Gap 1 phase length and mouse embryonic stem cell self-renewal. *Proc Natl Acad Sci USA* 2012; **109**:12550-12555.
- Rodriguez-Gomez JA, Levitsky KL, Lopez-Barneo J. T-type  $\text{Ca}^{2+}$  channels in mouse embryonic stem cells: modulation during cell cycle and contribution to self-renewal. *Am J Physiol Cell Physiol* 2012; **302**:C494-504.
- Sasaki M, Kawahara K, Nishio M, *et al.* Regulation of the MDM2-P53 pathway and tumor growth by PICT1 via nucleolar RPL11. *Nat Med* 2011; **17**:944-951.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Figure S18 — Copy number variations in mouse preimplantation embryos.

**A**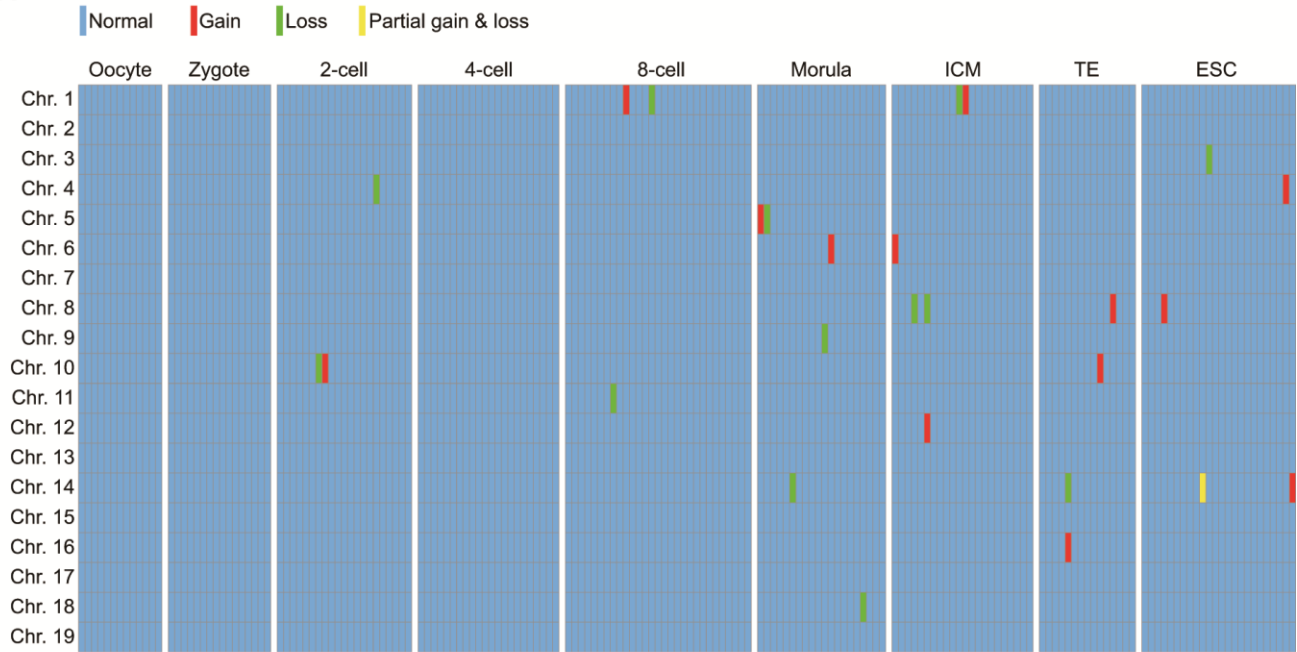**B**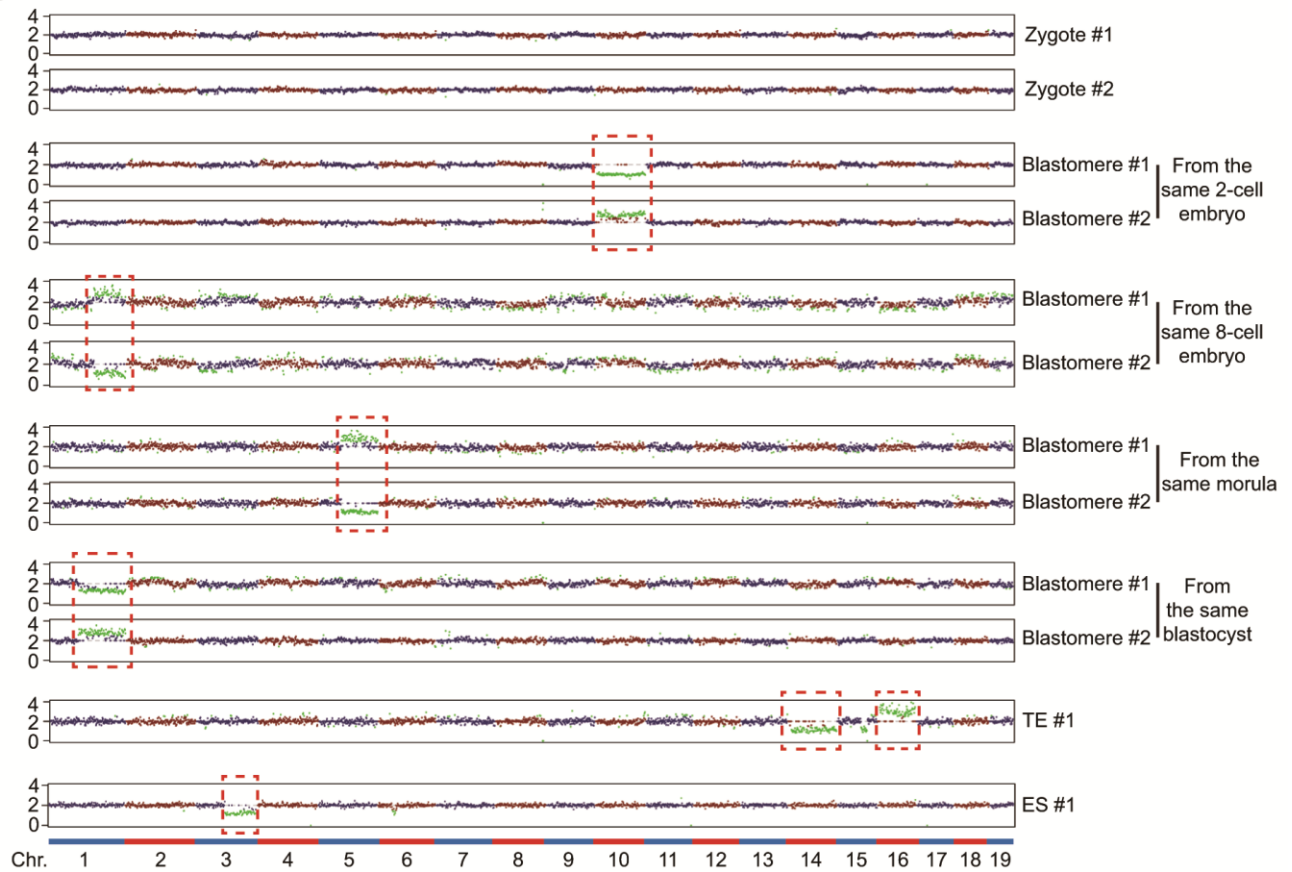

**Supplementary information, Figure S18.** Copy number variations in mouse preimplantation embryos.

(A) Summary of blastomeres with CNVs during preimplantation development.

(B) Representative blastomeres with CNVs in mouse preimplantation embryos. Note that windows with normalized count either above 2.5 or below 1.5 were marked with green color.

# Supplementary material for: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells
**Source:** Cell Res. 2017 Jun 16;27(8):967–88. doi: 10.1038/cr.2017.82
**Supplement:** Supplementary information, Data S1 — Single-cell COOL-seq Protocol

**Supplementary information, Data S1.**

# Single-cell COOL-seq Protocol

Artical: Single-cell multi-omics sequencing of mouse early embryos and embryonic stem cells

Authors: Fan Guo\*, Lin Li\*, Jingyun Li\*, Xinglong Wu, Boqiang Hu, Ping Zhu, Lu Wen, Fuchou Tang

Affiliations: Beijing Advanced Innovation Center for Genomics, Ministry of Education Key Laboratory of Cell Proliferation and Differentiation, College of Life Sciences, Peking University, Beijing 100871, China; Biomedical Institute for Pioneering Investigation via Convergence, Peking University, Beijing 100871, China; Peking-Tsinghua Center for Life Sciences, Peking University, Beijing 100871, China; Group of Translational Medicine, Department of Obstetrics and Gynecology, Ministry of Education Key Laboratory of Obstetric, Gynecologic & Pediatric Diseases and Birth Defects, West China Second University Hospital, Sichuan University, Chengdu, Sichuan 610041, China; Academy for Advanced Interdisciplinary Studies, Peking University, Beijing 100871, China

\*These authors contributed equally to this work

## Day 1

### *In vitro* methylation of single-cell nuclei and release of genomic DNA

1. Lyse a single cell in 3.5  $\mu$ l of lysis buffer (50mM Tris-HCl (pH 7.4), 50mM NaCl, 10mM dithiothreitol, 0.25mM EDTA, 0.25mM phenylmethylsulfonyl fluoride and 0.5% NP-40, plus 1pg  $\lambda$ DNA), keep on ice for 10-15 min.
2. Add the GpC methyltransferase M.CviPI and S-adenosylmethionine (New England Biolabs) to the lysate.
  - *In vitro* methylation mix (5  $\mu$ l):
    - 3.5  $\mu$ l of lysate
    - 0.15  $\mu$ l of 10 $\times$  M.CviPI buffer
    - 1.25  $\mu$ l of M.CviPI (4 U/ $\mu$ l)
    - 0.1  $\mu$ l of SAM (8mM)
    - **5  $\mu$ l in total**
3. Incubate the mixture in a thermocycler at 37  $^{\circ}$ C for 30 min and then at 65  $^{\circ}$ C for 25 min.
4. After *in vitro* methylation, add 0.5  $\mu$ l of 20 mg/ml protease (QIAGEN) and incubate for another 3 hours at 50  $^{\circ}$ C, 20 min at 75  $^{\circ}$ C.

### Bisulfite conversion of single-cell genomic DNA

1. Use the MethylCode Bisulfite Conversion Kit (Invitrogen; Catalog no. MECOV-50).
2. Single-cell genomic DNA is bisulfite converted at 98  $^{\circ}$ C for 10 min, 64  $^{\circ}$ C for 2.5 hrs and then 4  $^{\circ}$ C for storage.
3. Genomic DNA is eluted with 20  $\mu$ l of elution buffer (EB; QIAGEN).

### Random priming of bisulfite converted gDNA

1. Prepare the first-round random priming mix:
  - 19.5  $\mu$ l bisulfite-converted DNA

- 2.5  $\mu$ l 10 $\times$ NEB buffer 2
  - 1.0  $\mu$ l of 10  $\mu$ M scBS-seq-biotin-P5-N9-oligo1
  - 1.0  $\mu$ l dNTP (10mM each)
  - **24  $\mu$ l Total reaction**
2. Incubate at 65  $^{\circ}$ C for 3 min; 4  $^{\circ}$ C for pause.
  3. Add 1  $\mu$ l Klenow  $exo^{-}$  (50 U/ $\mu$ l, NEB), then 4  $^{\circ}$ C for 5 min, +1  $^{\circ}$ C/15 sec to 37  $^{\circ}$ C, 37  $^{\circ}$ C for 30 min.
  4. After priming, incubate at 95  $^{\circ}$ C for 1 min.
  5. Add 2.5  $\mu$ l random priming mixture to the reaction, incubate at 4  $^{\circ}$ C for 5 min, +1  $^{\circ}$ C/15 sec to 37  $^{\circ}$ C, 37  $^{\circ}$ C for 30 min.
    - 1.0  $\mu$ l of 25 pM scBS-seq-biotin-P5-N9-oligo1
    - 0.5  $\mu$ l Klenow  $exo^{-}$  (50 U/ $\mu$ l, NEB)
    - 1.0  $\mu$ l of 2.5 nM each dNTP
    - **2.5  $\mu$ l in total**
  6. Repeat the random priming , making it 6 rounds in total for a single cell.
  7. Add 2  $\mu$ l exonuclease I (20 U/ $\mu$ l, NEB), then incubate for 1 hr at 37  $^{\circ}$ C. Then purify with AMPure XP Beads once, then elute in 50  $\mu$ l EB buffer.

## Day 2

### Capturing biotinylated DNA on streptavidin beads

1. Take 20  $\mu$ l of Dynabeads M280 Streptavidin beads into a 1.5-mL tube. Place the tube on the magnet stand to collect the beads.
2. Remove the supernatant, and add 50  $\mu$ l of 2 $\times$ BW(Li) buffer to suspend the beads.
  - 2 $\times$ BW(Li) buffer (50ml):
  - 6.3g of LiCl
  - 0.5ml of 1M Tris-HCl (pH 7.4)
  - 0.1ml of 0.5M EDTA
  - add H<sub>2</sub>O to 50ml total volume
3. Add the suspension of beads (in 50  $\mu$ l of 2 $\times$ BW(Li) buffer) to the product obtained after AMPure XP Beads purification.
4. Incubate the tube at room temperature for 30 min.
5. Place the tube on the magnet stand to collect the beads, and then remove the supernatant.
6. Add 180  $\mu$ l of 2 $\times$ BW(Li) buffer to the beads.
7. Place the tube on the magnet stand to collect the beads, and then remove the supernatant.
8. Suspend the beads in 180  $\mu$ l of 0.1N NaOH solution, incubate at room temperature for 2 min.
9. Place the tube on the magnet stand to collect the beads, and then remove the supernatant.
10. Repeat steps 8 and 9 once again.
11. Add 180  $\mu$ l of 2 $\times$ BW(Li) buffer to the beads.
12. Place the tube on the magnet stand to collect the beads, and then remove the supernatant.
13. Add 180  $\mu$ l of EB buffer to the beads.
14. Place the tube on the magnet stand to collect the beads and remove the supernatant. Then suspend with 39  $\mu$ l EB buffer.

## Second-strand synthesis

1. Add the following 9  $\mu$ l mix to the 39  $\mu$ l random priming mixture, incubate the sample at 95  $^{\circ}$ C for 3 min.
  - 5  $\mu$ l 10 $\times$ NEB buffer 2
  - 2  $\mu$ l of 10  $\mu$ M scBS-seq-P7-N9-oligo2
  - 2  $\mu$ l dNTP (10 mM each)
  - **9  $\mu$ l in total**
2. Then add 2  $\mu$ l Klenow  $exo^{-}$  (50 U/ $\mu$ l, NEB), incubate at 4  $^{\circ}$ C for 5 min, +1  $^{\circ}$ C/15 sec to 37  $^{\circ}$ C, 37  $^{\circ}$ C for 90 min.
3. Wash the beads twice with 50  $\mu$ l of EB buffer, and put the tube on the magnet stand to collect the beads and remove the supernatant.

## PCR amplification and purification

1. Add the following mixture to the beads.
  - 1  $\mu$ l of 15  $\mu$ M Universal PCR Primer (NEB)
  - 1  $\mu$ l of 15  $\mu$ M PCR Index Primer (NEB, pre-indexed)
  - 25  $\mu$ l of 2 $\times$ KAPA HiFi HotStart ReadyMix
  - 23  $\mu$ l H<sub>2</sub>O
  - **50  $\mu$ l in total**
2. 95  $^{\circ}$ C for 3 min, 12 cycles of (98  $^{\circ}$ C for 20 sec, 65  $^{\circ}$ C for 30 sec, 72  $^{\circ}$ C for 1 min), 72  $^{\circ}$ C for 3 min and 4  $^{\circ}$ C hold.
3. Purified the DNAs with AMPure XP beads twice, elute with 30  $\mu$ l EB finally.
4. Finally, libraries were pooled (quantified with qPCR) and sequenced on the Illumina HiSeq 2500 sequencer for 150-bp paired-end sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

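RNA-seq of mouse ES cells was analysed, as 3 libraries of bulk cells, made with an mRNA library kit, and 16 libraries of single cells, made with Smart-seq2. The authors deposited 1 table per library with the RPKM of 23080 genes by symbol. The unit was taken from the axis of Figure 1E, the legend of Figure S4C and the values, which are fractional and whose sums differ between libraries (563230 to 575099 in bulk and 833062 to 1238276 in single cells). The aligner, the counting, the gene annotation and the genome build of the RNA-seq are not given in the sources used here. The build that the paper names belongs to the scCOOL-seq data. The paper names RefSeq genes for promoters and, in the legend of Figure S15, for expression in preimplantation development. It does not name the annotation used for the RNA-seq of ES cells. The scCOOL-seq and NOMe-seq libraries, and the published RNA-seq of embryos that the paper also used, were not analysed here.

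From the RPKM values, whole reads were recovered as value times divisor times gene length, with 1 whole-number divisor per library and 1 whole-number length per gene, found from 400 genes with low values. Reads were whole in every library for 16751 of 16751 genes with a value. The reads on genes came to 1.14 to 1.16 times the divisor in bulk and 1.49 to 2.01 times in single cells, and what the divisor counts is not given in the sources used here. The lengths of 1478 genes detected in 1 library only rest on that library alone. The median ratio of recovered length to the summed exon length in the annotation of NCBIM37 was 0.895 over 15041 genes, and 29.1% of genes lay between 0.98 and 1.02. The recovered reads were used for depth, for thinning, for expected read numbers, for the chi-square per degree of freedom between libraries, for the CV expected from Poisson sampling and for sets of genes matched on reads. The recovery was tested on simulated data, where the divisor came out right in 19 of 19 libraries and the reads of 2375 of 2375 genes detected in 6 or more libraries. The CV was also tested on simulated data, and 3 of 3 simulated classes gave the CV they were made with to within 5%. These classes had far more values per gene than 16 cells and no dropout. The test therefore checks the formula and not the accuracy of a CV over 16 cells. Coordinates are those of genes with the same symbol in the NCBIM37 annotation, which may differ from the annotation used by the authors.

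The mean over the 3 bulk libraries is given with its SD (n = 3). The labels name no culture, animal or batch for the 16 cells, so the cells are 1 sample, and no p-value, standard error or number of changed genes was computed from them. Class medians over genes are given with quartiles, shares of genes with exact 95% binomial intervals (Clopper-Pearson), which cover counting error only. No comparison between promoter classes was tested, since Table S3 was available in part. Expression is on the scale of log2(RPKM + 1) unless stated, which understates differences between low values. The number of genes detected rises with depth, so it was also computed after thinning each library to 1188893 reads outside Rn45s, the number in the shallowest cell.

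The genes named were fixed by rule. They are the genes printed in Figure 1H, the open loci of Figure S6, Tdgf1 and Sox2; lists of Y-linked genes and Xist, of naive pluripotency, of primed or lineage, of 2-cell-like, of feeder or fibroblast, of G2/M, of G1/S and of housekeeping genes; the 5 genes with the highest and the 5 with the lowest CV among genes with a mean RPKM of at least 10; the 5 with the largest difference each way between single-cell and bulk means; and the 3 closed genes with the highest and the 3 open genes with the lowest mean. The values in the paper's figures had been seen when the rule was written. The rule, the design of each comparison and the alternatives were fixed before the data were examined. The alternatives were the pseudocount (0.1), a filter at a mean RPKM of 1, the mean of logs, bulk in place of single cells, a floor at 0.1, rescaling of libraries to the same sum, the CV of log values, a CV of 0 for genes listed at 0, groups by bulk or by single-cell mean, the median of libraries, detection thresholds of 0.1 and 1, and leaving out each library in turn. Leaving out Rn45s with rescaling, dividing the cells at 25% of reads on Rn45s, and thinning were chosen after seeing the data.

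For named genes, the quantity set against rescaling was changed after its values had been seen, from the difference between single-cell and bulk means to each mean on its own; the number of differences that change sign is given with the other alternatives. The spread that a class difference in expression had to exceed to count as moved was also changed after the values had been seen, from the SD over cells to the range with each cell left out, because the medians of divergent and closed genes are 0 in every cell. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.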

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

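The removal of Rn45s, the division of the cells by their share of Rn45s and the comparison of Rn45s with genes of like length were chosen after the result was seen.

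Rn45s, the gene of the 45S pre-rRNA, for which the paper reports no value, took up to 41.2% of the recovered reads in a single ES cell, against 0.142% to 0.157% in the 3 bulk libraries. The cells fell into 8 with 33.2% to 41.2% (cells 2 to 8 and 16) and 8 with 1.87% to 12.2% (cells 1 and 9 to 15), with no cell in between, and the labels name no batch for them. The mean RPKM was 68772 in single cells and 294 ± 12.5 (SD, n = 3) in bulk, a log2 difference of 7.87. Gene length was tested as an explanation, since longer genes were lower in single cells than in bulk. Rn45s is in the longest of 5 equal groups of genes by length and lies 8.78 (log2) above the median difference of that group. Its own difference of 7.87 exceeds those of the other 2359 genes of the group, of which the largest is 2.11, and this argues against gene length as the cause. RPKM is relative to the reads of a library, so reads on Rn45s can lower the other genes of that cell if the authors' divisor counts them, and what it counts is not known. With Rn45s left out and the cells rescaled, the difference in median CV between divergent and open genes was 0.879, against 0.902 with it. The bulk kit selects mRNA, and a lower carry-over of rRNA in bulk may contribute to the difference between bulk and single cells, but it was not tested for Rn45s and would not separate the cells from each other. A difference between library batches among the cells stays open as well. The cells have no condition that separates them, so no biological explanation was tested.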

How the results depend on the processing

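Settings with Rn45s left out, settings with the cells divided by their share of Rn45s, and thinning were chosen after the results were seen.

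The order of the medians of log2 expression (open, divergent, closed) did not reverse under any alternative run. The difference between open and divergent genes (2.22) was 3.16 with a pseudocount of 0.1, 1.47 with a filter at a mean RPKM of 1, 1.98 with the mean of logs and 2.02 in bulk. The difference between open and closed genes (2.96) was 6.10, 2.24, 2.41 and 3.31 under the same 4 settings, 2.83 with a floor at 0.1 and 3.08 with Rn45s left out. The difference between divergent and closed genes (0.74) was 2.94 with a pseudocount of 0.1, 0.43 with the mean of logs, 1.29 in bulk and 0.79 with Rn45s left out. With each cell left out, the differences stayed at 2.10 to 2.32, 2.87 to 2.99 and 0.62 to 0.78, and with each bulk replicate left out, the bulk differences stayed at 1.98 to 2.06, 3.28 to 3.30 and 1.23 to 1.32. A lower pseudocount widens the differences by construction, because it spreads values near 0; for the other settings the cause was not tested.

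The CV depended on how genes listed at 0 were treated. Closed genes had a higher median CV than open genes by 1.89, but by -0.784 with a floor at 0.1, -0.453 with the floor on the log scale and -0.799 with a CV of 0 for genes listed at 0 in all cells. Against divergent genes, closed genes had a difference of 0.989, and -0.949, -0.696 and -1.09 under these settings. These reversals follow from the construction, since 85 of 147 closed genes then enter with a CV of 0. The difference between divergent and open genes (0.902) stayed positive at 0.165, 0.243 and 0.293 under these settings, 0.228 with a filter at a mean RPKM of 1, 0.102 over the 3 bulk libraries, 0.638 in the cells with over 25% of reads on Rn45s and 0.475 in the others. It did not stay positive with the SD of log2(RPKM + 1) in place of the CV. The median SD over all genes of a class was 0.813 for open, 0.604 for divergent and 0 for closed genes. For closed genes it is fixed at 0 by the 85 of 147 listed at 0 in all cells. Closed minus open was 1.94 on the log scale, 0.567 with the filter, 1.90 with rescaled cells, 0.739 in bulk, 1.92 with Rn45s left out, and 1.13 and 1.16 in the sets of cells with more and with less Rn45s. Closed minus divergent was 0.339 with the filter, 0.637 in bulk, and 0.490 and 0.686 in these sets. A CV over fewer cells has a lower upper limit, which bears on the smaller sets. The CV over the 3 bulk libraries is not a spread between cells. With each cell left out, the 3 differences were 0.722 to 0.956 (divergent minus open), 1.64 to 1.88 (closed minus open) and 0.735 to 1.14 (closed minus divergent).

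Within groups of genes by expression, the sign of divergent minus open was not stable in any group, nor that of closed minus open up to 1, while closed minus open from 1 to 10 was positive under every alternative. The groups do not equalize expression, since from 1 to 10 the median of the mean RPKM was 4.18 for open, 2.37 for divergent and 1.98 for closed genes. At a mean RPKM up to 1, divergent minus open (0.0215) was -0.0808 with the SD of log2 values, -0.260 in the cells with over 25% of reads on Rn45s and -0.282 to 0.357 with each cell left out, with negative values without cell 2 (-0.282), 5 (-0.00963), 10 (-0.121), 12 (-0.0722) or 16 (-0.0199). Closed minus open (0.646) was -0.0320 with groups by the bulk mean, -0.205 with the SD of log2 values, -0.333 in the cells with over 25% on Rn45s and 0.0550 to 0.908 with each cell left out. At a mean RPKM of 1 to 10, divergent minus open (0.247) was -0.149 with the SD of log2 values, -0.0501 in the cells with at most 25% on Rn45s and 0.107 to 0.277 with each cell left out; closed minus open (0.661) was 1.04 with groups by the bulk mean, 0.00049 with the SD of log2 values, 0.0725 and 0.400 in the cells with more and less Rn45s and 0.461 to 0.758 with each cell left out. Above 10, divergent minus open (-0.0699) was 0.0473 with groups by the bulk mean, -0.0348 in the cells with over 25% on Rn45s and -0.108 to -0.0522 with each cell left out. The cause was not tested for these changes, and groups with fewer than 5 genes of a class were given no alternative.

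Among genes with low expression, the open share was 45.7% by the bulk mean and 55.1% by the single-cell mean, and the closed share 31.5% and 21.7%. The other shares stayed within their intervals. The correlation of single-cell and bulk means (Pearson 0.947, Spearman 0.933) was 0.895 and 0.874 for genes with a bulk RPKM of at least 1, 0.941 (Pearson) with rescaled libraries, 0.943 (Pearson) with Rn45s left out, and 0.9456 to 0.9457 (Pearson) and 0.9299 to 0.9318 (Spearman) with each bulk replicate left out. The cause was not tested. Numbers of genes per expression group and of genes detected moved by less than 1.5 times under each alternative.

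Of 157 named genes, 32 changed the sign of the difference between single-cell and bulk means when the libraries were rescaled to the same sum, all 32 from higher to lower in single cells, with a largest difference of 0.75 before rescaling. They include Gapdh, Lefty2, Stra8, 4933434E20Rik, Asb8, Id2, Gdf15, Klhl13, Eif2s3y, Npm1, Rpl4, Rpl7 and Rps3a1. Rescaling moved the median over genes with a bulk RPKM of at least 1 from -0.07 to -0.76, and relative to that median 13 named genes changed sign. Of the single values set for named genes (their means on the log2 scale and, for the genes ranked by it, the difference), 122 moved by more than their spread and 184 did not. None reversed, but a mean of log2(RPKM + 1) cannot be negative, so for the means this decides nothing.

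No paired analysis was possible because the bulk libraries and the single cells share replicate numbers only as labels, and no test compares these groups or the promoter classes. Depth limits the low end: the genes with low expression in bulk rest on a median of 3 reads over 3 libraries, and 1 read in a cell is worth an RPKM of 0.201 to 0.390 for a gene of median length.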

Differences from the paper's values

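No test was chosen after the result was seen for these comparisons, and the paper's values were read by eye from Fig. 1E, which covers all genes of the paper's classes, while the values here cover the part of Table S3 used here.

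For homogeneously closed genes, the paper's median of log2(RPKM + 1) is about 0.15 in Fig. 1E, read by eye, and the median here was 0. Of the alternatives set before the data were examined, a floor at 0.1 gave 0.14, which does not differ by more than 1.5 times from the paper's value. That value is set by the floor itself, since 85 of 147 closed genes are listed at 0 in all cells. It therefore decides nothing on how the paper treated such genes. The pseudocount of 0.1 (-3.32), the filter at a mean RPKM of 1 (1.62), and the mean of logs, the bulk mean and rescaled cells (0 in each) differed.

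For open genes, the paper's median CV is about 0.32 in Fig. 1E, read by eye, and the median here was 0.847. The CV of log2(RPKM + 1) with a floor at 0.1 and a CV of 0 for genes at the floor gave 0.453, within 1.5 times of the paper's value. The log scale alone (0.511), the floor alone (0.784), a CV of 0 for genes listed at 0 (0.799), the filter (0.709), rescaled cells (0.833) and the bulk libraries (0.157) differed. For divergent genes, the paper's median CV is about 0.64 in Fig. 1E, read by eye, and the median here was 1.75. The floor (0.949), the log scale with the floor (0.696) and the filter (0.937) came within 1.5 times, and the log scale alone (1.45), a CV of 0 for genes listed at 0 (1.09), rescaled cells (1.72) and the bulk libraries (0.259) differed. For closed genes, the paper's median CV is about 0 in Fig. 1E, read by eye, and the median here was 2.74. It was 0 under the floor, the log scale with the floor, and a CV of 0 for genes listed at 0, and differed under the log scale alone (2.45), the filter (1.28), rescaled cells (2.74) and the bulk libraries (0.896).

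The paper's methods state that homogeneously closed genes of ES cells were not expressed. Of the 147 closed genes here, 85 were listed at 0 in all 16 cells, 128 had a mean RPKM of at most 1, and 19 had a mean above 1. Of the 16 closed genes printed in Fig. 1H, 10 had a mean of at most 1, and Lefty2 (65.9), Stra8 (25.3) and Lefty1 (22.3) had a mean above 10. The paper's methods also state that open genes had the lowest coefficient of variation of the 3 classes. The median was lowest for open genes here (0.847), but under the 3 settings that give closed genes listed at 0 or at the floor a CV of 0, it was lowest for closed genes (0), as it is in Fig. 1E.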

Other observations

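The tests of expression level against open genes of like mean (in all genes and in those above an RPKM of 1), of histone genes against genes of like length, of single-copy genes on the X chromosome and of rare Zscan4-expressing cells were chosen after the result was seen, as were the removal of Rn45s, the division of the cells by their share of Rn45s and the random sets of cells.

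The lower CV of open genes was set against their higher expression. The 98 divergent genes with a CV had a median CV of 1.75, and the open genes nearest to them in mean RPKM (10 for each) had a median of 1.79. The median over divergent genes of the CV minus that of the nearest open genes was -0.0377, against a difference of 0.902 between the class medians, and 42 of 98 divergent genes lay above their nearest open genes. Among the 56 divergent genes with a mean RPKM above 1, where few genes are near the largest CV that 16 cells allow, it was -0.0612, with 25 above. A first form of this test, against random lists of open genes, was dropped because Table S3 was available in part. The values are consistent with expression level as the source of the difference in CV between divergent and open genes here, and a smaller difference at like expression stays open. For closed genes, the comparison over all 62 genes decides nothing, since 20 of them and the nearest open genes of 24 had the largest CV that 16 cells allow. Among the 19 closed genes with a mean RPKM above 1, the median of the CV minus that of the nearest open genes was 0.228, against a difference of 0.567 between the class medians above 1, and 14 of 19 lay above. The medians themselves went the other way, at 1.28 for these closed genes and 1.39 for their nearest open genes. So few genes leave it open whether expression level alone accounts for the higher CV of closed genes. The median CV of divergent genes was 4.46 times that of Poisson sampling of the recovered reads. This covers counting error only and decides nothing on sampling, since reads of amplified cDNA are not independent molecules, and the median ratio per gene was 4.44 for open and 3.84 for divergent genes. Sampling of molecules stays open. The tables argue against uneven Rn45s among the cells as the whole cause, since the difference between the class medians was 0.879 with Rn45s left out and the cells rescaled. Among cells of like Rn45s content it was smaller, at 0.638 in the 8 cells with over 25% of reads on Rn45s and 0.475 in the other 8. Both lie within the 0.307 to 0.887 (median 0.578) that 100 random sets of 8 of the 16 cells gave, so a smaller part played by Rn45s can neither be shown nor excluded here. The classes come from the paper's scCOOL-seq cells and the expression from other cells, and a biological difference in variability beyond expression level was not tested.

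Single-cell and bulk means differed with gene length. Across the 11799 genes with a bulk RPKM of at least 1, the log2 difference had a Spearman correlation of -0.572 with recovered length (-0.575 with rescaled libraries, -0.675 for genes with a bulk RPKM of at least 10, and -0.409 to -0.342 for single cells against bulk). Its median was 0.91 in the shortest of 5 equal groups of genes by length (median 1072 bases) and -0.91 in the longest (median 5992 bases). With transcript GC content, available for 90.4% of these genes, the correlation was 0.0888, which argues against GC content as the main source. Length bias between the library methods is a candidate explanation. The cells and the bulk libraries differ in method as well as in sampling, so no biological explanation was tested.

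Replication-dependent histone genes, whose mRNA mostly lacks a poly(A) tail, were higher in single cells than in bulk in 43 of 51 genes, and in 34 of 51 after rescaling, which shifts all genes. Relative to the median of all genes, 43 of 51 were higher both before and after rescaling. These counts are not on like terms. Histone genes needed a mean RPKM of at least 1 in single cells or in bulk, but all genes needed it in bulk. Histone genes below 1 in bulk, such as Hist1h2an (0 in bulk, 10.8 in single cells), were thus higher in single cells by selection. The replacement genes were all above 1 in bulk, so the medians of the groups carry this selection too. Their median log2 difference was 1.04, and 0.79 for 9 replacement histone genes with a poly(A) tail, against -0.07 for all genes. Short length is consistent with this, since the median lay at percentile 96.43 of 10000 random lists of other genes matched on length and mean RPKM, inside their middle 95% (0.33 to 1.09), but near its upper end. Loss of such mRNA by poly(A) selection in bulk cannot be told apart from length here. The median met the limit of 1 set for it, with replacement histones within 1 of all genes, but the groups differed by 0.25 only, and it was read as undecided after the values were seen. Other values go towards a difference between the groups: it was 0.48 with rescaled libraries (0.53 and 0.05), and against lists matched on length and mean RPKM the replication-dependent genes lay above (1.04 against 0.65), while the replacement genes lay at percentile 31.2 (0.79 against 0.93). Many of these genes have near-identical copies, and the cell cycle of the cells was not tested as a biological explanation.

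The Y-linked genes Ddx3y, Eif2s3y and Uty had reads in bulk in all 3 libraries (342, 221 and 274 in total) and in 10 of the 16 single cells (52 to 675 reads in each), but at most 1 read of each in cells 7, 8, 10, 11, 12 and 15. Kdm5d had 0 reads in all cells and 0, 2 and 0 in bulk. The tables argue against independent dropout of each gene, since 0% of 10000 sets of 3 autosomal genes matched on mean reads had as many such cells. They argue against dropout of genes with a single copy, which gave at most 2 such cells in 10000 matched sets of 3 X-linked genes. Depth was not limiting, since at the bulk share the lowest expected number of reads (not molecules) among these 6 cells was 226.9. A line with 2 active X chromosomes was not seen, since the median log2 ratio of cell to bulk over X-linked genes exceeded that over autosomal genes by at most 0.12 in these cells (SD over the 16 cells 0.11). Loss of the Y chromosome in part of the culture is a candidate explanation, as is a mixture with cells that have no Y and 1 active X. The paper's methods describe a male ES cell line, the only ES line they name, and the labels give a mixed strain and do not name the line of the RNA-seq cells. Cells 2 and 14 had 0 reads of Ddx3y but 210 and 32 reads of Eif2s3y, so a single Y-linked gene does not mark this. Xist had at most 57 reads in a cell.

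Zscan4 genes had bulk means of 6.15 to 13.0 RPKM (Zscan4a, Zscan4b, Zscan4c, Zscan4d and Zscan4f), but only 2 cells held any read (1 and 2 reads), where 83.5 to 178 reads would be expected at the bulk share. Expression in rare cells could give this, since none of 16 cells reached the bulk share, which allows up to 20.6% of cells (exact 95% limit), but 16 cells cannot decide it, and near-identical copies of these genes can share reads. The cells have no condition that separates them, so no biological explanation other than rarity was tested.

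The lists of genes gave these values. The 10 naive genes were all above a mean RPKM of 10 in single cells (18.7 to 759). Of 10 primed or lineage genes, 4 had a mean above 1, with Dnmt3b highest at 39.3. Of the 9 of 12 2-cell-like genes listed, 7 were at 0 in all cells, and Zscan4e, Tcstv1 and Tcstv3 were not listed. Of 8 feeder or fibroblast genes, Fn1 (49.7 in single cells and 222 ± 0.370 in bulk, SD, n = 3) was the only one above 1 in single cells, and Col1a1 and Col1a2 had 0.830 and 0.370. The 10 G2/M genes ranged from 13.8 to 718 and the 10 G1/S genes from 3.46 to 583. The 5 housekeeping genes ranged from 260 to 5321 in single cells and from 153 to 8747 in bulk. In the same table, Sox2 had 30.3 in single cells and 177 ± 0.899 in bulk, and Nanog 618 and 266 ± 4.62. Chac1 was 192 and 131 RPKM in cells 16 and 15 and at most 16.5 in any other cell, and Ddit3 was 96.7 in cell 15 and at most 17.1 in any other.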
